# Metastasis from the tumor interior and necrotic core formation are regulated by breast cancer-derived angiopoietin-like 7

**DOI:** 10.1073/pnas.2214888120

**Published:** 2023-02-28

**Authors:** Ami Yamamoto, Yin Huang, Brad A. Krajina, Margaux McBirney, Andrea E. Doak, Sixuan Qu, Carolyn L. Wang, Michael C. Haffner, Kevin J. Cheung

**Keywords:** necrotic core, angiopoietin-like 7, circulating tumor cells, metastasis, breast cancer

## Abstract

Necrosis in the tumor interior is a common feature of aggressive cancers that is associated with poor clinical prognosis and the development of metastasis. How the necrotic core promotes metastasis remains unclear. Here, we report that emergence of necrosis inside the tumor is correlated temporally with increased tumor dissemination in a rat breast cancer model and in human breast cancer patients. By performing spatially focused transcriptional profiling, we identified angiopoietin-like 7 (Angptl7) as a tumor-specific factor localized to the perinecrotic zone. Functional studies showed that Angptl7 loss normalizes central necrosis, perinecrotic dilated vessels, metastasis, and reduces circulating tumor cell counts to nearly zero. Mechanistically, Angptl7 promotes vascular permeability and supports vascular remodeling in the perinecrotic zone. Taken together, these findings show that breast tumors actively produce factors controlling central necrosis formation and metastatic dissemination from the tumor core.

## Significance

Aggressive tumors often die from the inside out, a process called necrotic cell death. Necrosis is associated with dissemination of cancer cells but how necrosis promotes tumor dissemination is not understood. Here, we used rats as a model organism to increase detection of dissemination events. This uncovered a sharp rise in circulating tumor cell (CTC) abundance associated with necrosis and changes in the blood vessels. Gene expression analysis revealed a tumor-derived gene program involved in shaping the tumor core ecosystem. We demonstrate that necrosis, vascular remodeling, and metastatic dissemination are dependent on a tumor-secreted factor, angiopoietin-like 7 (Angptl7). Understanding the molecular factors regulating metastatic dissemination from the necrotic core could unveil therapeutic strategies to treat and prevent metastatic cancers.

The development of metastasis is the pivotal determinant of long-term survival in most human cancers (1). A key step in this process is the dissemination of tumor cells into the systemic circulation (2, 3). A long-standing question is where tumor cells disseminate from. A major focal point of investigation is the tumor-stromal border where cancer cells are directly observed to invade singly or collectively into surrounding tissues and disseminate into local blood vessels (4–7). Aiding this process are local conditions in the tumor microenvironment, such as hypoxia, acidity, and nutrient deficiency, in partnership with immune cells, that promote tumor dissemination (8–11). Counterintuitively, many of these microenvironmental influences are most prevalent in the tumor core, in regions of disordered tissue and blood vessel microarchitecture, where nutrient and oxygen availability are most limited (12, 13). One way to reconcile these competing observations is that tumor dissemination can also occur in the tumor core. Consistent with this hypothesis, the tumor core harbors abnormal biomechanics, increased interstitial pressure, and vascular leakiness thought conducive to dissemination (13–15). Further, tumor cells in the interior are actively migratory and spatially coordinated (16) and tumor cell intravasation was determined to occur almost exclusively in the tumor core in an avian model system (17). These observations suggest mechanisms for metastatic dissemination from the tumor core. However, owing to the spatial heterogeneity and cellular complexity of the tumor core ecosystem, the molecular factors regulating dissemination from within and the role of tumor cells, as active drivers or passive participants in this process, are not understood.

In the setting of extreme nutrient limitation and vascular compromise, tumor cells undergo necrotic cell death. Necrosis is a pervasive feature of many aggressive fast-growing tumors, associated with poor prognosis and markedly increased risk of metastasis (18–22). A challenge of between-tumor/between-patient association studies is that it is not possible to disentangle if necrosis is a regulator of metastasis or a by-product of other more aggressive features such as tumor grade or tumor subtype (23, 24). In this regard, spatial analyses within regions of the same tumor are suggestive. Spatial analyses of blood vessel invasion in lung cancers, sarcomas, hepatocellular carcinoma, and breast cancers have observed that between 25 to 50% of all blood vessel invasion events occur intratumorally in the tumor core (25–28). Likewise, spatial and temporal multiregional sequencing of primary and metastatic renal cell carcinomas reveal that metastatic subclones preferentially originate from the tumor interior where necrosis and increased copy number alterations predominate (29). Tumor cells that are dead cannot themselves give rise to metastasis. However, these clinical observations indicate that tumor cells neighboring the most intense regions of necrosis make productive contributions to metastatic dissemination. How the necrotic core promotes metastatic dissemination remains unclear.

In this study, we leveraged a rat transplantation model to uncover a temporal correlation between tumor dissemination and the formation of large contiguous zones of necrosis within the tumor core. These necrotic zones harbored dilated blood vessels and intravascular tumor cells. Importantly, our studies revealed a tumor-cell secreted factor angiopoietin like-7 (Angptl7) that regulates formation of necrosis. Our studies define a targetable axis of the necrosis ecosystem to suppress metastatic dissemination from the tumor interior.

## Results

### A Low-to-High Circulating Tumor Cell (CTC) Transition Occurs in a Rat Transplantation Model of Breast Cancer.

Isolating tumor cells in transit is painstaking in foundational models for cancer metastasis research including mouse, zebrafish, and chick embryo (17, 30–35). We hypothesized the use of rats, a larger animal model, would enable more robust detection of dissemination events locally and systemically in the circulation. In this study, we employed SCID rats on the Sprague–Dawley background with a double knockout for the Rag2 and Il2rgamma genes [denoted SRG (36)]. SRG rats are deficient in T cells, B cells, and NK cells similar to NOD scid gamma (NSG) mice. To compare the performance of these two transplantation models, we transplanted 4T1 tumor cells, a mouse mammary tumor model of triple-negative breast cancer, transduced with a GFP reporter, into the mammary fat pad of SRG rats or NSG mice and collected all tumors synchronously once maximum tumor size was reached for mice, which was 2 cm in our animal facility (*SI Appendix*, Fig. S1*A*). Altogether, SRG rats produced three times larger tumors by weight and by estimated tumor volume (*SI Appendix*, Fig. S1 *B* and *C*). Ten times more blood was collected with SRG rats, which in turn yielded 10 times more single CTCs and CTC-clusters per animal (*SI Appendix*, Fig. S1 *D*–*G*). For both CTCs and CTC-clusters, morphologic appearance and relative proportions in blood were identical between SRG rats and NSG mice (*SI Appendix*, Fig. S1 *E* and *H*). Consistent with the increased CTC abundance, lung metastases counted by stereomicroscopy were four times more abundant in SRG rats (*SI Appendix*, Fig. S1 *I *and *J*). Because the same number of 4T1 cells was transplanted in both SRG rats and NSG mice and because tumors were harvested at the same time, our direct comparison showed that the rat transplantation model increases the efficiency of detecting rare tumor dissemination events by 10-fold.

Having identified the rat xenograft model as an efficient system to study CTC dissemination, we next applied this model to determine CTC abundance temporally.

We transplanted GFP-labeled 4T1 cells into the mammary fat pad of SRG rats (Fig. 1*A*). Blood, lungs, and tumors were harvested at days 13, 17, 22, and 27 post-transplantation. In this model, tumor size increased significantly between days 13 and 17 with evidence of growth plateau and significant variance in tumor size between SRG rats by both estimated tumor volume and by tumor weight (*SI Appendix*, Fig. S2 *A* and *B*). Surprisingly in the same time frame, we observed a pronounced nonlinear increase in CTC abundance. Specifically, between days 22 and 27, we identified a ~50-fold increase in CTCs and ~10-fold increase in CTC clusters (Fig. 1 *B* and *C* and *SI Appendix*, Fig. S2 *C* and *D*).

**Fig. 1.**
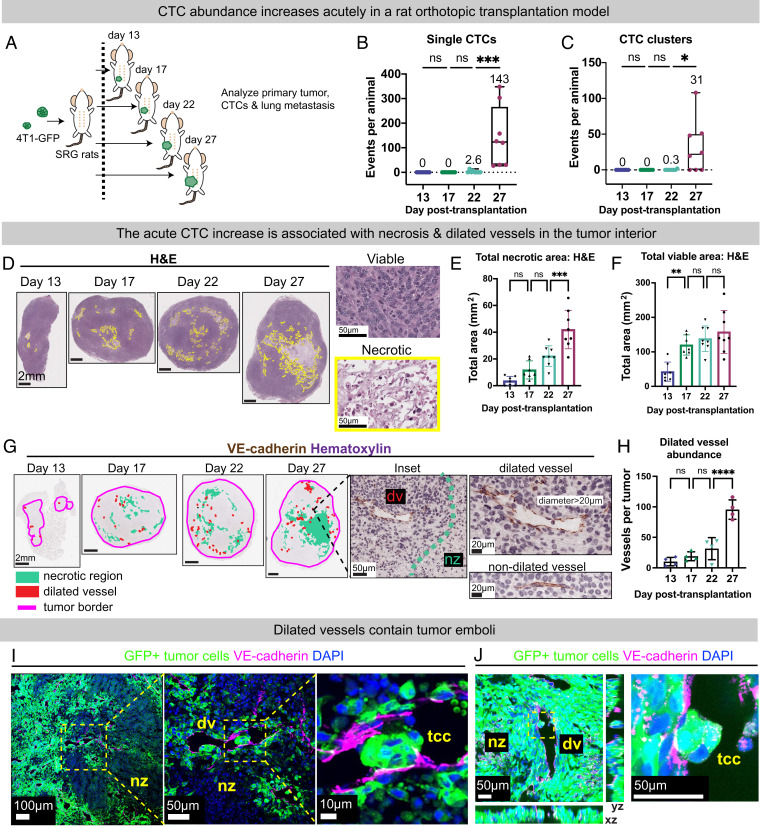
CTC transition is temporally associated with tumor necrosis, dilated vessels, and perinecrotic intravascular emboli. (*A*) Experimental schema. 4T1 mouse mammary tumor cells labeled with cytoplasmic GFP (4T1-GFP) were orthotopically transplanted into a single #4 mammary fat pad of SRG rats. Blood and tissues were harvested at day 13 (n = 7), 17 (n = 7), 22 (n = 8), and 27 (n = 8) posttransplantation. (*B* and *C*) Single CTC and CTC clusters per animal. Box plots shown with mean values labeled. (*D*) Representative hematoxylin and eosin (H&E) stains of day 13 to 27 rat tumors. (*Left*) Necrotic region indicated with yellow border. (*Right, * *Insets*) of necrotic and nonnecrotic regions from a day 27 tumor. (*E* and *F*) Total necrotic area and total viable area were determined by H&E. Mean ± SD. (*G*) Representative day 13 to day 27 rat tumors stained for VE-cadherin (DAB) and counterstained with hematoxylin. (*Left*) low power views. Necrotic regions shown in turquoise, dilated vessels in red, and tumor border in magenta. (*Right*) example of a dilated and nondilated vessel. Dv = dilated vessel. Nz = necrotic zone. (*H*) Number of VE-cadherin+ dilated blood vessels. Mean ± SD. (*I* and *J*) Representative immunofluorescent images of GFP+ tumor emboli inside VE-cadherin+ blood vessel from thin (10 µm) and thick (30 µm) tumor sections. (*I, Left*) low power image of perinecrotic zone. Insets showing high magnification of tumor cell cluster (tcc) within a dilated vessel (dv) (I, Middle and Right). (*J*) Confocal images from z-stack showing tumor cell cluster (tcc) within dilated vessel (dv). Xy, xz, and yz cross-sections shown. Magenta: VE-cadherin; Red: 594 conjugated lectin; Blue: DAPI; Green: tumor cells expressing GFP (membrane GFP in *I* & cytoplasmic GFP in *J*. nz = necrosis. *P*-values for *B*, *C*, *E*, *F*, and *H* determined by one-way ANOVA.

### The Low-to-High CTC Transition Is Associated with a Necrotic Tumor Core, Dilated Vessels, and Perinecrotic Tumor Cell Vascular Invasion.

Given the robust increase in CTC abundance that was uncorrelated with primary tumor burden, we next asked how primary tumors were changing on a cellular level. Hematoxylin and eosin (H&E) staining of tumors revealed tumors that were histologically indistinguishable at the tumor-invasive border over time (*SI Appendix*, Fig. S2*E*). Instead, H&E revealed robust changes in the tumor core with appearance of confluent zones of central necrosis. Total necrotic area in the primary tumor increased over time with marked elevation between days 22 and 27, whereas total viable area increased early and subsequently plateaued (Fig. 1 *D*–*F*). As a second method, tetrazolium chloride assay, a colorimetric method for determining cell viability, confirmed that total necrotic area, but not total viable area, increased markedly at the late time point (*SI Appendix*, Fig. S2 *F*–*H*). Likewise, the number of lung metastases per animal was highly correlated with necrotic area, but not tumor volume (*SI Appendix*, Fig. S2 *I*–*K*).

Extending these results further, we stained tumors for VE-cadherin to mark blood vessels. VE-cadherin staining demonstrated abnormal dilated blood vessels, penetrating the necrotic core, that was markedly increased in abundance and density between days 22 and 27 (Fig. 1 *G* and *H* and  *SI Appendix*, Fig. S3 *A* and *B*). In contrast, neither total microvascular abundance nor density increased over the same time points (*SI Appendix*, Fig. S3 *C* and *D*). The number of lung metastases per animal and CTCs per animal were highly correlated with the number of dilated vessels but not total vessels (*SI Appendix*, Fig. S3 *E*–*H*). Functionally, dilated vessels were less often labeled by fluorescent lectin compared with nondilated vessels, indicative of differences in blood flow between vessel types (*SI Appendix*, Fig. S3 *I* and *J*). Further, dilated vessels contained GFP+ multicellular tumor cell clusters, consistent with vascular invasion (Fig. 1 *I* and *J*). Together, these data reveal an acute low-to-high CTC transition that coincides with robust changes in the tumor core, not rim. These tumor core alterations included confluent zones of necrosis and necrosis-adjacent dilated blood vessels containing intravascular tumor cells.

### Transcriptome Profiling Comparing Tumor Core and Rim Reveal That Angptl7 Is a Tumor-Specific, Core-Enriched Factor Localized to the Perinecrotic Zone.

We next sought to define the molecular changes defining the necrotic core. To this end, we dissected out tumor core from the rim, and interrogated gene expression originating from tumor or from host cells (Fig. 2*A* and *SI Appendix*, Table S1). In this regard, the properties of the rat transplant model and the use of a mouse-in-rat xenograft were advantageous. At time of harvest, rat tumors were 3 cm in diameter or larger and had distinct tissue morphology between the firmer tumor rim and softer, pinker tumor core, that was in some cases also obviously liquified (*SI Appendix*, Fig. S4*A*), enabling us to reliably macrodissect the necrotic core from the nonnecrotic rim. Following RNA-sequencing of macrodissected regions, sequence reads were further aligned to a concatenated rat–mouse combined genome, and deconvoluted to obtain tumor-derived gene expression (originating from mouse) vs. host-derived gene expression (originating from the rat). This deconvolution algorithm robustly separated mouse and rat RNA transcriptomes and revealed that 76% of reads were mouse-in-origin in tumor rim, and 84% of reads were mouse-in-origin in tumor core (*SI Appendix*, Fig. S4*B*), indicating the majority of reads were tumor-derived.

**Fig. 2.**
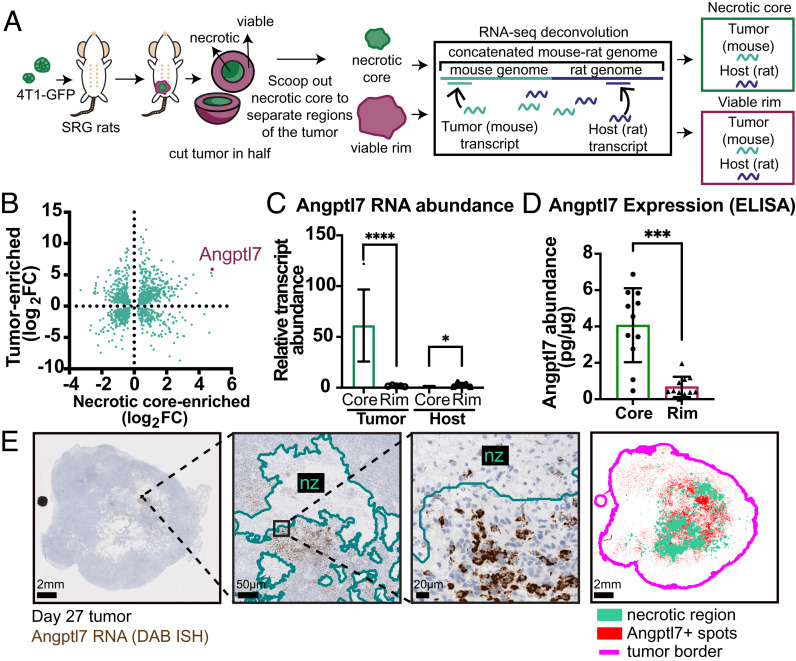
*Angptl7* is a tumor-derived, necrotic core-enriched transcript localized to the perinecrotic region of breast tumor. (*A*) Experimental schema. 4T1-GFP tumor cells were orthotopically transplanted into a single fat pad of SRG rats and collected between day 27 and day 30 (n = 5 animals). The harvested tumors were cut in half, and macrodissected to separate the necrotic core region from the nonnecrotic rim of the primary tumors. RNA was extracted and subjected to next-generation sequencing. Sequences were aligned to concatenated rat-mouse combined genome, and mouse and rat genes were deconvoluted from each other. (*B*) Mouse orthologs were identified for all rat genes and the relative RNA abundance per gene between tumor and host compartments was determined. The plot shows all genes with both differential enrichment for core:rim and for tumor:host with FDR ≤ 0.01. (*C*) Relative RNA abundance of *Angptl7* based on RNA-seq. Average expression and q-value (FDR) from multiple comparisons indicated on the graph. (*D*) ELISA quantification of Angptl7 protein abundance of the necrotic core and nonnecrotic rim regions of 4T1 tumors. Student *t* test. Mean ± SD. (*E*) Representative image of Angptl7 RNA in situ hybridization (ISH) of day 27 4T1 tumors. (*Left*) raw Angptl7 RNA ISH (brown). (*Right*) Detection by QuPath. Red: detection of Angptl7+ cells, turquoise: necrotic region, pink: tumor border. *P <0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

Gene-ontology analysis further revealed distinct patterns of ontology enrichment between tumor and host, and between rim and core (*SI Appendix*, Fig. S4*C* and Table S2). In the host transcriptome, gene sets typically associated with the invasive border were up in the rim (including extracellular matrix, vascular morphogenesis, and locomotion), while gene sets associated with tissue necrosis were up in the core (including cellular stress response, RNA metabolism, and neutrophil degranulation). Likewise, in the tumor transcriptome, gene sets associated with replicating cells were up in the rim (cell cycle, DNA replication), while gene sets involved in vascular remodeling appeared up in the core (vasculature development/morphogenesis, matrisome, and regulation of cell adhesion).

These gene expression patterns revealed that tumor cells in the interior actively express genes associated with vascular tube morphogenesis. However, these core genes could be expressed in both tumor and host compartments. To illustrate, the top differentially expressed tumor-derived gene was *Camk1d.* However, host-derived *Camk1d* was also expressed in both core and rim; therefore, *Camk1d* is not tumor-specific (*SI Appendix*, Fig. S4*D*). To identify top core-enriched tumor-specific genes, we performed interspecies analysis to find genes that were specifically mouse tumor-derived and not expressed in the rat host (Fig. 2*B*). The top enriched factor from this analysis was angiopoietin-like 7 (*Angptl7*), enriched 32-fold in tumor vs. host, and over 16-fold in tumor core vs. tumor rim (Fig. 2*C*). The enrichment for Angptl7 in the tumor core was further confirmed by qPCR, western blot, and ELISA specific for mouse Angptl7 (Fig. 2*D* and *SI Appendix*, Fig S4 *E*–*G*). In addition, we performed RNA in situ hybridization (ISH) for mouse *Angptl7* (Fig. 2*E* and *SI Appendix*, Fig. S4*H*). To quantify spatial enrichment, we calculated the distance of every spot relative to the nearest tumor-stromal border or tumor-necrotic interface. *Angptl7* was markedly enriched in a perinecrotic distribution in the tumor core and with little expression in the tumor rim. These findings show that Angptl7 is a tumor-derived factor enriched in the core of high-CTC tumors, and spatially localized to the perinecrotic zone.

### Angptl7 Suppression Markedly Normalizes Histologic Necrosis in the Tumor Core and Reduces the Number of CTCs and Metastases.

ANGPTL7 belongs to a family of secreted proteins structurally related to the angiopoietins and that have been implicated in lipid metabolism, cardiovascular disease, stem cell renewal, and cancer (37–44). Compared with other ANGPTL proteins, ANGPTL7 is among the least characterized, being predominantly expressed in the human cornea, and elevated in the aqueous humor of the eye in patients with glaucoma, a disease of increased intraocular pressure (45–49). In the rat model, we observed that the number of Angptl7 RNA detections increased markedly over time and was highly correlated with total necrotic area, dilated vessels, CTCs, and lung metastases (*SI Appendix*, Fig. S5 *A*–*E*). Given that we observed strong spatial and temporal association between Angptl7 expression and the necrotic core, we next asked whether Angptl7 is required for necrotic core formation and metastatic dissemination. To answer this question, we transduced 4T1 tumor cells with a puromycin selectable membrane-GFP lentiviral vector and a second blasticidin selectable lentivirus encoding for shRNA hairpin and expressing cytoplasmic mCherry to generate stably transduced nontargeting control and Angptl7 knockdown (KD) lines expressing both fluorescent reporters (Fig. 3*A*). No differences in survival, proliferation, or ability to form clusters were observed between conditions during in vitro culture. Nontargeting control knockdown lines and Angptl7-knockdown (KD1-3) were each transplanted orthotopically into SRG rats. Because *Angptl7* expression was undetectable in vitro (*SI Appendix*, Fig. S4*E*), but highly induced in vivo, knockdown efficiency was confirmed in harvested tumor. By qPCR, Angptl7 RNA expression was markedly reduced with all three knockdown KDs (Fig. 3*B*). Because Angptl7 expression is low in whole tumor lysates, knockdown was confirmed on a protein level by ELISA of tumor interior, and Angptl7 protein expression was significantly reduced in KD1 and KD3 in the tumor interior, where Angptl7 expression is higher than in whole tumor lysates (Fig. 3*C* and *SI Appendix*, Fig S6*A*).

**Fig. 3.**
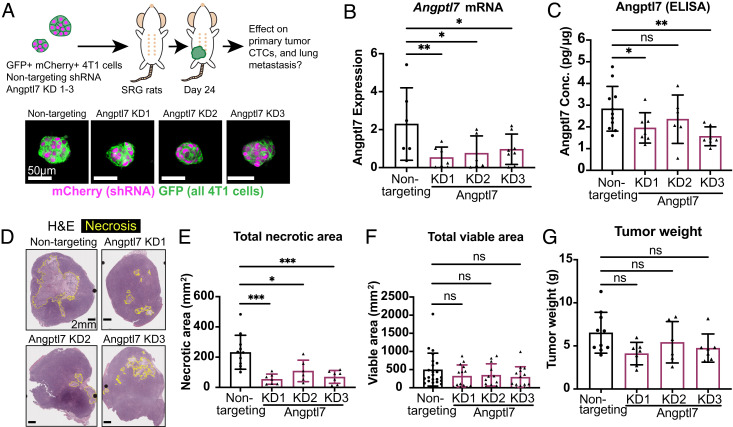
Suppression of Angptl7 normalizes tumor necrosis. (*A*) Experimental schema. 4T1 tumor cells labeled with membrane GFP and transduced with Angplt7 shRNA or nontargeting control were orthotopically transplanted into a single mammary fat pad of SRG rats. shRNA contained an mCherry tag, so cells expressing shRNA have cytoplasmic mCherry label. Blood, tumor, and lungs were collected. Nontargeting control (n = 11), Angptl7 knockdown KD1 (n = 7), Angptl7 KD2 (n = 6), Angptl7 KD3 (n = 7). (*B*) In vivo knockdown confirmation by qPCR based on tumor core. (*C*) ELISA confirmation by in vivo knockdown. Lysates were made from tumor necrotic core from Angptl7 knockdown and nontargeting control tumor cell transplantation experiments. (*D*) Representative hematoxylin and eosin (H&E) staining of primary tumors for Angptl7 knock down tumors and nontargeting control. Yellow borders indicate the necrotic regions. (*E* and *F*) Total necrotic area and total viable area based on H&E staining of Angptl7 KD and nontargeting control tumor. (*G*) Tumor weight of Angptl7 KD and nontargeting control tumor. All graphs shown display mean ± SD. Mean values shown on graphs. *P*-values for *B* and *C* determined by Mann–Whitney test; for *E*–*G* determined by ANOVA. *P <0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

Having confirmed knockdown, we next evaluated tumor histology by H&E staining. Strikingly, knockdown of Angptl7 induced between 53 and 77% reduction in the area of necrotic cores (Fig. 3 *D* and *E*). One possibility is that decreasing necrosis could promote tumor growth, a tradeoff observed in prior studies with perturbations improving vascularization (10, 50). However, suppression of Angptl7 did not increase either total viable area, tumor weight, or tumor volume, indicating that Angptl7 suppression does not promote tumor growth (Fig. 3 *F* and *G* and *SI Appendix*, Fig. S6*B*).

Given these effects on the histology of the tumor core, we next evaluated the effect of Angptl7 knockdown on CTC abundance and metastasis. Remarkably, we observed drastic reductions in both mCherry+ single-CTC and CTC-cluster abundance, which reduced from an average of 181 single CTCs down to 1 single CTC, and from 36 CTC-clusters down to 0 or 1 CTC-clusters for the best knockdowns (Fig. 4 *A*–*C* and *SI Appendix*, Fig. S6*C*). Likewise, the number of mCherry+ lung metastases was also markedly reduced in Angptl7 knockdown conditions (Fig. 4 *D* and *E*). For the different knockdowns, the degree of necrosis suppression correlated with degree of CTC dissemination and metastasis suppression. Likewise, we observed reductions in GFP+ CTC, CTC cluster, and lung metastasis abundance (*SI Appendix*, Fig. S6 *D–F*). Taken together, these data establish that Angptl7, a tumor-specific factor that is specifically expressed in the tumor interior, is necessary for necrosis formation in the tumor core, dissemination of both single and clustered CTCs, and lung metastasis.

**Fig. 4.**
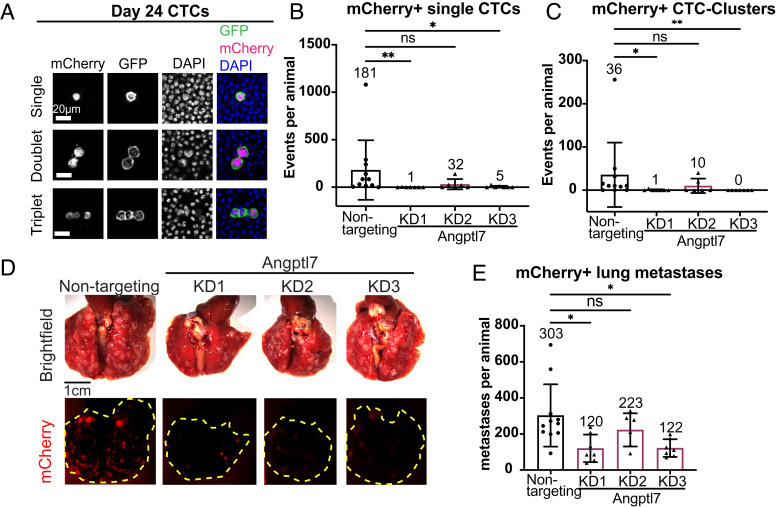
Suppression of Angptl7 reduces CTC abundance and distant lung metastases. (*A*) Representative images of single CTCs and CTC clusters from nontargeting control. Cells are mCherry-positive if they express shRNAs. 4T1 cells are labeled by membrane GFP. DAPI marks nuclei. (*B* and *C*) mCherry-positive single CTC and CTC cluster abundance in Angptl7 knockdown and nontargeting control. (*D*) Representative images of lung metastases from Angptl7 knockdown or nontargeting control transplantation (4T1 cells). Cells expressing the shRNAs express mCherry. (*E*) mCherry-positive lung metastasis count for Angptl7 knockdown and nontargeting control. Mean ± SD. All graphs shown display mean ± SD. Mean values shown on graphs. *P*-values for *B*, *C*, and *E* determined by ANOVA. *P <0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

### Angptl7 Suppression Normalizes a Subset of Tumor Core Gene Expression and Regulates Blood Vessel Morphology and Vascular Permeability.

Given the marked decrease in intratumoral necrosis, CTC abundance, and metastasis when Angptl7 was suppressed, we next transcriptionally characterized Angptl7 knockdown tumors. 

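Mouse 4T1 mammary carcinoma grown in immunodeficient SRG rats gives tumor transcripts that are mouse and host transcripts that are rat, and each was counted in its own table. The experiment holds 3 rats with the Angptl7 knockdown line KD3 (KD, here rats K1 to K3) and 4 rats with the nontargeting control (here rats C1 to C4), in the order of the rat numbers in the labels. The core and the rim of 1 tumor per rat were taken, 14 libraries in 4 groups. Sample labels and the supplementary methods give harvest at day 27, and the transplant schema shows day 24. The authors aligned read pairs to the joined mouse and rat genomes, counted pairs that aligned uniquely to 1 species, and report CPM after TMM scaling and voom. Assigned tumor reads ran from 6269533 to 7343828 in KD cores (median 7012222), 6763010 to 6981598 in KD rims (6775492), 6448678 to 7659315 in control cores (7105030) and 6788623 to 8049576 in control rims (7016806). Host reads were fewer: 1051776 to 1625907 in KD cores (1485191), 1900786 to 3238913 in KD rims (2290222), 937998 to 2035788 in control cores (1191218) and 1763804 to 2287400 in control rims (2029856). From the deposited CPM, limma compared KD with control rats within each region and core with rim within each treatment, with the rat as a random block and two-sided tests. Values below are mean ± SD over rats, and KD cores or rims always have n = 3 and control cores or rims n = 4.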

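Angptl7, which encodes a secreted angiopoietin-like protein, was measured in tumor cells at 30.6 ± 10.4 CPM in control cores (21.9, 41.5, 37.5 and 21.4 in rats C1 to C4) and 12.2 ± 3.45 CPM in control rims (9.84, 12.0, 17.2 and 9.93). It was 2.45-fold higher in the control core than in the rim (limma adjusted p = 0.0305), and higher in 4 of 4 rats (exact two-sided sign test p = 0.125, the smallest that 4 rats can give). KD cores held 13.3 ± 2.38 CPM and KD rims 13.4 ± 3.16 CPM, a log2 difference of 0.01 between regions. KD cores lay 2.21-fold below control cores, every KD core below every control core (exact two-sided permutation p = 0.0286, the smallest of 35 assignments, limma adjusted p = 0.398 over 16463 genes), while the rims differed by 0.14 log2 units (exact p = 0.514). The core-minus-rim difference was smaller in KD than in control rats by 1.29 log2 units (exact two-sided permutation p = 0.0286, a test chosen after the data were seen), and limma gave adjusted p = 0.631. Rat cells held 10.2 ± 3.50 CPM of their own Angptl7 in KD cores and 8.70 ± 1.44 in control cores (limma adjusted p = 0.832). The core-rim call ends with no block (adjusted p = 0.0692) and without rat K3 (0.0682), C2 (0.36), C3 (0.256) or C4 (0.118). Without rat C1, the KD-to-control core difference has adjusted p = 0.0186 (0.0199 without its core library alone, an omission chosen after the data were seen) and the core-rim difference 0.00383 (0.00138). The KD-to-control core difference had adjusted p = 0.872, 0.423 and 0.54 without K1, K2 or K3. It had 0.633, 0.728 and 0.672 without C2, C3 or C4. Its log2 size was -1.284 without C1 and -1.295 without C4, so size alone does not account for the lower p without C1.

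**Figure D1:**
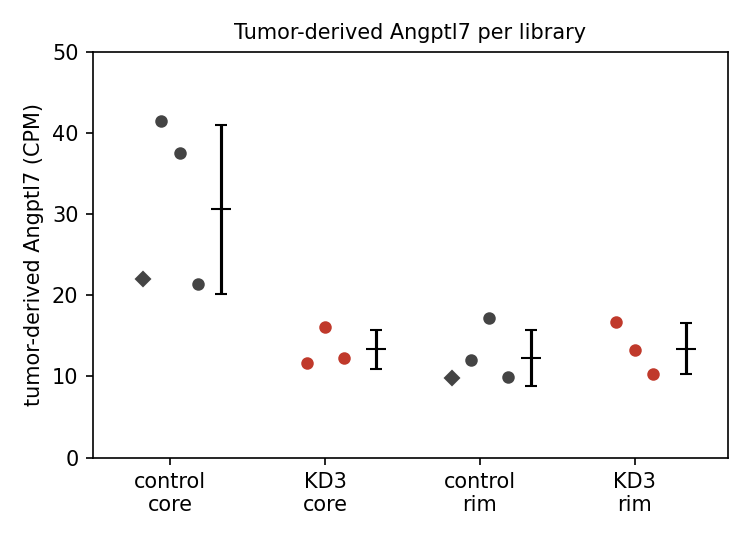
Angptl7 in tumor cells: CPM (y axis) in each library by group (x axis); diamonds are rat C1 and bars are mean ± SD. Control cores lie at 30.6 CPM on average and the other 3 groups between 12.2 and 13.4 CPM.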

Bulk RNA-seq was performed, tumor core and rim were compared, and tumor and host-derived transcripts were deconvoluted. 

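Ccn1, which encodes a matricellular protein, was measured in tumor cells at 173 ± 69.8 CPM in control cores, 70.4 ± 11.4 in control rims and 77.2 ± 22.6 in KD cores, and Cxcl5, a chemokine that attracts neutrophils, at 51.0 ± 34.6, 6.32 ± 3.73 and 9.53 ± 3.29 CPM. In host cells, Csf3r, the receptor for granulocyte colony-stimulating factor, stood at 687 ± 374, 169 ± 59.2 and 237 ± 73.4 CPM, and the myeloid gene S100a9 at 491 ± 305, 54.4 ± 35.6 and 101 ± 44.2 CPM. None of these 4 genes passed for KD against control cores (limma adjusted p = 0.398, 0.403, 0.346 and 0.395). Core genes were defined on 2 of the 4 control rats and compared in the other 2, so that no rat both defined and tested a set, and the 6 possible definitions were averaged. Of the tumor core genes, 68.55% ± 5.20 (SD over definitions, not rats) were lower in KD than control cores, median log2 difference -0.33 (exact two-sided permutation p = 0.20), and 71.2% ± 7.78 were lower in rims (exact p = 0.171). Host core genes were lower for 86.3% ± 3.74 in cores, median -0.79 (exact p = 0.20), and for 68.1% ± 11.3 in rims, median -0.22 (exact p = 0.343). With the 7 rats regrouped in all 35 ways, the core values averaged 50.2% in tumor and 51.1% in host cells. On a scale from 0 at control rims to 1 at control cores, KD cores lay at 0.261, 0.807 and 0.377 in tumor cells and 0.112, 0.695 and 0.427 in host cells. In tumor cells KD rims lay at -0.193 to -0.000507, below control rims at 0.122 to 0.351 (host -0.171 to 0.095 and -0.00495 to 0.382). Tumor core and rim averaged 0.482 and -0.0931 in KD and 0.757 and 0.223 in control rats. By these means alone the core-rim distance in tumor cells was not smaller in KD. Rat C1, with its tumor core at 0.224 and rim at 0.266, lowers the control distance. Rats C2, C3 and C4 had tumor cores at 0.939, 1.04 and 0.824 and rims at 0.154, 0.122 and 0.351. Host core and rim averaged 0.411 and -0.0417 in KD and 0.952 and 0.123 in control rats. By these means alone the distance in host cells was smaller in KD. It was not tested on this scale, and the rats overlapped. Rat C1 had its host core at -0.0707 and rim at -0.00495, and rat K2 had them at 0.695 and -0.0492. KD libraries were placed by 4 control rats and control libraries by the other 3, so the positions are not on 1 exact scale. The control core of rat C1 lay below the other 3 control cores. It stood at 0.224 in tumor and -0.0707 in host cells, against 0.824 to 1.04 and 1.12 to 1.58. No value of rat C1 was flagged by the tests for values far from their group. Its scale is the only control scale set without rat C1, so this gap is not measured on 1 scale. Without rat C1, 82.1% of tumor and 99.8% of host core genes were lower in KD cores (exact p = 0.05 in each, the smallest that 20 assignments give). Without rat C2, C3 or C4, which leaves C1 among 3 controls (omissions of control rats were added for these shares after the data were seen), the shares were 54.6, 55.7 and 58.0% in tumor cells and 58.0, 59.9 and 58.1% in host cells.

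**Figure D2:**
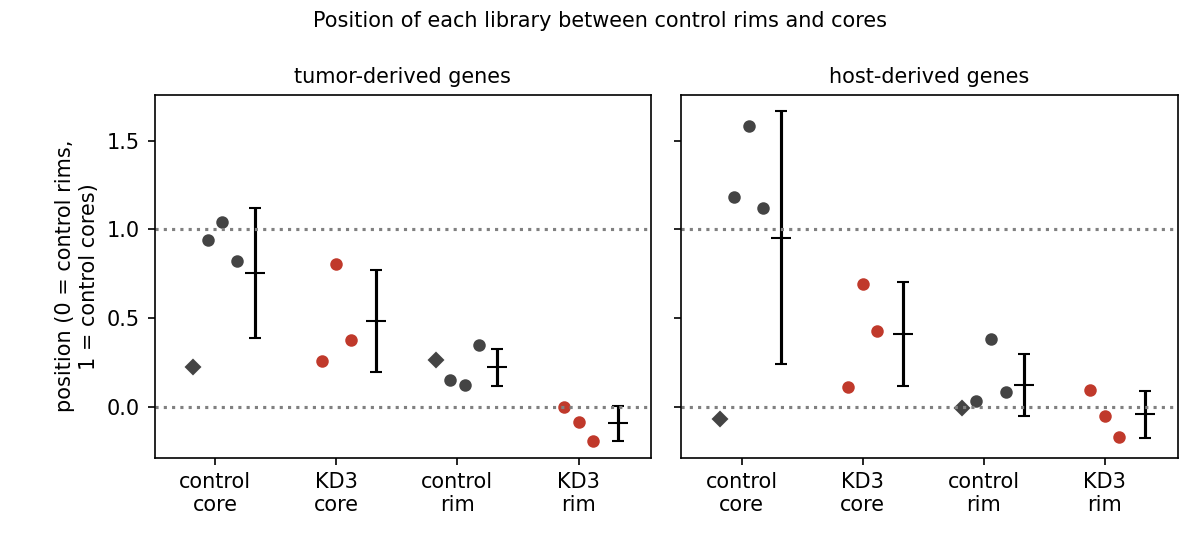
Position of each library (y axis) by group (x axis), tumor cells at left and host cells at right, with dotted lines at 0 (control rims) and 1 (control cores); the scale comes from core and rim genes of control rats other than the one placed. KD cores average 0.482 in tumor and 0.411 in host cells, and the core of rat C1 lies at 0.224 and -0.0707. KD rims average -0.0931 and -0.0417, and control rims 0.223 and 0.123.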

We applied tumor core and rim gene sets from our initial xenograft deconvolution experiment (Fig. 2*A*), evaluated gene set enrichment between conditions, and observed marked depletion of tumor-derived core and host-derived core gene expression in both core and rim of Angptl7 knockdowns (*SI Appendix*, Fig. S7*A* and Table S3). Likewise, we observed marked enrichment for tumor-derived rim and host-derived rim gene expression in both core and rim of Angptl7 knockdowns.

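Among host genes, the matrix and mesenchymal genes Eln, Postn and Pdgfra had higher means in control rims than cores, a comparison that no host gene passed. Eln, which encodes elastin, was measured at 110 ± 30.9 CPM in control rims, 35.5 ± 28.2 in control cores and 129 ± 47.1 in KD cores. Postn, a matricellular gene, stood at 3350 ± 706, 1736 ± 886 and 2593 ± 431 CPM, and Pdgfra, a receptor gene of mesenchymal cells, at 260 ± 21.9, 104 ± 103 and 165 ± 54.4 CPM. In tumor cells, Pcna, needed for DNA replication, stood at 74.8 ± 8.21 CPM in control rims, 49.4 ± 18.8 in control cores and 64.7 ± 13.4 in KD cores. For KD against control cores, limma gave Eln adjusted p = 0.337, Postn 0.389, Pdgfra 0.395 and Pcna 0.478. Of the rim genes defined on control rats, 65.5% ± 16.1 (SD over definitions, not rats) were higher in KD than control cores in tumor cells (exact two-sided permutation p = 0.486). In host cells 74.2% ± 14.5 were higher (exact p = 0.371). The definition on rats C2 and C3 went the other way, with 65% of tumor and 52.3% of host rim genes lower in KD cores. In the rims, 69.5% ± 16.6 of tumor rim genes and 65.2% ± 8.87 of host rim genes were higher in KD rats (exact p = 0.20 and 0.40). There the definition on rats C1 and C4 put 53.3% of tumor rim genes lower. The median log2 differences in cores were 0.27 in tumor and 0.50 in host cells. Host fibroblast markers were higher in the same KD cores (median log2 difference 0.707), a change not told apart here from that of the host rim genes. Of 35 splits of the rats, a test chosen after the data were seen, 12 moved the fibroblast list as far. Omission of rat C1 left 15.9% of tumor rim genes (exact p = 0.1) and 4.67% of host rim genes (exact p = 0.05) lower in KD cores, and omission of rat C4 left 54.7% of tumor rim genes lower (exact p = 1). Omission of rat C2, C3 or C4 left 47.3, 49.9 and 41.0% of host rim genes lower, and that of C2 or C3 left 48.5 and 49.3% of tumor rim genes lower. Among KD rats, omission of K1 left 40.6% of host and 43.75% of tumor rim genes lower, that of K2 left 12.9 and 20.9%, and that of K3 left 28.3 and 39.8%.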

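Among the genes with the clearest core-over-rim difference in control tumor cells, 9 were followed into KD cores. Col12a1, which encodes a fibril-associated collagen, was measured at 148 ± 90.5 CPM in KD cores, 135 ± 20.1 in control cores and 45.3 ± 10.7 in control rims. Its KD-to-control log2 difference is -0.02, so the mean CPM and the log2 difference differ in sign. Dlg4, a scaffold protein gene, stood at 43.1 ± 1.96, 48.0 ± 9.18 and 25.7 ± 4.29 CPM. Sod3, which encodes extracellular superoxide dismutase, at 6.86 ± 1.23, 17.2 ± 16.0 and 1.74 ± 0.804 CPM, lay in KD cores between control cores and control rims. The complement gene C3 was at 361 ± 36.7 CPM in KD and 460 ± 88.0 in control cores (log2 difference -0.33), and A430019L02Rik and Nbl1 differed by -0.58 and -0.73. None of the 9, which include Angptl7, Postn and Tnfaip2, passed for KD against control cores (smallest limma adjusted p = 0.132). They were picked for high values in the same control cores, which alone favors lower values in KD cores. With the tumor core set defined on all 4 control rats, regrouped rats already gave 64.09% of genes lower on average, and the real groups 83.47% (exact two-sided permutation p = 0.429). Over the whole core set, 31.45% of tumor and 13.7% of host core genes were higher in KD than control cores. The separate definitions put 59.7 to 75.3% of tumor and 80.7 to 90.7% of host core genes on the lower side. Defined instead on the 3 KD rats, 32.3% of tumor core genes were lower in KD cores (exact two-sided permutation p = 0.943, regrouped mean 30.3%) and 65.7% of host core genes (exact p = 0.571, regrouped mean 36.4%). Omission of rat C1 moved the lower shares to 82.11% in tumor and 99.78% in host cells. Without C2, C3 or C4 they were 54.61, 55.68 and 58.03% in tumor and 57.99, 59.9 and 58.11% in host cells, and without K1 they were 61.95 and 75.53%.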

While depletion of core gene expression was in line with the significant reduction in necrosis observed by H&E, this depletion was not complete, with 23% of tumor derived core genes and 35% of host derived core genes increased in Angptl7-knockdowns (*SI Appendix*, Fig. S7*B*). Gene ontology analysis was performed to stratify the tumor core program into normalized and nonnormalized components. Tumor-derived blood vessel morphogenesis genes and host-derived neutrophil degranulation gene sets were depleted in Angptl7-knockdown conditions, while core matrisome (tumor), RNA translation (host), and TCA transport (host) persisted or increased in Angptl7-knockdown condition compared with nontargeting control (*SI Appendix*, Fig. S7*C*). 

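Among tumor genes of blood vessel morphogenesis, the growth factor gene Bmp7 was measured at 14.8 ± 6.81 CPM in KD and 38.0 ± 11.8 in control cores, 2.67-fold lower. The protease gene Adamts1 stood at 16.1 ± 1.65 and 37.8 ± 13.9 (2.20-fold), and Efnb2, a ligand in vessel development, at 125 ± 12.6 and 184 ± 35.8 (1.46-fold, limma adjusted p = 0.398 in each of the 3). Host neutrophil degranulation genes included Plaur, the urokinase receptor (111 ± 16.0 against 217 ± 79.2 CPM), and the phagocyte transporter Slc11a1 (40.9 ± 7.39 against 98.0 ± 43.8 CPM, adjusted p = 0.337 and 0.338). Of the tumor core matrisome, Col1a1, a fibrillar collagen gene, stood 2.67-fold higher in KD cores (184 ± 90.6 against 65.5 ± 20.6 CPM) and Thbs3 1.77-fold lower (3.07 ± 0.502 against 5.80 ± 2.77), with adjusted p = 0.403 in both. Host Rpl34, a ribosomal protein gene, was at 143 ± 12.7 and 114 ± 13.6 CPM, Eif4g1 at 193 ± 3.07 and 233 ± 22.6, and the TCA cycle gene Idh3a at 86.7 ± 6.88 and 66.5 ± 15.4. As lists, 36 of 58 vessel genes were lower in KD cores (median log2 -0.14, limma camera adjusted p = 2.83e-04, adjusted p = 0.202 with an estimated correlation), and 61 of 74 host neutrophil degranulation genes (-0.42, 5.12e-09, 0.637). The tumor core matrisome had 56 of 86 genes lower (-0.08, 0.0216, 0.329), host translation 44 of 87 higher (median 1.83e-05, camera adjusted p = 0.67) and host TCA cycle and respiratory transport 62 of 90 higher (0.10, camera adjusted p = 0.16). Adjusted over each list alone, 8 vessel genes were lower and no gene of the neutrophil degranulation or matrisome lists passed. Host neutrophil markers moved beside the degranulation genes, 12 of 14 lower (median -1.50, camera adjusted p = 3.70e-04, 0.637 with an estimated correlation, 1 lower over the list alone). The vessel and neutrophil calls stayed in every omission of 1 rat. The matrisome call ended without rat K1 (0.653) or C1 (0.115), translation passed without K1 (0.0345) and changed direction without K2 (0.763), C1 (0.598) or the core library of C1 alone (0.540), and TCA passed without K1 (0.0483) or C3 (0.00926). By quantile normalization the matrisome call ended (0.114), and host translation (2.38e-06) and TCA (0.0476) passed.

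**Figure D3:**
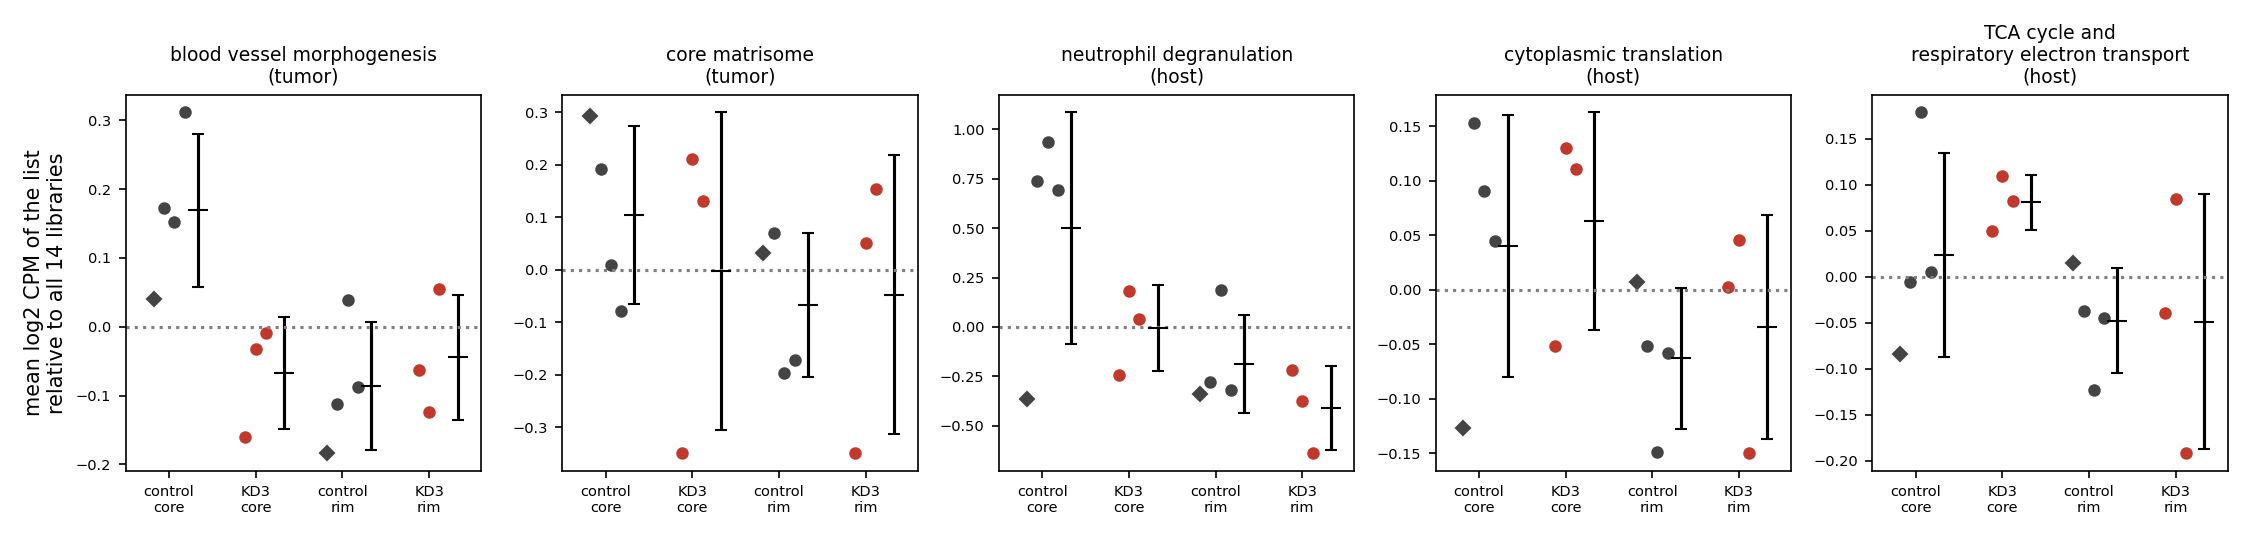
Mean log2 CPM of 5 gene lists relative to all 14 libraries (y axes, scales differ between panels) in each library by group (x axis). Diamonds are rat C1 and bars are mean ± SD, and KD cores lie lower than control cores for host neutrophil degranulation, median log2 difference -0.42.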

Taken together, these transcriptional studies reveal that Angptl7 regulates large-scale remodeling of the tumor core. 

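Tnfaip2, a gene induced by tumor necrosis factor, was measured at 105 ± 10.4 CPM in KD and 166 ± 13.0 in control tumor cores (1.59-fold lower), and Enpp1, an ectonucleotidase gene, at 180 ± 26.2 and 96.6 ± 18.6 (1.87-fold higher). They had the smallest p of the KD-to-control core comparison, adjusted p = 0.132 in both by limma. Others with a small p were Cyp3a13 (1.24 ± 0.489 against 0.149 ± 0.154 CPM), Atp8b1 (9.77 ± 1.73 against 4.34 ± 0.794), the death ligand gene Tnfsf10 (14.6 ± 2.53 against 6.32 ± 3.05) and Gm43820 (7.84 ± 0.895 against 3.46 ± 1.27) on the higher side. Those on the lower side included Gm43011 (36.5 ± 3.03 against 58.8 ± 10.6), Rbm38 (4.42 ± 0.857 against 8.87 ± 1.63), Adssl1 (9.96 ± 1.60 against 16.9 ± 2.96) and Tns4 (443 ± 16.4 against 619 ± 79.3), each with limma adjusted p = 0.398. In host cores, the protease gene Tll1 was at 4.19 ± 0.939 CPM in KD and 17.5 ± 6.59 in control rats, and Xdh, which encodes xanthine dehydrogenase, at 233 ± 2.62 and 424 ± 80.9. The histone gene H2bc12 stood at 114 ± 16.1 and 66.2 ± 9.40 (adjusted p = 0.337 in each). No gene passed adjusted p under 0.05 between KD and control cores in tumor cells (limma, 1773 of 16463 at unadjusted p under 0.05, voom 0, with 1776) or host cells (1428 of 11717, voom 0, with 905). The same held in rims (tumor 681, voom 0 with 677, host 352, voom 0 with 544) and for the test of whether the KD effect differs by region (tumor 1133, voom 0 with 1159, host 457, voom 0 with 429). Between control cores and rims, 74 tumor genes were higher and 29 lower, and in KD rats 16 were higher and 2 lower. These totals of 103 and 18 became 13 and 0 by voom, 0 and 0 with no block, and 4 and 120 with the rat as a fixed block, which turns their order. Host cells gave 0 in control rats (limma, 3246 at unadjusted p under 0.05, voom 0, with 2526) and 0 in KD rats (931, voom 0, with 1039). With the rat as a fixed block, 579 host genes passed in control rats (353 higher and 226 lower). The core library of rat C1, which lay nearest to the rims among control cores, changes these counts. Without this rat, 682 tumor genes (238 higher, 444 lower) and 1681 host genes (679 higher, 1002 lower) passed between KD and control cores. Omission of any other single rat gave 0 tumor and 0 host genes for this comparison. KD cores also lay towards the rims, so leaving out the control core nearest to the rims by itself favors a difference. Omission of rat C1 also gave 1951 tumor and 3041 host genes between control cores and rims, 167 tumor genes between KD cores and rims, and 3 tumor and 32 host genes for the region test. The control core-rim count in tumor cells was 16 without rat K1, 0 without K3, C2 or C3 and 1 without C4. The KD core-rim count was 0 without K1 or K2, 3 without K3 or C2, 126 without C3 and 10 without C4.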

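Of vessel morphogenesis genes, 4 passed as higher in control tumor cores than rims. Angpt1, a ligand of the endothelial receptor Tie2, was measured at 9.01 ± 4.84 CPM in cores and 1.69 ± 0.736 in rims (5.16-fold, limma adjusted p = 0.0305), and Vegfc, which drives lymphatic vessel growth, at 24.2 ± 7.75 and 10.4 ± 2.25 (2.26-fold, 0.0426). Efnb2 was 1.53-fold and Ccn1 2.28-fold higher in the core (adjusted p = 0.0426 and 0.0479). In KD cores, Angpt1 was at 4.28 ± 1.31 CPM and Vegfc at 19.9 ± 4.73 CPM. Host Mgam stood at 73.7 ± 43.9 CPM in control cores, 7.21 ± 3.98 in control rims and 17.6 ± 8.19 in KD cores (core against rim, adjusted p = 0.0616, not passing). Of the vessel list, 39 of 58 tumor genes were higher in control cores (median log2 0.17, camera adjusted p = 7.82e-04, adjusted p = 0.263 with an estimated correlation), 4 passed, and over the list alone 15 were higher and 6 lower. In host cells, 61 of 74 neutrophil degranulation genes were higher in control cores (median 0.62, 9.98e-11, 0.471 with an estimated correlation), 36 higher and 2 lower over the list alone, beside 13 of 14 neutrophil markers (median 2.11, 1.00e-05, 0.471, 10 higher over the list alone). Both list calls and that of the markers stayed when any 1 rat was left out. None of the 4 gene calls remained without rat K3, C2 or C3 or with no block, where no gene passed at all, and without rat C4 only 1 gene of the whole comparison passed. With the rat as a fixed block only 3 genes of that comparison were higher in cores, Angptl7 among them, so at most 2 of the 4 calls remain there.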

Angptl7 supports expression of a subprogram of genes expressed in the tumor core that are involved in blood vessel morphogenesis and neutrophil degranulation. However, Angptl7-knockdown does not correct tumor core defects in RNA and nutrient metabolism, indicative of persistent cellular stress in the tumor interior.

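Of tumor translation genes, Eif3g was measured at 36.2 ± 5.65 CPM in KD and 47.7 ± 1.92 in control cores, Eif5 at 295 ± 31.4 and 376 ± 61.6, and the ribosomal protein gene Rpl4 at 710 ± 18.8 and 900 ± 164 (limma adjusted p = 0.398, 0.398 and 0.41). Uqcr10, a subunit gene of respiratory complex III, was at 23.2 ± 0.964 CPM in control cores and 32.7 ± 2.75 in control rims (adjusted p = 0.0478), and at 29.5 ± 0.245 in KD cores. Among stress genes, Ppp1r15a, which acts in recovery from translational arrest, stood at 6.57 ± 1.24 CPM in KD and 23.7 ± 13.1 in control cores, and Atf3 at 6.73 ± 4.53 and 29.7 ± 19.2. Atf4, a regulator of the integrated stress response, was at 108 ± 8.85 and 145 ± 34.2, and Hmox1, which encodes heme oxygenase, at 23.7 ± 7.17 and 67.2 ± 34.0 (limma adjusted p of these 4 genes from 0.398 to 0.421). Of the tumor lists, 83 of 105 translation genes were lower in KD cores (median log2 -0.10, camera adjusted p = 2.85e-05, adjusted p = 0.565 with an estimated correlation). So were 31 of 40 unfolded protein and integrated stress genes (-0.09, 0.00747, 0.623) and 23 of 27 heat shock and oxidative stress genes (-0.30, 9.35e-07, 0.159). Over each list alone, 1 heat shock gene was higher and 6 lower, and none passed in the other 2 lists. Tumor TCA cycle and respiratory genes split 54 higher and 42 lower (camera adjusted p = 0.18). Host cells had 23 of 39 unfolded protein and integrated stress genes higher, with a positive median (0.04) and a negative mean (-0.08, camera adjusted p = 0.825), and 19 of 26 heat shock genes lower (0.0653). In control tumors, the core was above the rim for 36 of 40 unfolded protein and integrated stress genes (camera adjusted p = 2.96e-08, 0.263 with an estimated correlation), and below it for 72 of 96 TCA and respiratory genes (8.32e-05, 0.366). The heat shock call stayed in every omission of 1 rat. The translation call ended without rat C3 (0.0622), the unfolded protein call without K3 (0.163), C2 (0.123) or C3 (0.0763), and the Uqcr10 call without K1, K3, C2, C3 or C4, with no block or a fixed block, and by voom. Quantile normalization also ended the translation and unfolded protein calls in KD cores. Of 35 splits of the rats, a test chosen after the data were seen, 11 moved the tumor translation list as far, 14 the unfolded protein list and 3 the heat shock list.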

Having identified vascular morphogenesis genes as potentially Angptl7 regulated, we next characterized the spatial distribution and expression of blood vessels in the Angptl7 knockdown tumors (Fig. 5*A*). Total VE-cadherin-positive vessel number and density were similar between Angptl7 knockdown and nontargeting control tumors (Fig. 5*B* and *SI Appendix*, Fig. S8 *A* and *B*). In contrast, the number and density of VE-cadherin-positive dilated vessels were markedly reduced in Angptl7 knockdown tumors (Fig. 5*C* and *SI Appendix*, Fig. S8*B*). Further, smooth muscle actin staining, indicative of smooth muscle cell or contractile pericyte coverage, was uncommon around dilated vessels in both control and Angptl7 knockdown tumors, and not altered by Angptl7 suppression (*SI Appendix*, Fig. S8 *C*–*F*). Because Angptl7 is also reported to regulate lymphangiogenesis (40), we also stained lymphatics for podoplanin. In contrast to VE-cadherin, we observed no significant difference in lymphatic vessel number, morphology, or perinecrotic localization (*SI Appendix*, Fig. S9 *A*–*D*). Lymphatic vessels were more prominent in viable regions of the tumor, closer to the tumor edge (*SI Appendix*, Fig. S9 *C* and *D*). Taken together, these data show that Angptl7 is necessary for the perinecrotic dilated vessel phenotype.

**Fig. 5.**
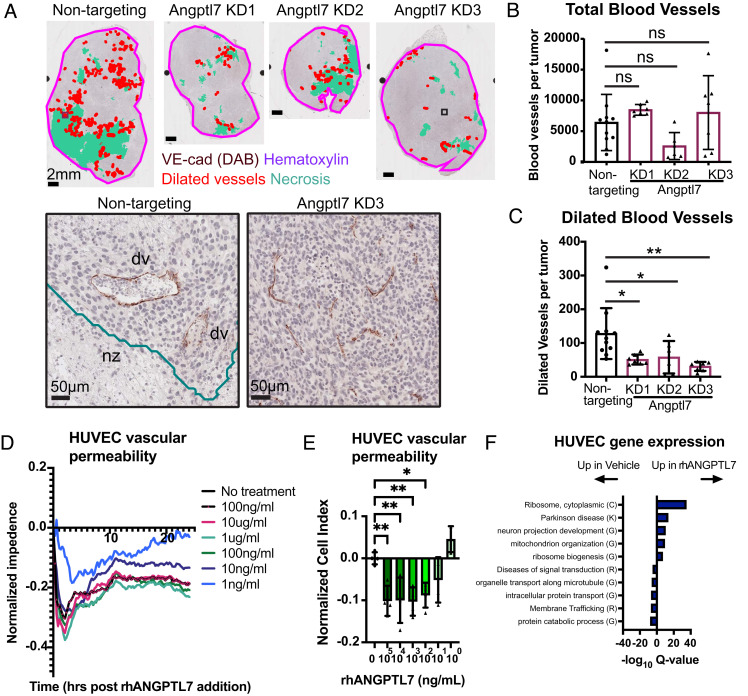
Angptl7 regulates blood vessel morphology and vascular permeability. (*A*) Representative images of dilated VE-cadherin+ blood vessels Angptl7 knockdown and nontargeting control tumors. Immunohistochemistry for VE-cadherin (DAB) (brown) counterstained with hematoxylin. Red: dilated vessels, turquoise: necrotic region, pink: tumor border. (*Insets*): vessel morphology in nontargeting control and Angptl7 knockdown. (*B*) Number of total VE-cadherin+ blood vessels in the Angptl7 knockdown and nontargeting control tumors. Mean ± SD. (*C*) Number of dilated VE-cadherin+ blood vessels in the Angptl7 knockdown and nontargeting control tumors. Mean ± SD. (*D* and *E*) Human endothelial cell (HUVEC) vascular permeability in response to ANGPTL7 recombinant protein (rhANGPTL7). Vascular permeability was measured as normalized impedance over time. n = 4 biological replicates. Shown is mean temporal response (*D*) and normalized cell index at 1 h (*E*). (*F*) Metascape analysis of gene enrichment. HUVEC cells were treated with rhANGPTL7 for 24 h. RNA-seq identified 741 up-regulated genes and 500 genes down-regulated with rhANGPTL7 treatment with *P*-value cutoff ≤ 0.01. Enrichments reported as -log Q-values. All *P*-values determined by one-way ANOVA. *P <0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

Given the effect of Angptl7 suppression on dilated vessel morphology, we next examined the effect of ANGPTL7 on vascular permeability. Human umbilical endothelial vein cells (HUVECs) plated on 2D were incubated with recombinant human ANGPTL7 from 1 ng/mL to 100 μg/mL and measured for changes in vascular permeability using a live-cell impedance assay. Strikingly, HUVECs showed a dose-dependent response to ANGPTL7 addition that was most pronounced by 1 h of treatment, which persisted out to 24 h at 10 ng/mL and higher recombinant ANGPTL7 concentrations (Fig. 5 *D*–*F*).To define gene pathways associated with ANGPTL7-induced changes, HUVEC cells were treated with 10 μg/mL ANGPTL7 for 24 h and then harvested for RNA-seq. Gene ontology analysis revealed dominant enrichment for cytoplasmic ribosome-encoding genes and weaker enrichment for genes involved in Parkinson disease, neuron projection development, and mitochondrial organization (Fig. 5*F* and *SI Appendix*, Table S4). Signaling pathway enrichment was observed for genes involved in SLIT and ROBO signaling (log Q-value −32), previously implicated in endothelial-tumoral crosstalk during metastatic dissemination (51). Taken together, these data indicate that Angptl7 supports vascular remodeling in vivo, increases vascular permeability, and induces gene expression changes in endothelial cells in vitro.

### *ANGPTL7* is Highly Expressed in High-Necrosis Triple-Negative Human Breast Cancer Patient-Derived Xenografts (PDXs).

Clinically, necrotic zones are generally avoided during diagnostic tissue sampling due to lower abundance of viable tissue in these regions. To extend the human disease relevance of our findings in rat models, we evaluated *ANGPTL7* mRNA by RNA-ISH from seven tumor sections from six different human breast cancer patient-derived xenografts (PDXs) each derived from high-grade invasive ductal carcinomas, and each triple-negative (ER-negative, PR-negative, HER2-negative receptor status) by PDX tumor histology (Fig. 6*A*). Even among these high-grade tumors, the percentage of necrosis varied markedly between models. Likewise, *ANGPTL7* expression varied between models and was markedly higher in high necrosis models. For comparison, model J000106527, which had very low necrosis and *ANGPTL7* expression was derived from a patient with T4bN0 high-grade triple-negative breast cancer (TNBC). This patient developed a second primary breast cancer 4 years later that was resected and then treated with adjuvant endocrine therapy. In contrast, model J000106528, which had the highest necrosis and *ANGPTL7* expression of all models tested, was derived from a patient with T3N2 high-grade TNBC. This patient developed metastatic breast cancer within 2 years from initial diagnosis and tumor resection and progressed rapidly on therapy. Taken together, these clinical observations and experimental studies in PDX models demonstrate that ANGPTL7 is associated with TNBCs with large necrotic zones.

**Fig. 6.**
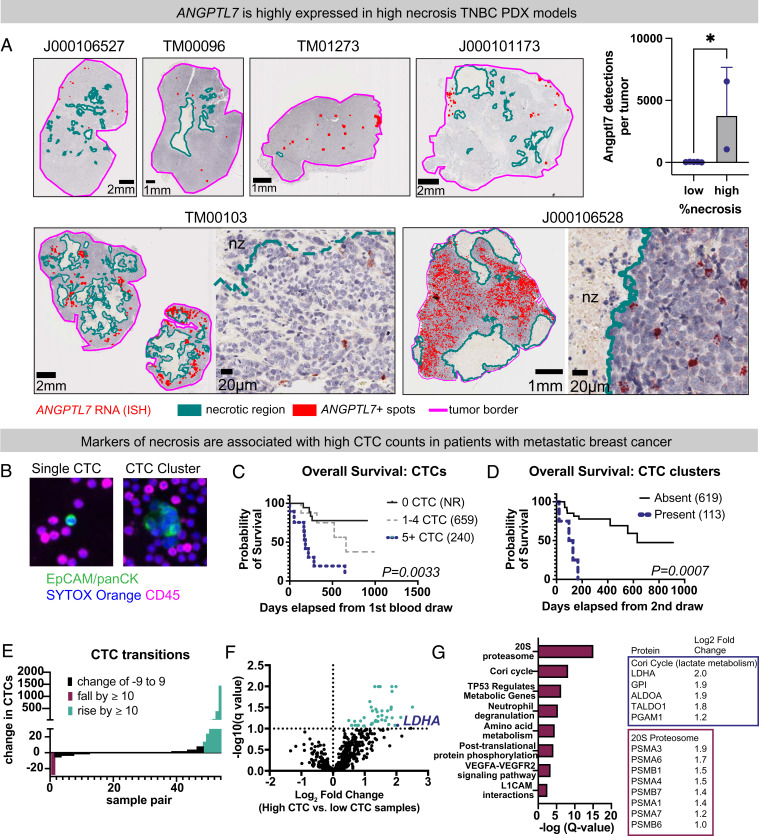
*ANGPTL7* is expressed in high necrosis human triple-negative breast cancers and necrosis markers correlate with CTC dissemination in breast cancer patients. (*A*) *ANGPTL7* RNA ISH performed on tumor sections from human breast PDX tumors transplanted into NSG mice. All tumor models were invasive ductal carcinomas and confirmed triple-negative for ER, PR, and HER2 on PDX tumor sections. Qupath detections shown. Turquoise: necrotic region, red: *ANGPTL7*-positive detections, pink: tumor border. (*Insets*) show raw *ANGPTL7* RNA ISH in red. (*Right*) Bar graph comparing tumors with low necrosis (five sections from four models) and high necrosis (two sections from two models). High necrosis defined as >15% necrosis by area. *P*-value determined by unpaired *t* test. (*B*) Representative single CTC and CTC cluster from clinical vignette in *SI Appendix, *Fig. S6. EpCAM/pan-CK, epithelial cells; CD45, immune cells; SYTOX Orange, nucleic acid stain. (*C*) Overall survival according to CTC enumeration at baseline. Median overall survival reported in parentheses. NR = not reached. *P*-value determined by Mantel–Cox log-rank test. (*D*) Overall survival according to presence or absence of CTC-clusters. Landmark analysis from 2nd blood draw was performed. Median overall survival reported in parentheses. *P*-value determined by Mantel–Cox log-rank test. (*E*) Waterfall plot showing changes in CTC abundance between time points, sorted by magnitude. (*F*) Tandem-mass tag mass spectrometry of high vs. low-CTC samples. Volcano plot shows the 46 plasma proteins enriched in three high-CTC samples compared with 13 low CTC samples. Proteins with Q-values less than 10%. False discovery rate determined by two-stage set-up method by Benjamini, Krieger, and Yekutieli. (*G*) Metascape analysis of CTC-associated proteins reported by -log Q-value. (*Right*) Proteins with fold-enrichment that make up core enrichments for Cori cycle and 20S proteasome. *P <0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

### Necrosis Markers Are Associated with CTC Dissemination and Metastasis in Breast Cancer Patients.

Given the association between necrosis and CTC abundance in our rat model, we hypothesized that necrosis markers are associated with CTC dissemination in human breast cancer patients. To test this hypothesis, we interrogated longitudinal CTC abundance from patients with metastatic breast cancer recruited to an IRB-approved study at the Fred Hutchinson Cancer Center and the University of Washington (FH 8649). Over a 3 y period, a total of 102 blood samples from 40 patients were longitudinally collected including 35 women with estrogen receptor-positive metastatic tumors and five with estrogen receptor status that was negative or unknown (See *SI Appendix*, Table S5 for demographic information). For each blood sample, the cellular fraction was separated by density, deposited to slides, and enumerated for CTCs by computer-assisted image analysis using the Rarecyte platform. Twenty nine patients (73%) had at least one CTC at any timepoint, five patients (13%) had at least one CTC cluster at any timepoint, and 11 patients (28%) had no CTCs at any timepoints. As expected based on prior studies, patients with CTCs detected at first blood draw had significantly worse overall survival and early death (Fig. 6 *B*–*C*). Likewise, patients with CTC clusters at first or second blood draw had markedly worse overall survival and early death (Fig. 6 *B* and *D*).

Among patients with CTCs at any time point, substantial differences in CTC dynamics were observed, and in a subset of cases, extreme elevations in CTC abundance between time points (Fig. 6*E* and *SI Appendix*, Fig. S10 *A* and *B* for case vignette). Sixteen blood samples were selected from eight patients, made up of matched early and late time-points (*SI Appendix*, Table S6). Blood plasma from all 16 samples were depleted of high-abundance proteins, labeled with tandem-mass-tags, and interrogated by LC-ESI mass spectrometry. Comparison of high-CTC samples with all low-CTC samples yielded 46 proteins highly associated with high-CTC state and passing q-values of 0.1 or less (Fig. 6*F*). ANGPTL7 was not detected by LC-ESI mass spectrometry precluding its comparison between CTC states. Metascape gene set analysis demonstrated the top enrichment being for gene sets linked to necrosis (Fig. 6*G*) including: 1) Cori cycle, the major pathway for lactate metabolism, 2) the 20S proteosome which has been associated with necrosis, and 3) neutrophil degranulation, which we also identified as a top gene set in our core/rim RNA-seq analyses (52, 53). To control for interpatient variation, we further conducted a pair-wise comparison of late vs. early time points from three patients with low-to-high CTC transitions. Of the 17 proteins increased twofold or more between late and early time points, 13 (76%) were necrosis associated (*SI Appendix*, Fig. S10*C*). To validate our proteomic observations, we further measured levels of the necrosis associated marker lactate dehydrogenase (LDH) from plasma for 93 blood samples from 39 patients. Consistent with our proteomic enrichments, marked elevations in LDH were associated with a 10 or more increase in CTC abundance between time points, with blood samples with 20 or more CTCs, and with blood samples with CTC-clusters (*SI Appendix*, Fig. S10 *D*–*F*). Taken together, these clinical, biochemical, and proteomic studies show that as seen in our rat model experiments, low-to-high CTC transitions are associated with increasing CTCs and markers of necrosis in patients with metastatic breast cancer.

## Discussion

A key challenge in metastasis research is to discern where and how tumor cells disseminate to distant organs. However, understanding where metastatic dissemination originates from is a formidable challenge. Tumor dissemination is a dynamic process that is difficult to capture (17, 30–35), and occurring in the context of spatially heterogeneous ecosystems varying in their nutrient availability, perfusion, oxygenation, and host contributions (12, 54, 55). Here, we developed a rat transplantation model of breast cancer that increases CTC detection 10-fold and leveraged this model to identify cellular and molecular changes in primary tumor associated with tumor dissemination. Importantly, we observed that tumor dissemination was strongly correlated temporally with necrosis in animal models and in human cancer patients, that tumor dissemination was localized spatially to dilated perinecrotic vessels in the tumor interior, and that tumor dissemination was dependent functionally on the expression of a factor, Angptl7, produced by perinecrotic tumor cells. Our findings in breast cancer models, in conjunction with recent clinical observations (25, 29), provide strong evidence for tumor dissemination from the tumor interior.

Decoding the molecular regulation of dissemination in the tumor interior is a particularly challenging chicken-and-egg problem because the tumor core is composed of regions that are hypoxic, deficient in nutrients, and abnormally perfused (12, 54, 55), each of which could influence and in turn be influenced by adaptive responses from tumor cells in the core (12). The very large tumors produced in our rat model enabled us to spatially dissect tumor core from tumor rim for transcriptional profiling, and the use of xenograft deconvolution methods further enabled us to discern which genes were expressed specifically in tumor and host. In this regard, the use of a mouse-in-rat xenograft was serendipitous and essential. We suggest that rats are a valuable model organism with unique attributes supporting their use in metastasis research alongside more commonly used in vivo models such as mouse and zebrafish. These studies unmasked a tumor-derived program in the core and identified Angptl7 as the top-ranked secreted factor. Strikingly, Angptl7 suppression normalizes histologic findings of central necrosis and dilated perinecrotic vasculature. On a molecular level, Angptl7 depletion resolves vascular morphogenetic, hypoxic, and inflammatory changes associated with the tumor core but not gene programs associated with stress, RNA metabolism and nutrient depletion. These findings suggest that tumor necrosis arises from the sequential activation of stress programs in the core that induce a tumor-cell-driven transcriptional response including Angptl7. Thus, Angptl7 is both regulated by the local microenvironment in the tumor interior and a regulator of further central necrosis and metastatic dissemination. 

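Of hypoxia-responsive tumor genes, Vegfa, the vascular growth factor gene, was measured at 66.7 ± 9.39 CPM in KD and 105 ± 38.7 in control cores (1.51-fold), Angptl4 at 3.71 ± 1.66 and 7.90 ± 3.29 (2.10-fold), and the glycolytic gene Gpi1 at 506 ± 46.8 and 696 ± 177 (limma adjusted p = 0.406, 0.417 and 0.429). Ldha, a glycolytic gene, stood at 394 ± 35.5 CPM in KD cores, 444 ± 64.1 in control cores and 425 ± 67.0 in control rims. Ptgs2, the prostaglandin synthase gene, was at 86.0 ± 14.4 and 185 ± 87.2 CPM in KD and control tumor cores (0.406). Host Osm, a myeloid cytokine gene, was at 51.6 ± 13.3 and 214 ± 141 CPM (0.38), and host Nfkbia at 174 ± 45.5 and 699 ± 447 CPM (0.389). In KD cores 33 of 38 tumor hypoxia genes were lower (median log2 -0.28, camera adjusted p = 2.85e-05, adjusted p = 0.559 with an estimated correlation), and 28 of 36 host hypoxia genes (-0.30, 0.00424, 0.637). Inflammatory cytokine genes were lower for 18 of 22 in tumor cells (-0.26, 0.00601, 0.326) and 23 of 30 in host cells (-0.69, 0.00136, 0.637). Over each list alone, 1 tumor inflammatory gene was lower and no gene of the other 3 lists passed. Control cores lay above control rims for 33 of 38 tumor hypoxia genes (9.02e-06, 0.366 with an estimated correlation) and for 25 of 30 host inflammatory genes (median 1.21, 7.31e-06, 0.471). The tumor hypoxia and host inflammatory calls stayed in every omission of 1 rat, and the KD calls ended without rat K1 (0.0839) or C4 (0.0817) for host hypoxia and without K2 (0.0537) for tumor inflammation. Host neutrophil markers were lower in the same cores (12 of 14, median -1.50), a change not told apart here from that of the inflammatory genes. Of 35 splits of the rats, a test chosen after the data were seen, 12 moved the host inflammatory list as far, 14 host hypoxia, 12 tumor hypoxia and 2 tumor inflammation, so chance cannot be excluded.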

Future studies are needed to define the signals and regulatory programs driving the tumor core adaptive response program.

Previous studies have shown that tumor dissemination can depend on macrophage-led migration, vascular mimicry, EMT, and collective migration (6, 7, 56–64). Our data establish the importance of the necrotic zone in supporting metastatic dissemination and highlight the presence of intravascular tumor emboli within dilated perinecrotic vessels. We note that both dilated vessels and Angptl7 were on average 2 mm away from the nearest tumor border. Given the great distance of the central necrotic zone to the tumor-stromal interface, advances in intravital imaging in deep tissues (65, 66) will be essential to evaluate which of these cellular dissemination mechanisms predominates in the necrotic zone. In addition, organotypic culture models have proven useful in modeling invasion in vitro that have morphologic correlates in vivo (61, 62, 67, 68). Our transcriptional dissection provides a reference point in which to develop organotypic models that more faithfully mimic the necrotic core-associated dissemination program. In particular, the formation of dilated vessels is strongly associated with tumor dissemination and metastasis. At present, how vessels become dilated is unclear. Whether dilated vessels arise from extrinsic compression from proliferating tumor cells, influence of the extracellular matrix, or reflects occlusion by tumor cell emboli is unclear and could benefit from better organotypic models incorporating vasculature. Finally, previous clinical and experimental studies have shown that tumors can disseminate early preceding the detection of frank invasive cancer (69, 70), while at the same time, that very large tumors are more likely to develop metastatic cancer (71, 72). Our data are compatible with these clinical observations. Because tumor necrosis can arise independently of tumor invasion, small fast-growing tumors could undergo necrosis early, while large tumors could undergo necrosis late. Consistent with our experimental observations, comedonecrosis is associated with increased risk of death from in situ, preinvasive cancers (73).

From a therapeutic standpoint, our data indicate that ANGPTL7 is a fulcrum for eliciting central necrosis and metastatic dissemination. ANGPTL proteins have three conserved domains including an N-terminal coiled-coil domain that mediates homo-oligomerization, a linker peptide, and a C-terminal fibrinogen-like domain (74). More studies are needed to investigate the functional domains of ANGPTL7 necessary for necrosis and metastatic dissemination. Therapeutic blocking antibodies and anti-sense oligonucleotides targeting ANGPTL3 reduce atherogenic lipoprotein levels and decrease the odds of developing cardiovascular disease in humans (38, 39), supporting ANGPTL family of proteins as druggable targets. Necrosis is associated with aggressive tumors and is a common tumor response to many cancer treatments. Given the pronounced effects of Angptl7 depletion in our rat model, we suggest that ANGPTL7 is a target for future drug development for necrosis and metastasis suppression.

## Materials and Methods

### Experimental Model and Subject Details.

#### Animal models.

All mice were maintained under specific pathogen-free conditions, and experiments conformed to the guidelines as approved by the Institutional Animal Care and Use Committee of Fred Hutchinson Cancer Research Center (FHCC).

#### Human breast cancer patient samples.

Blood from patients were obtained from consenting patients under a Fred Hutch IRB approved study (FH8649) for longitudinal monitoring of circulating tumor cells in metastatic breast cancer patients. CTCs and CTC-clusters were enumerated in these fluid samples using a RareCyte assay (75). For details on the receptor status and pathology of each deidentified human sample used, see *SI Appendix*, Table S1.

### Methods.

#### Generating knockdown 4T1 cell lines.

4T1-AcGFP1-mem-9 cells were transduced with lentiviral particles generated with shERWOOD UltramiR Lentiviral Inducible shRNA (TransOMIC) for Angptl7 and selected with 10 ug/mL puromycin + 10 ug/mL blasticidin for at least 2 weeks.

#### Orthotopic transplantation into mammary fat pad of rats and mice.

Cells to be transplanted were cultured 3D for two passages before being transplanted. After the second passage, cells were plated in nonadherent six-well plates at 150 k cells/mL with 4 mL media per well for the cells to aggregate over 24 h before being transplanted. Spheroids formed this way were resuspended in 1:1 Matrigel:DMEM/F12 mix, kept on ice. A total of 600,000 cells in 20 µL Matrigel DMEM/F12 mix were transplanted into the right T4 mammary fat pad of rats or mice. Estimated tumor volume was calculated based on caliper measurements with the formula: V = (W^2^ × L)/2.

#### Density separation of coat (nucleated cells) from blood.

Peripheral blood was diluted 1:1 with D-PBS then layered on top of 8 mL Ficoll (GE Ficoll Paque Plus GE17-1440-02 for human blood and Ficoll Paque Premium GE17-5442-02 for mouse and rat blood) in a 2.5% BSA-coated 50 mL conical tube. Tubes with Ficoll and diluted blood were centrifuged at 400 g for 35 min with 0 acceleration and deceleration. The cloudy, white layer (“buffy coat”) between the clear Ficoll layer and the top plasma layer and the plasma layer were collected into a separate BSA-coated tube. Buffy coat and plasma layer mix were centrifuged at 4 °C at 3,500 g for 30 min to pellet nucleated cells, then resuspended with D-PBS. To visualize Buffy coat containing CTCs, cell suspension was spun onto slides using a Cytospin (800 g for 5 min). After drying slides completely, slides were fixed with 4% PFA for 5 min, washed with D-PBS 5 min three times. Slides were dried completely again before being stored in −80 °C. For plasma collection, plasma layer was collected from the plasma layer from the Ficoll density separation or from a separate blood tube in an AccuCyte Blood collection tube processed by Rarecyte with a 3,000 g 25 min spin at 25 °C.

#### RNA-seq computational deconvolution of mouse and rat genomes.

RNA-seq reads in xenograft samples were deconvolved for identification of the species of origin following a method similar to that described by Wingrove et al. (72). See *SI Appendix*, *Supplementary Methods* for more detail.

#### QuPath quantification of RNA ISH.

RNAscope images were opened in QuPath (76). Thresholds were created to identify tumor area and necrotic area by eye, verified to be accurate in test images, and applied to demarcate necrotic zones. Angptl7-expressing cells were identified using positive cell detection. The distance to annotation 2d feature was used to determine the distance between cells and the nearest necrotic border and cells and nearest tumor border. This process was automated in QuPath for consistent analysis across images.

#### Necrosis measurements.

Tumor necrosis measurements were determined based on hematoxylin & eosin (H&E) or 2,3,5-triphenyltetrazolium chloride (TTC) assay. For H&E staining, tumors were sliced into two to three ~5 mm slices by scalpel, fixed for 5 d in 10% formalin at 4 °C, rocking before being sectioned, and stained with hematoxylin and eosin. For the TTC assay, tumors were sliced into two to three ~5 mm slices and stained with 1 g/100 mL tetrazolium salt in a 7.4 pH buffer with 77.4% NaH2PO4 (0.1 M) and 22.6% Na2HPO4 (0.1 M) mix, at 37 °C for 20 min, rocking. Tumor slices were then fixed with 10% formalin for 20 min before being visualized. In the TTC assay, the TTC compound is reduced to a red TPF (1,3,5-triphenylformazan) compound in live tissues due to dehydrogenase activity. White areas therefore indicate necrotic tissue, and red areas are viable regions.

### Quantification and Statistical Analysis.

Bars are presented as mean ± SD. Graphs were created and statistical tests conducted in GraphPad Prism 8. Nonparametric tests were used when data were not normally distributed or when the median was a better representation of the sample than the mean. For animal experiments, each animal was considered a biological replicate. For in vitro experiments, experiments using cell lines on different days were considered biological replicates. *P*-values were denoted as follows: *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

## Supplementary Material

Appendix 01 (PDF) Click here for additional data file.

Dataset S01 (XLSX) Click here for additional data file.

Dataset S02 (XLSX) Click here for additional data file.

Dataset S03 (XLSX) Click here for additional data file.

Dataset S04 (XLSX) Click here for additional data file.

Dataset S05 (XLSX) Click here for additional data file.

Dataset S06 (XLSX) Click here for additional data file.

## Data Availability

Raw RNA-sequencing data have been deposited on the National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA) (BioProjects: PRJNA925873 (77), PRJNA925929 (78), PRJNA928719 (79); for necrotic core vs. rim, Angptl7 KD vs. NT, and HUVEC Angptl7 treatment vs. control, respectively). RNA-seq analysis code: The RNA-seq analysis code used to analyze tumor xenograft samples are available on Zenodo: DOI: 10.5281/zenodo.7574251, and future versions will be maintained on github: https://github.com/bkrajina/RNA_seq_xenograft_analysis. Qupath spatialanalysis code: DOI: 10.5281/zenodo.7574395.

# Supplementary material for: Metastasis from the tumor interior and necrotic core formation are regulated by breast cancer-derived angiopoietin-like 7
**Source:** Proc Natl Acad Sci U S A. 2023 Feb 28;120(10):e2214888120. doi: 10.1073/pnas.2214888120
**Supplement:** Supplementary file 1 — Appendix 01

## **Supporting Information for**

**Metastasis from the tumor interior and necrotic core formation are regulated by breast cancer-derived angiopoietin-like 7**

Ami Yamamoto, Yin Huang, Brad A. Krajina, Margaux McBirney, Andrea E. Doak, Sixuan Qu, Carolyn L. Wang, Michael C. Haffner, Kevin J. Cheung.

### **This PDF file includes:**

- Figure S1-S10
- Legends for Figure S1-S10
- Supplementary Methods
- Key Resources Table
- SI Appendix References

### **Other supporting materials for this manuscript include the following:**

- Supplementary Table 1- DE core vs rim
- Supplementary Table 2- Metascape core vs rim
- Supplementary Table 3- DE for Angptl7 KD vs non-targeting tumor
- Supplementary Table 4- HUVEC rhANGPTL7 RNA-seq
- Supplementary Table 5- Patient Demographics
- Supplementary Table 6- Patient LCMS Samples

Figure S1

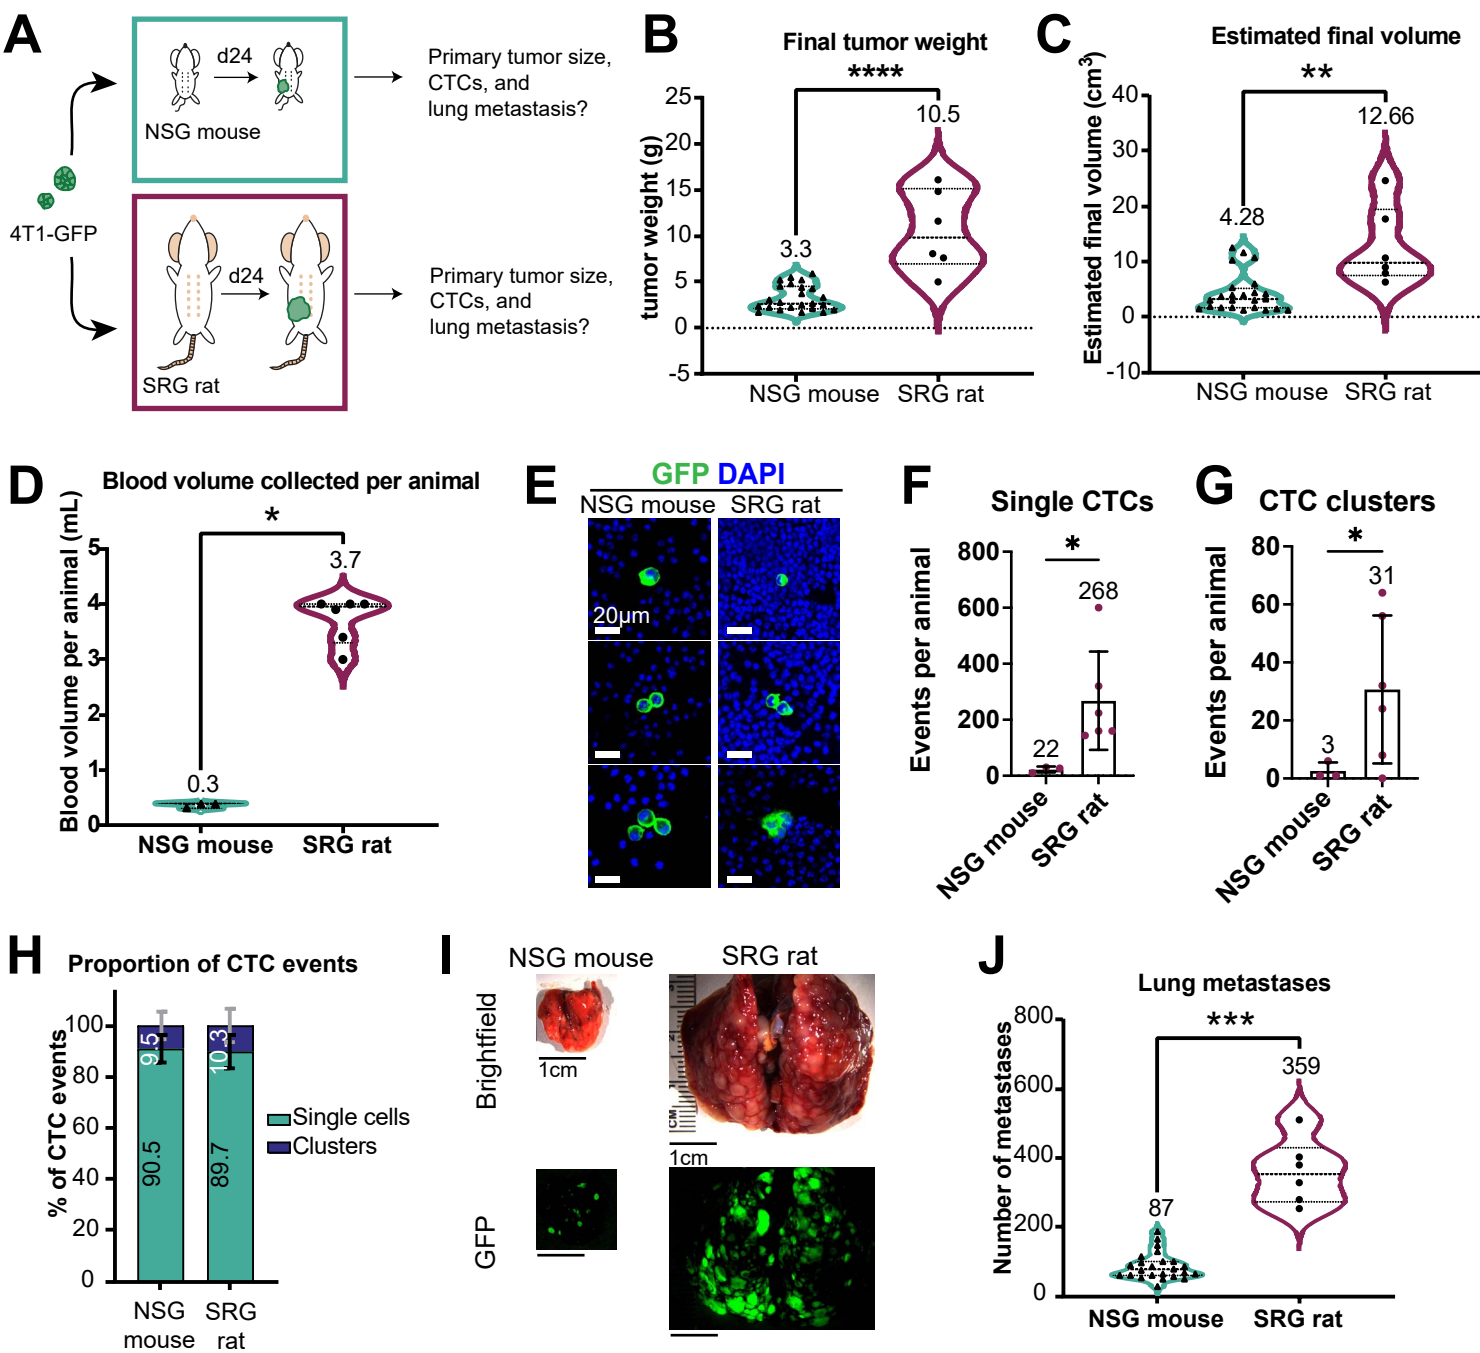

Figure S2

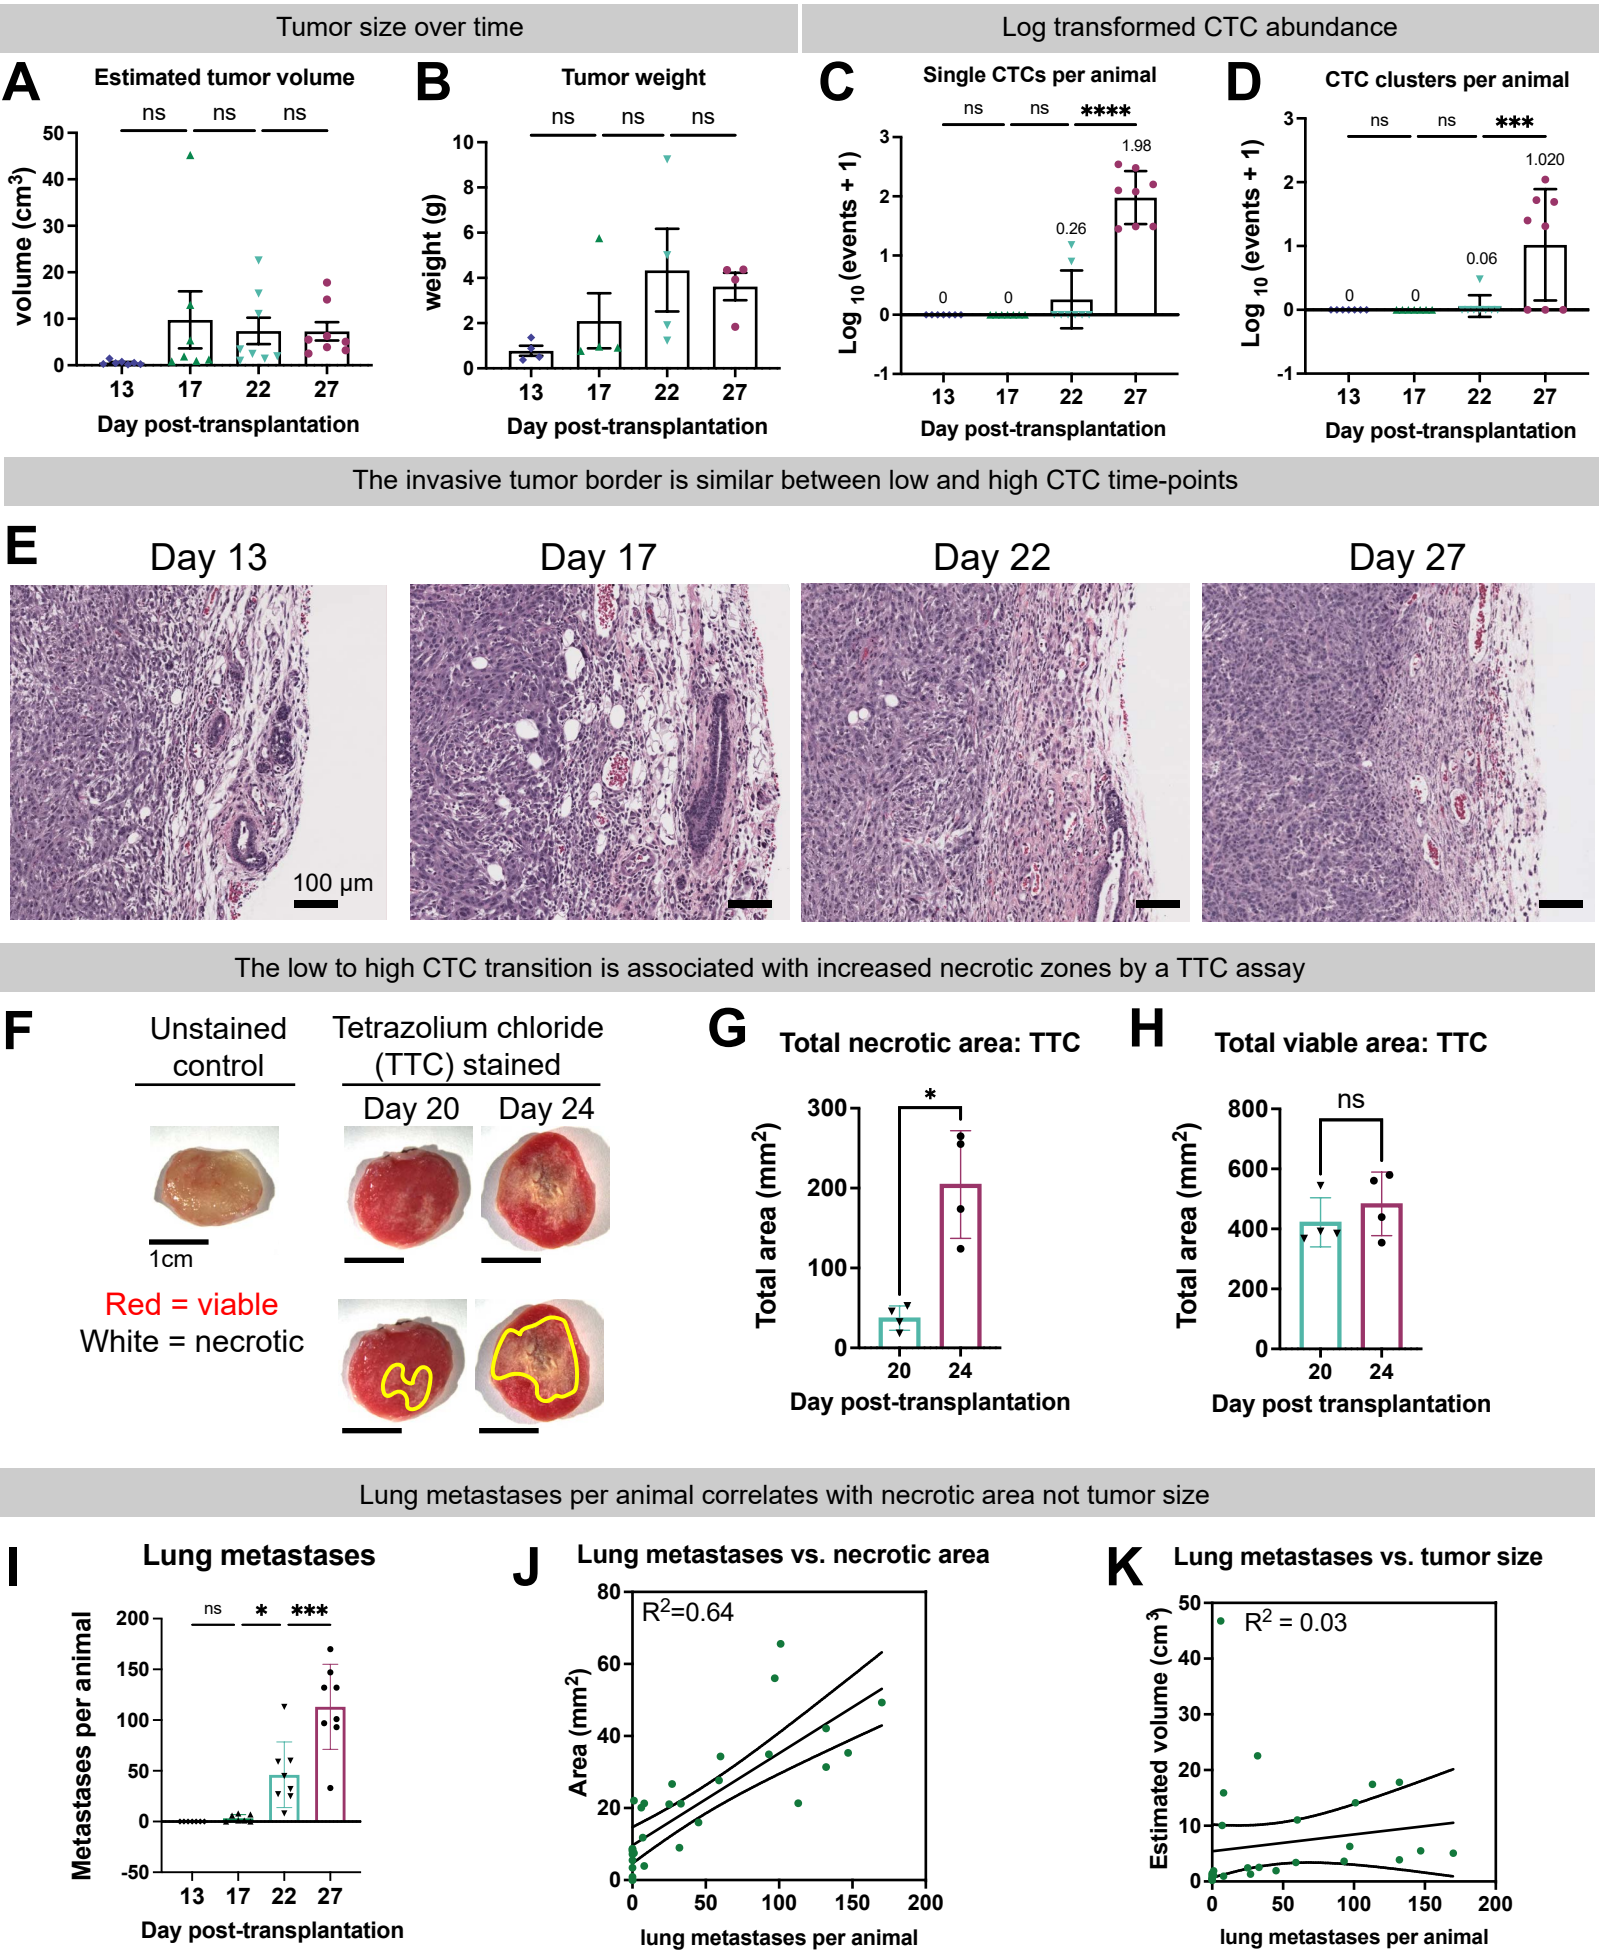

Figure S3

## Dilated vessel and total vessel abundance

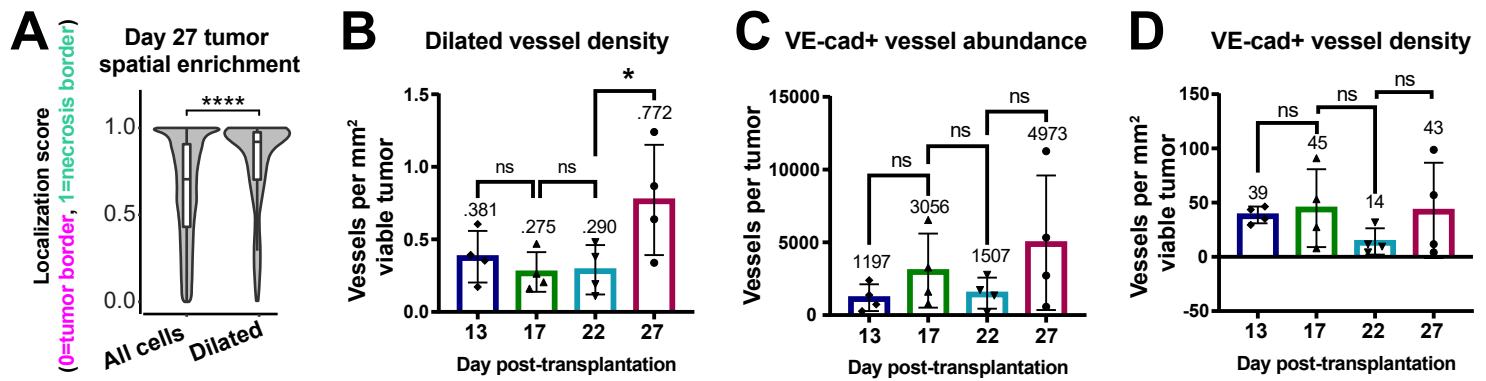

## Lung metastases and CTCs correlate with dilated vessel count not total vessel count

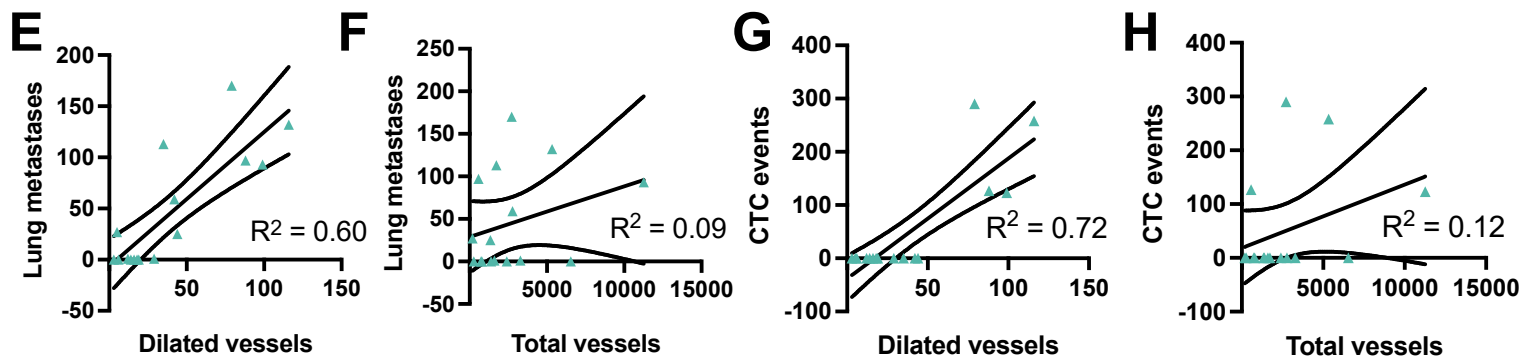

## Lectin perfusion and labeling in dilated and non-dilated vessels

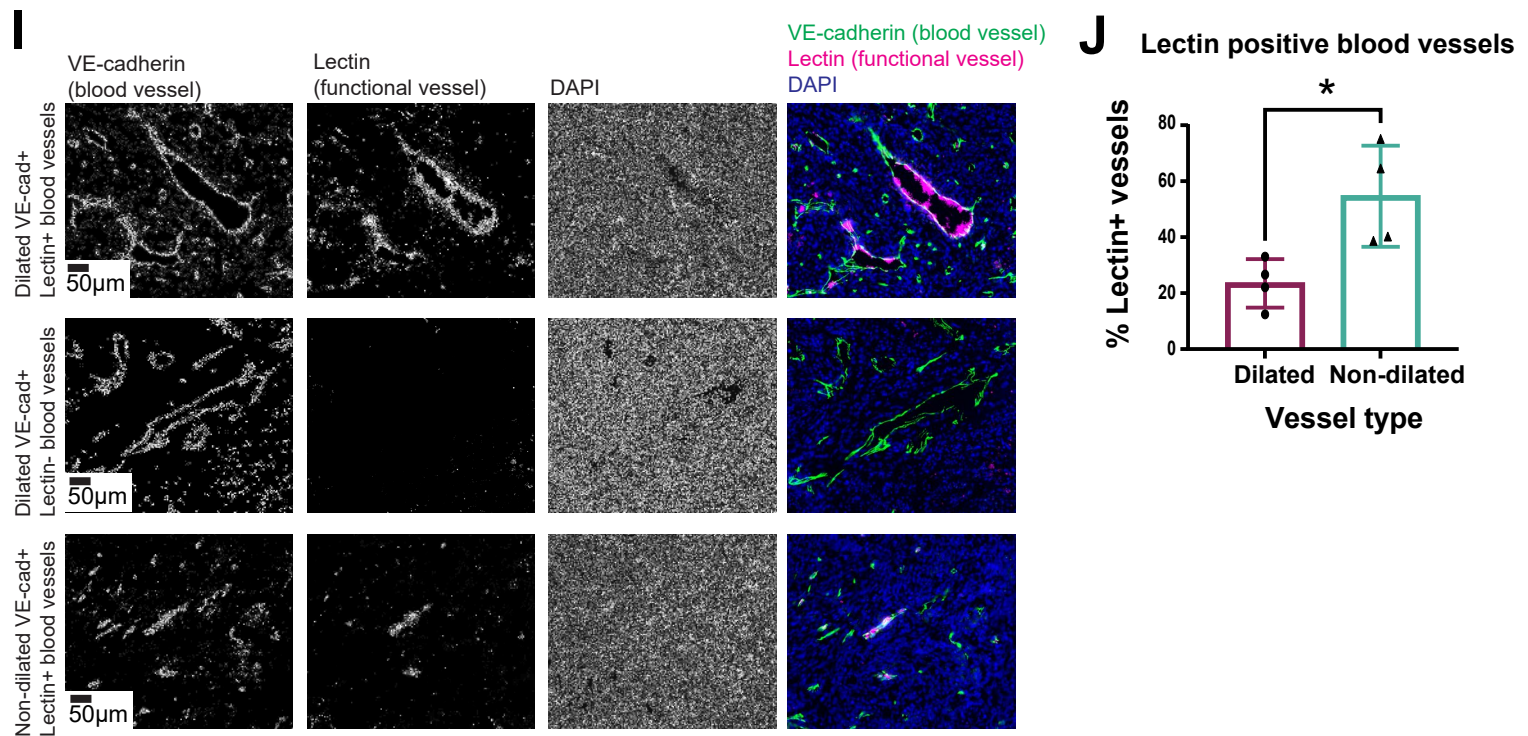

Figure S4

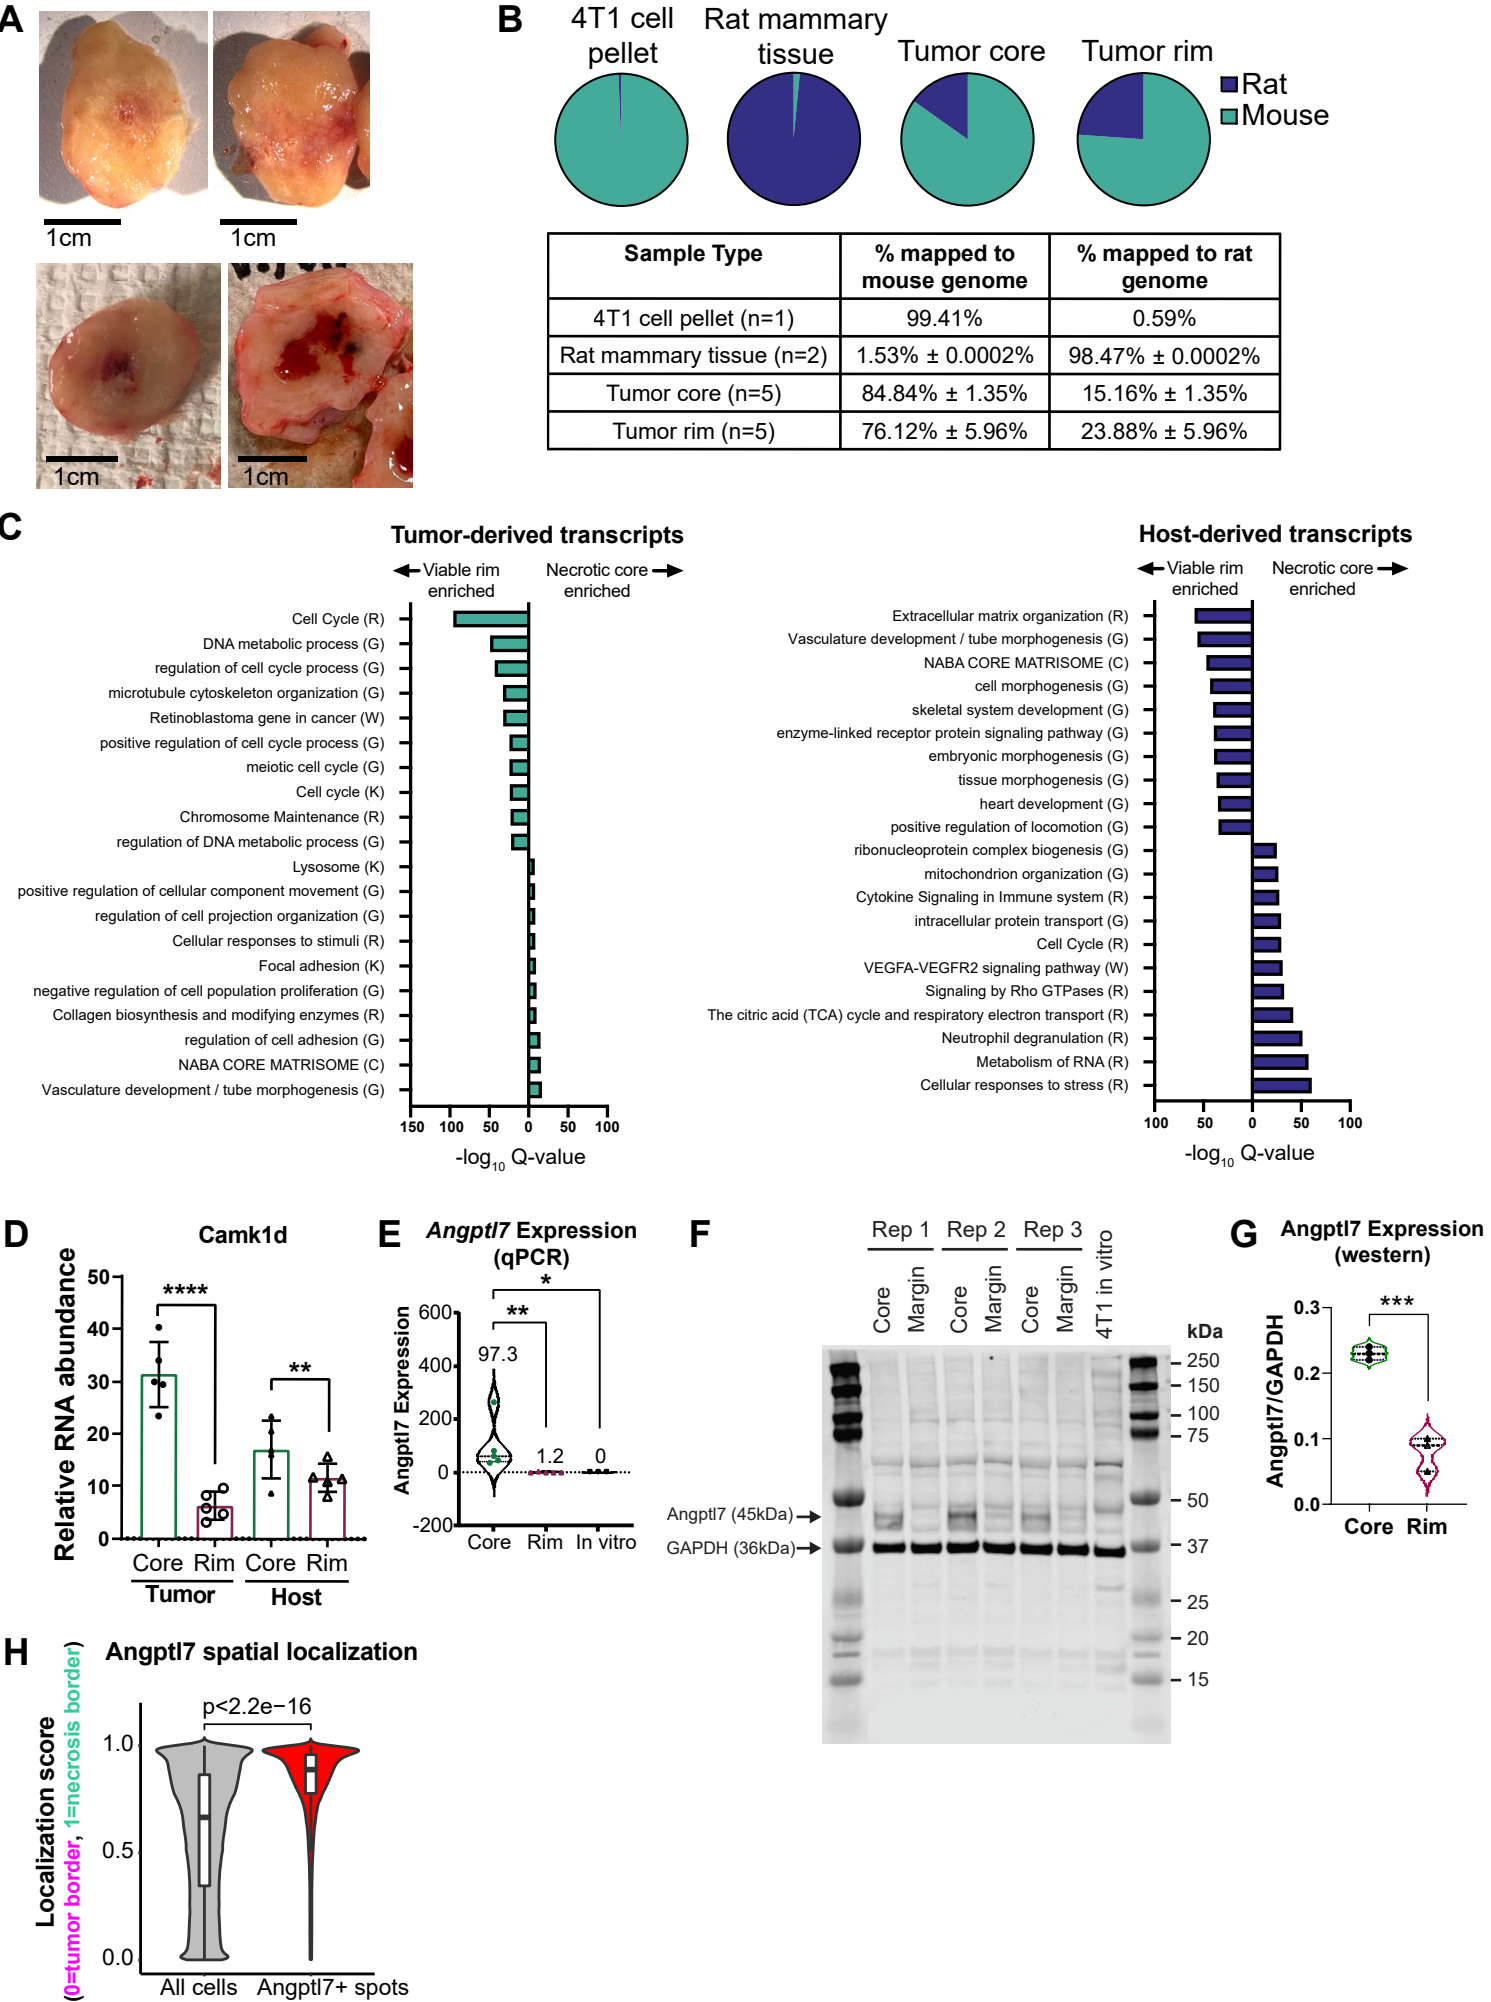

Figure S5

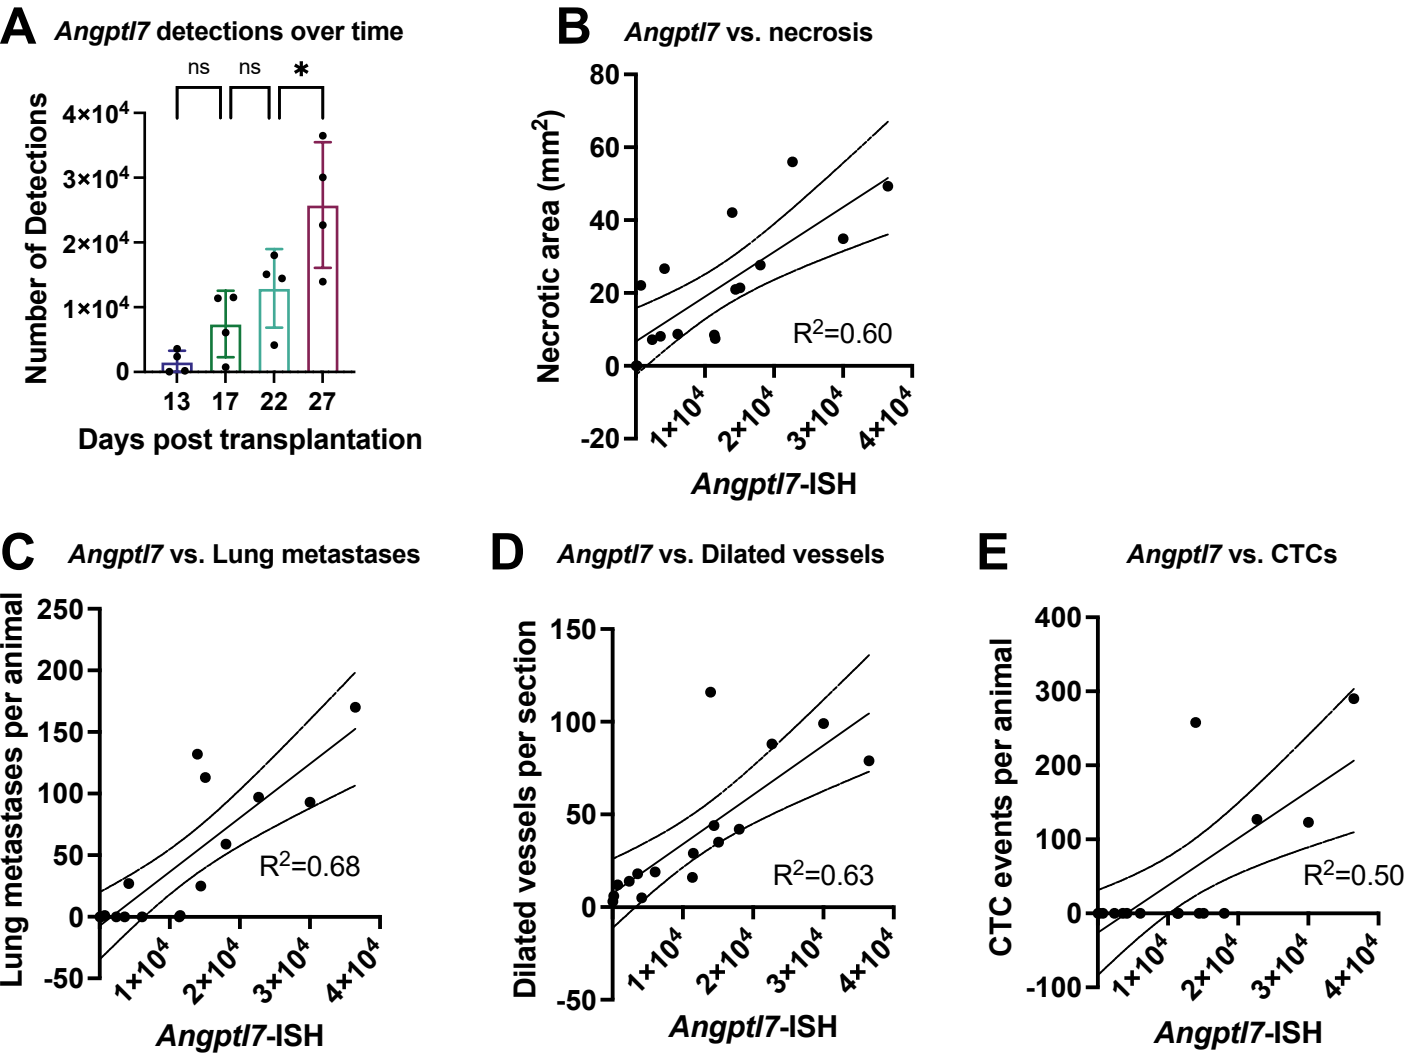

Figure S6

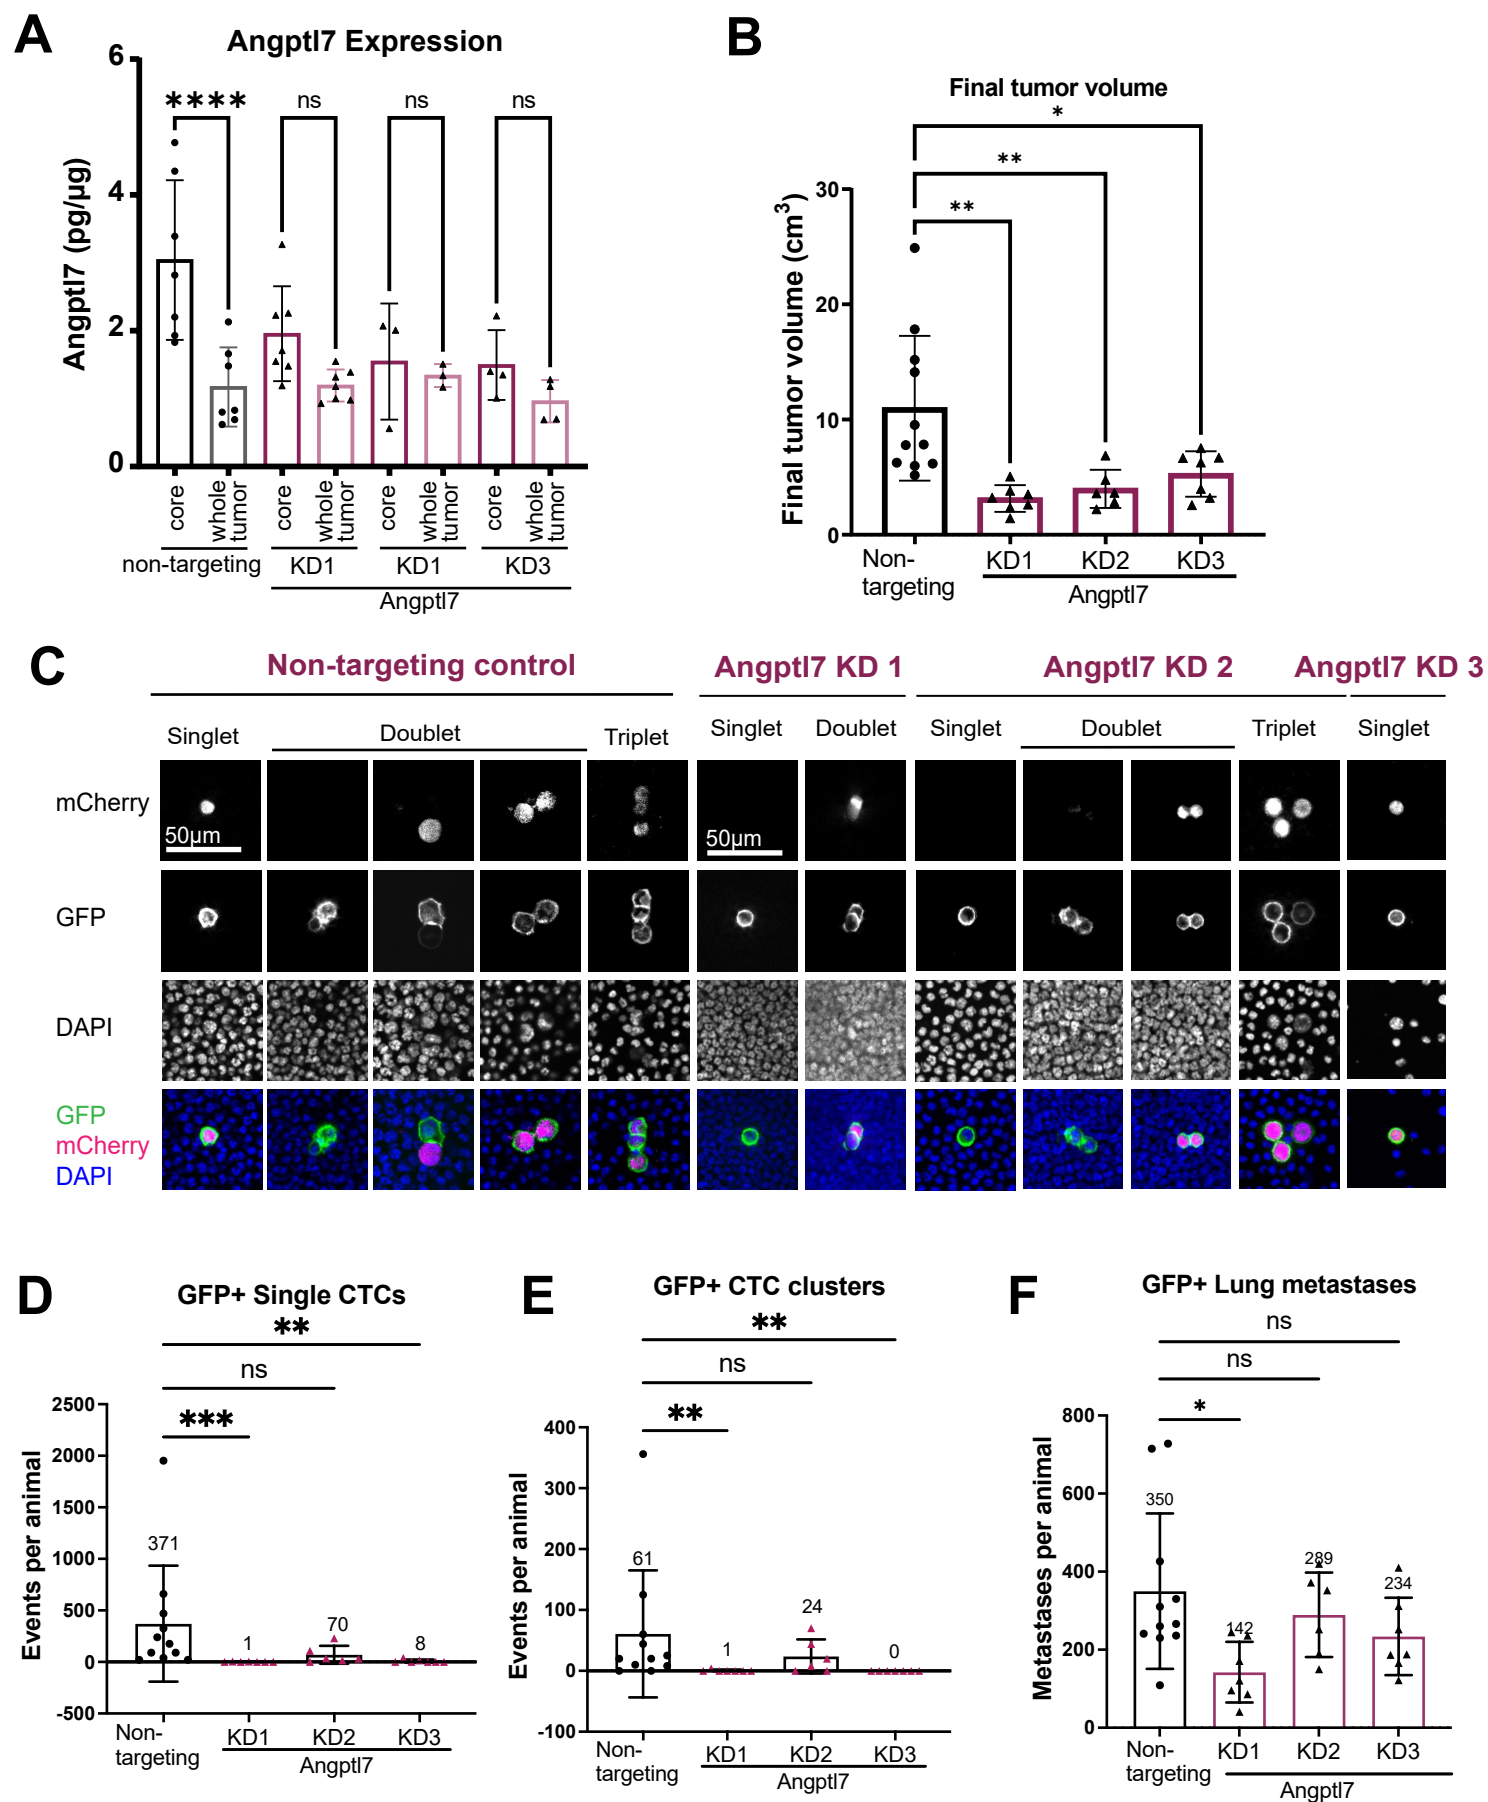

Figure S7

**A**

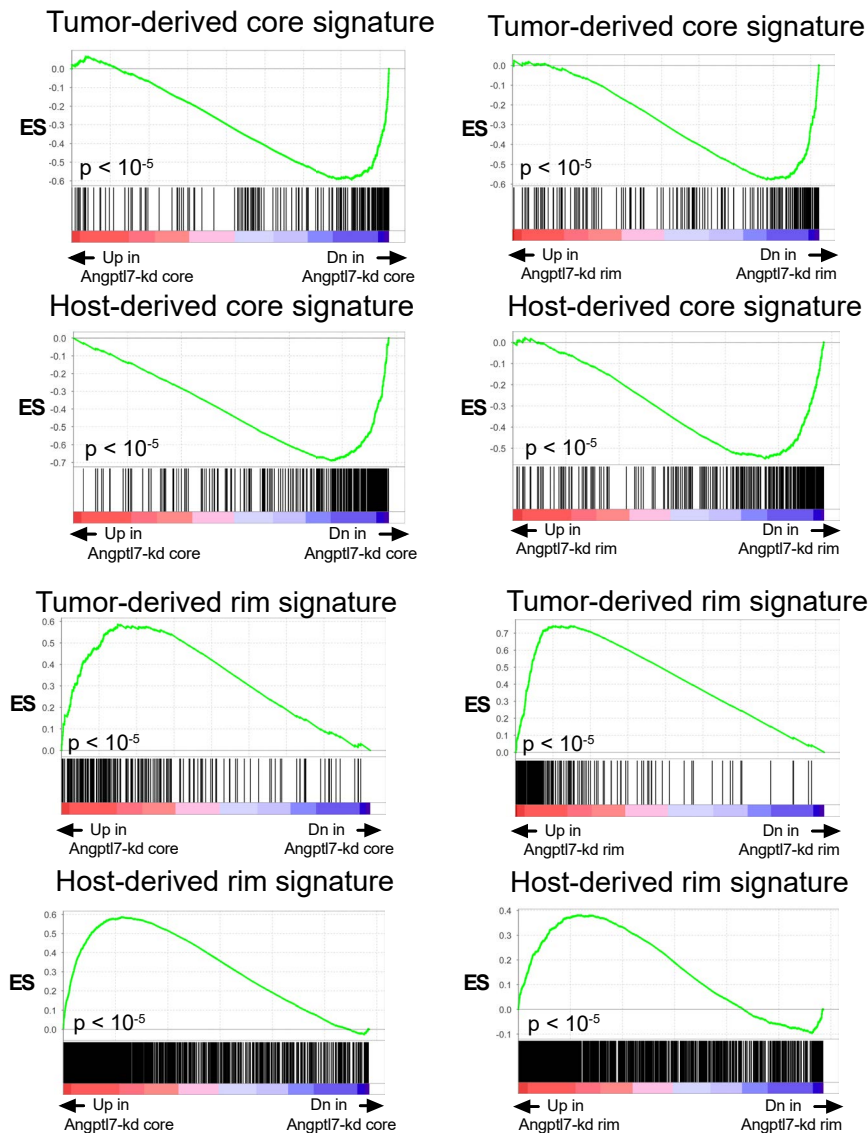

# B

**C**

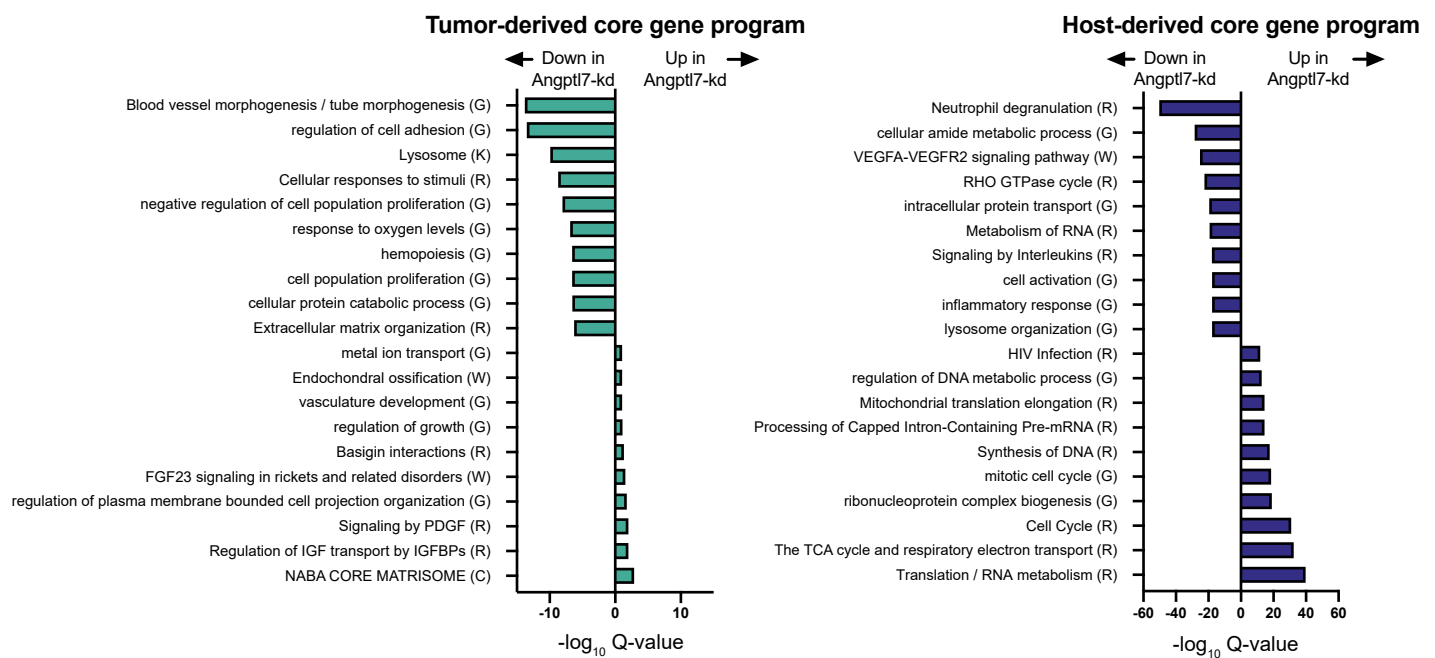

Figure S8

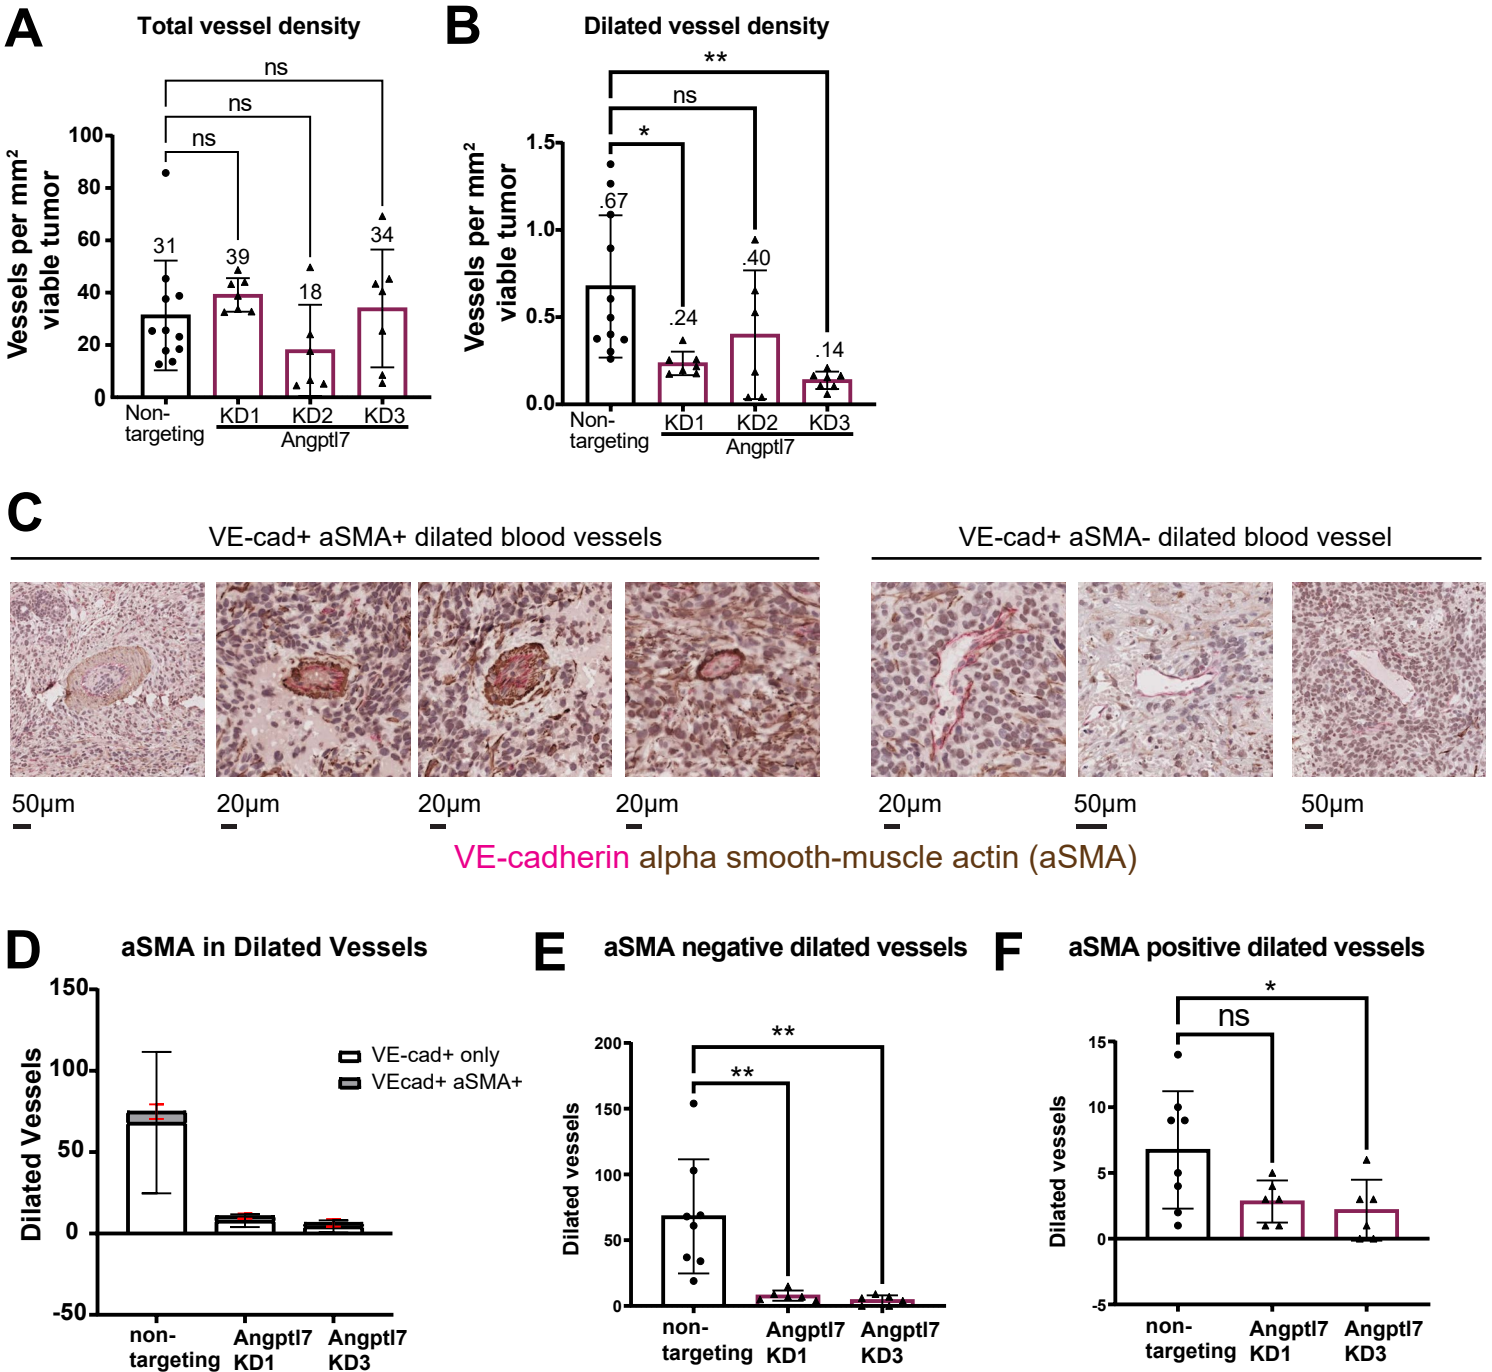

Figure S9

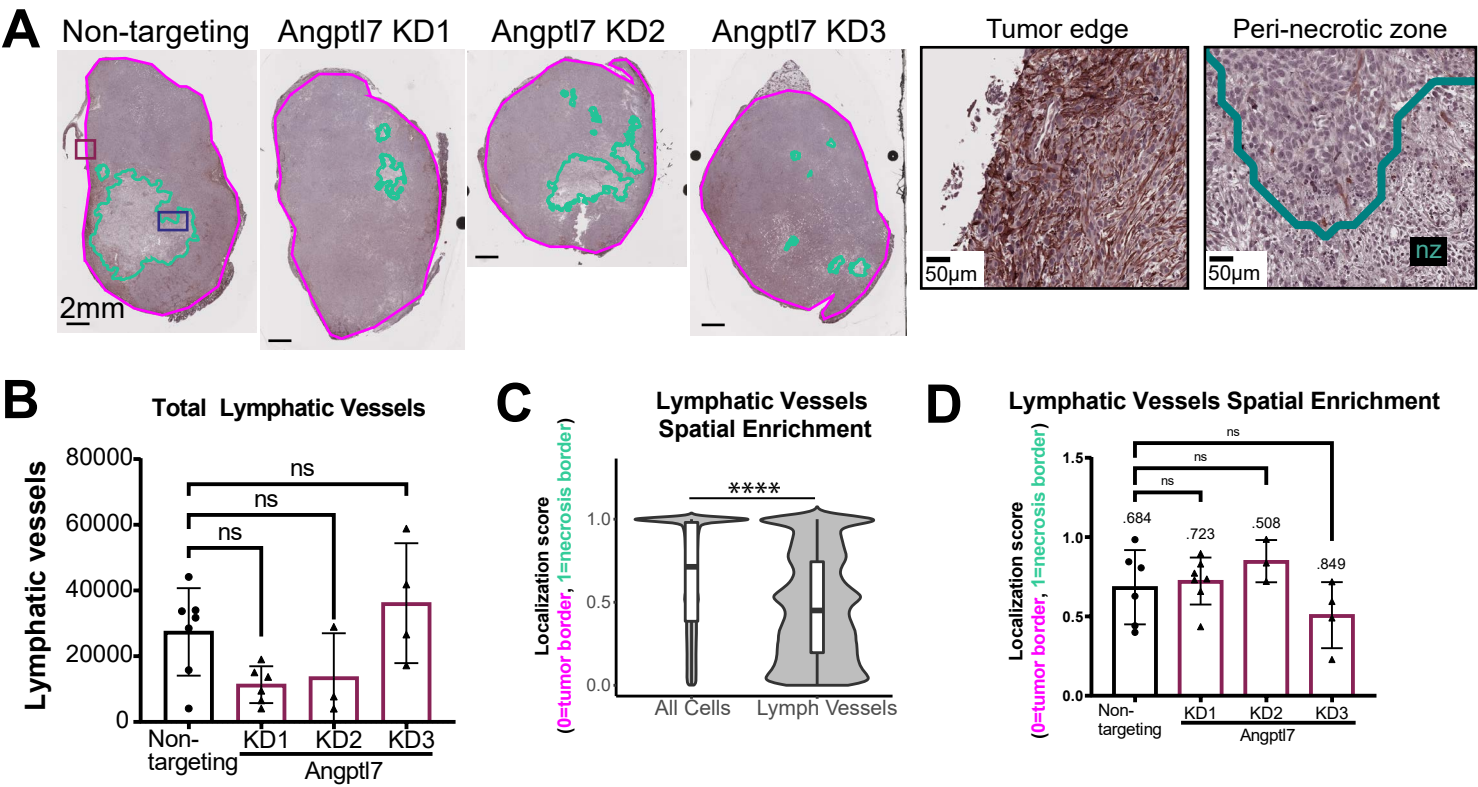

Figure S10

CTC dynamics and necrosis in patient with metastatic breast cancer

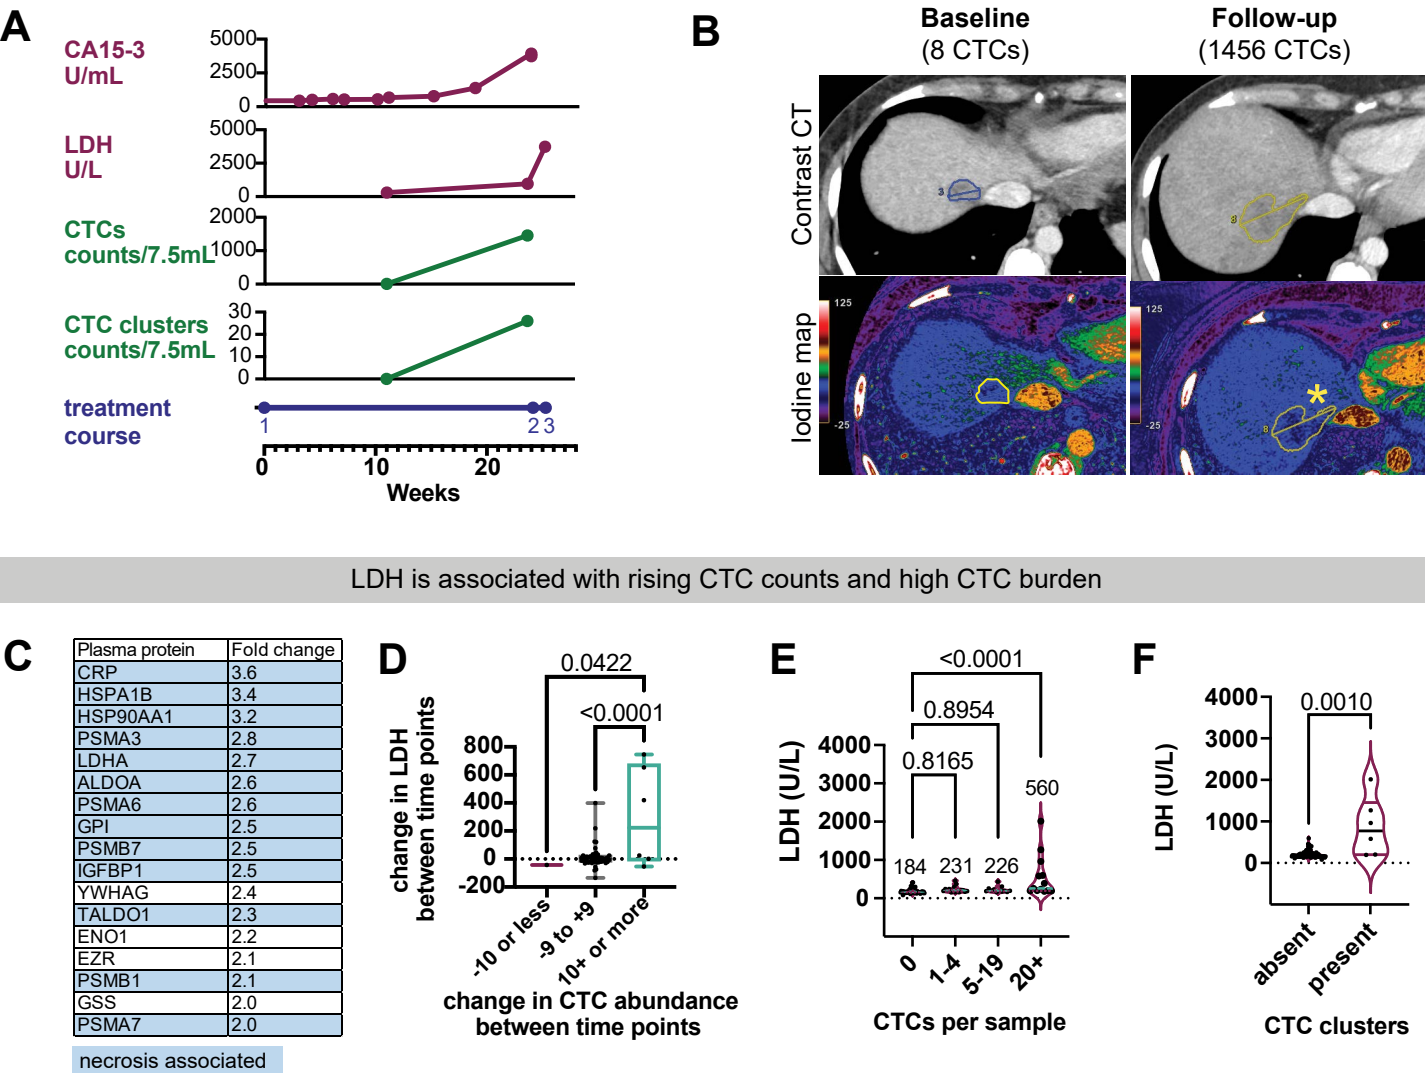

## **Supplementary Figure Legend**

### **Supplemental Figure S1: Orthotopic transplantation into rats produce 3x larger tumors, 10x more CTCs, and 4x more lung metastases than into mice.**

S1A) Experimental schema. 4T1 mouse mammary tumor cells labeled with membrane GFP (4T1-GFP) were orthotopically transplanted into a single #4 mammary fat pad of SRG rats (n=6) or NSG mice (n=24). Animals were sacrificed at 24 days post-transplantation.

S1B-C) Final tumor weight and estimated final tumor volume per animal.

S1D) Blood volume collected per animal.

S1E) Representative micrographs of single CTCs and CTCs clusters from 4T1-GFP transplanted SRG rats. GFP denoted in green. DAPI in blue.

S1F-G) Single CTC and CTC cluster abundance per animal. Individual blood samples from 8 mice were pooled into one tube for a total of n=3 samples. Events per individual animal are reported.

S1H) Percentage of CTC events that were single CTCs or CTC clusters. Mean  $\pm$  SD.

S1I) Representative stereomicroscope images of lung metastases from NSG mice and SRG rats.

S1J) The number of lung metastases determined by stereomicroscopy in transplanted SRG rats and NSG mice.

Mean values shown on graphs. All P-values determined by Welch's t-test.

### **Supplemental Figure S2: Additional morphometric parameters and their correlation with low to high CTC transition**

S2A-B) Estimated tumor volume and final tumor weight determined from animals collected as in Fig. 1A. Mean  $\pm$  SD.

S2C-D) Single CTC and CTC clusters per animal plotted on log scale. Mean  $\pm$  SD.

S2E) Representative H&E images of the invasive tumor border.

S2F) Representative images of TTC stained tumors. Red areas are viable tissue while white areas are necrotic tissue. Unstained control is provided. Yellow borders indicate necrotic region.

S2G-H) Total area of necrosis and viable area determined from the TTC assay. n=4 animals per time point; 2 to 3 slices per tumor. Mean  $\pm$  SD.

S2I) Lung metastases per animal. Mean  $\pm$  SD.

S2J-K) Correlation between lung metastases and necrotic area (J) and lung metastases and tumor size (K). Pearson R. Linear trend lines shown with 95% confidence intervals.

P-values for A-D and I determined by one-way ANOVA. P-Values for G-H determined by Welch's t-test.

### **Supplemental Figure S3: Additional information on characteristics of blood vessels.**

S3A) Dilated blood vessel spatial localization. Distance of VE-cadherin-positive dilated vessels to necrosis or tumor border was measured then normalized to a spatial proximity score of 0 to 1, where 0 means a spot is on the tumor border, and 1 means a spot is in a necrotic region. Spatial localization of all cells were plotted as a control. P-value determined by Kruskal-wallis test.

S3B) Dilated VE-cadherin vessel density per mm<sup>2</sup> viable tumor area determined per animal. Mean  $\pm$  SD.

S3C) Total VE-cadherin abundance determined per animal. Mean  $\pm$  SD.

S3D) Total VE-cadherin vessel density per mm<sup>2</sup> viable tumor area determined per animal. Mean  $\pm$  SD.

S3E-H) Correlation between lung metastasis or CTC events with dilated vessels (E) and total vessels (F). Correlation between CTC events and dilated vessels (G) and total vessels (H). Pearson R. Linear trend lines shown with 95% confidence intervals.

S3I) Representative immunofluorescence images of dilated and non-dilated blood vessels in 4T1 tumors perfused with lectin-594 and stained for VE-cadherin.

S3J) Percent lectin-positive VE-cadherin-positive blood vessels in 4T1 transplant tumors. Mean  $\pm$  SD.

P-values for B-D determined by one-way ANOVA; J by paired t-test.

### **Supplemental Figure S4: Additional information on tumor core transcriptional profiling.**

S4A) Representative images of necrotic cores of primary tumors used for bulk RNA-seq.

S4B) Percent of transcripts which mapped to the mouse or rat genome. 4T1 cell pellets served as control for mouse-only samples, and rat mammary tissue was used as rat-only samples. Average percentage and standard deviations are shown in the table.

S4C) Top tumor or host-derived gene sets enriched in the tumor core and rim, based on Metascape analysis. Q-value (FDR- False discovery rate)  $\leq$  0.01 was used as the cut-off for the

gene list. R= reactome, W= WikiPathways, G= GO ontology, K= KEGG C= Canonical Pathways.

S4D) Relative RNA abundance of tumor or host-derived Camk1d expression in the tumor core or rim. Camk1d is the #1 most enriched tumor-derived gene in the tumor core. Camk1d is also expressed by the host and is not tumor specific. Average expression and q-value (FDR) from multiple comparisons indicated on the graph.

S4E) Angptl7 expression in 4T1 tumor core, 4T1 tumor rim, and 2D culture 4T1 cells based on qPCR. Mann-Whitney. Average values shown.

S4F) Western blot of necrotic core and non-necrotic rim regions of 4T1 tumors to assess protein-level differential expression of Angptl7. Angptl7 is highly expressed in necrotic region of the tumor but not the non-necrotic region. GAPDH was used as loading control. 4T1 cells in vitro do not express Angptl7 and was used as the negative control. N=3 rat tumors.

S4G) Quantification of protein-level expression of Angptl7 from S3F. P-value determined by paired t-test.

S4H) Angptl7 spatial localization. Distance of Angptl7+ spots to either necrosis or tumor border was measured then normalized to a spatial proximity score of 0 to 1, where 0 means a spot is on the tumor border, and 1 means a spot is in a necrotic region. Spatial localization of all cells are plotted as a control. P-value determined by Kruskal-wallis test.

#### **Supplemental Figure S5: *Angptl7* expression increase with day post-transplantation, correlates with necrotic area, lung metastases, and dilated vessels.**

S5A) *Angptl7* detections from day 13 to day 27 post-transplantation based on RNA ISH. P-values determined by one-way ANOVA.

S5B-E) Correlation between *Angptl7* detections per tumor and necrotic area, lung metastases, dilated blood vessels, or CTC events. Pearson R. Linear trend lines shown with 95% confidence intervals.

#### **Supplemental Figure S6: Additional information on in vivo effects of *Angptl7* suppression.**

S6A) Quantification of ELISA of necrotic core and whole 4T1 tumors for *Angptl7*. *Angptl7* is highly expressed in necrotic region of the tumor. Non-targeting control (n=7), KD1 (n=7), KD2 (n=3), and KD3 (n=4). Paired t-test.

S6B) Estimated final tumor volume of non-targeting and *Angptl7* KD tumors.

S6C) Representative images of single CTCs and CTC clusters from Angptl7 knockdown or non-targeting control transplantation into SRG rats. Cells are mCherry-positive if they express shRNAs. 4T1 cells are labeled by membrane GFP. DAPI marks nuclei.

S6D-E) GFP-positive single CTC and CTC cluster abundance in Angptl7 knockdown and non-targeting control.

S6F) GFP+ lung metastases.

All graphs reported as mean  $\pm$  SD and p-values determined by one-way ANOVA.

**Supplemental Figure S7: Additional information on in vivo effect of Angptl7 suppression on gene expression.**

S7A) Gene sets were generated composed of tumor-derived and host-derived core and rim genes with fold change  $\geq 2$  and FDR  $\leq 0.001$ . The relative enrichment of these 4 gene sets was determined for tumor core or rim from Angptl7 knockdown and non-targeting control.

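The core and rim sets used here differ from the 4 sets of the paper, which came from its earlier tumors. Each held up to 300 genes with a core-rim log2 difference of at least 1 in the 2 defining control rats: 201 to 300 tumor core, 210 to 300 tumor rim, 254 to 300 host core and 300 host rim genes. In the parts of Tables S1 to S3 available here the lists of genes are cut short. Table S3 holds the first 1999 of 16463 tumor genes and 25 of 11717 host genes. No set test on these lists is therefore reported. A set test on the genes of Table S2 had been run after the results were seen. It was withdrawn because that list is cut.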

S7B) Genes within tumor-derived and host-derived necrotic core gene sets with FDR  $\leq 0.01$  were stratified by t-statistic and divided into genes up or down in Angptl7-kd conditions.

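Of tumor lysosome genes, Ctsb, a cathepsin gene, was measured at 277 ± 44.0 CPM in KD and 358 ± 40.6 in control cores, and Ctsl at 580 ± 98.5 and 820 ± 165 (limma adjusted p = 0.398 and 0.399). Of host cell cycle genes, Top2a stood at 192 ± 15.1 and 142 ± 14.5 CPM and Cdca2 at 36.0 ± 2.90 and 21.0 ± 3.30 (adjusted p = 0.338 and 0.337). Vim, which encodes the mesenchymal filament protein vimentin, was at 1275 ± 379 CPM in KD and 2278 ± 569 in control tumor cores, and the epithelial adhesion gene Epcam at 389 ± 63.9 and 296 ± 35.0 (0.398 in both). By list, 36 of 49 tumor lysosome genes were lower (median log2 -0.15, camera adjusted p = 5.24e-05, adjusted p = 0.281 with an estimated correlation) and 34 of 47 in host cells (-0.11, 0.0108, 0.637). Cell cycle genes were higher for 59 of 79 in tumor cells (0.13, 0.0338, 0.771) and 64 of 75 in host cells (0.24, 4.92e-06, 0.637). Epithelial and mesenchymal transition markers were not called in tumor (17 of 26 higher, 0.233) or host cells (15 of 19 higher, 0.0678), nor was the angiopoietin family (4 of 8 and 5 of 10 higher, 0.622 and 0.768). No gene of the lysosome or cell cycle lists passed over its list alone. The tumor lysosome and host cell cycle calls stayed in every omission of 1 rat. The host lysosome call ended without rat K3 (0.0604) or C3 (0.0527), and the tumor cell cycle call without K1 (0.208), K3 (0.981), C2 (0.377) or C3 (0.0515), with a changed direction for K1 and C2. Both of these calls also ended by quantile normalization. Of 35 splits of the rats, a test chosen after the data were seen, 4 moved the tumor and 5 the host lysosome list as far, and 25 the tumor and 2 the host cell cycle list. Host neutrophil markers were lower and host fibroblast markers higher (median log2 0.707) in the same cores, and 8 and 12 splits moved them as far. These marker changes were not told apart here from those of the host lysosome and cell cycle genes.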

S7C) Metascape analysis of tumor and host-derived tumor core gene program stratified by their change in expression with Angptl7 suppression. Gene set enrichment reported as log Q-value.

**Supplemental Figure S8: Additional information on in vivo effect of Angptl7 suppression on blood vessels.**

S8A) Total VE-cad+ blood vessel density per mm<sup>2</sup> viable tumor area per animal for Angptl7 KD and non-targeting control tumors.

S8B) Dilated VE-cad+ blood vessel density per mm<sup>2</sup> viable tumor area per animal for Angptl7 KD and non-targeting control tumors.

S8C) Representative imaged of alpha smooth actin immunohistochemistry. VE-cadherin in vector red (pink), alpha smooth actin in NOVA Red (brown), counterstained with hematoxylin (purple).

S8D) Alpha smooth actin-positive (aSMA) coverage on VE-cadherin positive dilated vessels in non-targeting control and Angptl7 KD tumors.

S8E) Number of VE-cadherin positive blood vessels with no aSMA coverage in non-targeting control and Angptl7 KD tumors.

S8F) Number of VE-cadherin positive blood vessels with aSMA coverage in non-targeting control and Angptl7 KD tumors.

All graphs shown as mean  $\pm$  SD. P-values determined by one-way ANOVA.

### **Supplemental Figure S9: In vivo effect of Angptl7 suppression on lymphatic vessels.**

S9A) Representative images podoplanin+ lymphatic vessels in Angptl7 knockdown and non-targeting control tumors. Immunohistochemistry for podoplanin (DAB) (brown) counterstained with hematoxylin. Turquoise: necrotic region, pink: tumor border. Navy border inset is an example of the tumor edge. Magenta border inset is an example of a peri-necrotic region.

S9B) Number of podoplanin+ lymphatic vessels in the Angptl7 knockdown and non-targeting control tumors. Mean  $\pm$ SD. One-way ANOVA.

S9C) Spatial enrichment of non-targeting control tumors comparing all cells (control distribution) with all podoplanin+ lymphatic vessels. P-value determined by Kruskal-wallis test.

S9D) Spatial enrichment of podoplanin+ lymphatic vessels in Angptl7 KD and non-targeting control tumors. Mean  $\pm$ SD. One-way ANOVA.

### **Supplemental Figure S10: Supplementary information on correlation of CTC and necrosis in breast cancer patients with metastatic disease.**

S10A) Clinical vignette of patient with metastatic breast cancer and acute CTC elevation. This was a patient with de novo stage IV ER+PR+HER2- metastatic breast cancer involving the right breast, lymph node, bones, liver and lung. Despite initial response to endocrine therapy in combination with the CDK4/6 inhibitor palbociclib, the patient progressed and was switched to capecitabine monotherapy. Over a 30-week period, the patient demonstrated increasing blood levels of tumor marker CA15-3, indicating progressive resistance to therapy. At week 4, an initial CTC determination yielded a CTC count of 8 per 7.5 mL and no CTC clusters. At week 24, a repeat CTC determination showed a CTC count of 1456 per 7.5 mL and 26 CTC clusters per 7.5 mL. Strikingly, lactate dehydrogenase (LDH), a marker of tissue necrosis, also increased over the same period: 309 at week 4 to 963 at week 24 and 3727 U/L at week 26, during inpatient admission for workup of abdominal pain, liver injury, and tumor lysis. Treatment course: (1) capecitabine, (2) in patient admission for liver injury and tumor lysis, (3) death. CA15.3, cancer antigen 15-3; LDH, serum lactate dehydrogenase.

S10B) Dual energy scanning contrast tomography. Baseline scan obtained 1 month prior to first draw (CTC=8 per 7.5 mL). Follow-up scan obtained 1 week after second draw (CTC=1456 per 7.5 mL) during in hospital admission. Upper panels: contrast enhanced CT. Lower panels: iodine distribution. The right lobe liver metastasis (yellow outline) measured 3.1 cm at baseline with a maximum iodine concentration of 38  $\mu$ g/cm<sup>3</sup> and an average of 19.2  $\mu$ g/cm<sup>3</sup> which grew to 4.7 cm on follow up 3 months later and the maximum iodine concentration decreased to 32

µg/cm<sup>3</sup> and the average to 14.2 µg/cm<sup>3</sup>. Lower iodine concentration is indicative of decreased perfusion and increased necrosis.

S10C) Tandem-mass tag mass spectrometry of late versus early time points for low-to-high CTC transitions (n=3 patient sample pairs). Volcano plot shows the plasma proteins enriched in high CTC samples with P-values less than 0.1. Metascape analysis of proteins reported by -log Q-value. Listed are proteins with 2-or-more fold-enrichment in high CTC samples. Necrosis-associated proteins highlighted in blue.

S10D) Change in LDH between time points according to change in CTC abundance between time points. P-values determined by one-way ANOVA comparing against 10+ or more CTCs.

S10E) Serum LDH in relation to CTCs per sample. N=39 patients, 93 blood samples. P-values determined by one-way ANOVA comparing against 0 CTCs.

S10F) Serum LDH in relation to presence or absence of CTC clusters. N=39 patients, 93 blood samples. P-values determined by Mann-Whitney test.

## **Experimental Model and Subject Details**

### **Animal models**

All mice were maintained under specific-pathogen-free conditions, and experiments conformed to the guidelines as approved by the Institutional Animal Care and Use Committee of Fred Hutchinson Cancer Research Center (FHCC). The SRG OncoRats, SCID rats on the Sprague-Dawley background that harbors a double knockout for the Rag2 and Il2rgamma genes (SRG), were purchased from Hera Biolabs. Similar to NSG mice, SRG rats are a double knockout for the Rag2 and Il2rgamma genes (SD-Rag2tm2hera Il2rgtm1hera) and lack B-cells, T-cells, and NK-cells. For mouse experiments, NSG mice (NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ) were used. 8-13 week old female mice and rats were used for all experiments.

### **Human breast cancer patient samples**

Blood from patients were obtained from consenting patients under a Fred Hutch IRB approved study (FH8649) for longitudinal monitoring of circulating tumor cells in metastatic breast cancer patients. CTCs and CTC-clusters were enumerated in these fluid samples using a RareCyte assay<sup>1</sup>. For details on the receptor status and pathology of each deidentified human sample used, see **Supplementary Table 1**.

### **Cell lines**

293FT (ThermoFisher Scientific R70007) cell line was grown at 37°C, 5% CO<sub>2</sub> in DMEM high glucose, GlutaMAX supplement, pyruvate (GIBCO 10569-010) supplemented with 10% fetal bovine serum (Sigma-Aldrich F0926-500ML) and 1% penicillin/streptomycin (Sigma-Aldrich P4333). 4T1 (ATCC CRL-2539™) and HCC70 (ATCC CRL2315) cell line was grown at 37°C, 5% CO<sub>2</sub> in RPMI, GlutaMAX supplement (GIBCO 61870-127) supplemented with 10% fetal bovine serum (Sigma-Aldrich F0926-500ML) and 1% penicillin/streptomycin (Sigma-Aldrich P4333). For non-adherent culture, cell lines were cultured in complete media + 2% (v/v) Matrigel. All cell lines used were from human females. 4T1 Cells were purchased from American Type Culture Collection (ATCC). 4T1-cyto-eGFP cells were a gift from the Cyrus Ghajar at Fred Hutchinson Cancer Center. 4T1-AcGFP1-mem-9 cells were generated by transducing 4T1 cells from ATCC with the rLV.EF1.AcGFP1-Mem-9 lentiviral particle (MOI=5) (Takara Bio). 4T1-AcGFP1-mem-9 cells were selected with 10ug/ml puromycin for at least 2 weeks.

## **Methods:**

### **2D Cell Culture:**

4T1 cells were cultured 2D on adherent plates in RPMI +10% FBS + 1% Penicillin-Streptomycin solution. 4T1-AcGFP1-mem-9 were cultured with RPMI complete + 10ug/ml puromycin. Angptl7 knockdowns and non-targeting control 4T1 cells were cultured with RPMI complete + 10ug/ml puromycin + 10ug/ml blasticidin.

### **3D Cell Culture:**

2D cultured cells were trypsinized with 0.25% trypsin, then quenched with complete RPMI. Cell suspension was centrifuged at 400g for 5mins, then resuspended in Accumax. Accumax suspension was placed in 37°C water bath for 30mins, pipetting up

and down every 10 minutes. After centrifuging for 5min at 400g, pellet was resuspended in complete RPMI + 2% Corning® Matrigel® Growth Factor Reduced (GFR) Basement Membrane Matrix (354230) (Corning). Cells were plated in non-adherent 6 well plates at 150,000 cells/mL with 4mL media per well.

#### **Generating knockdown 4T1 cell lines:**

4T1-AcGFP1-mem-9 cells were transduced with lentiviral particles generated with shERWOOD UltramiR Lentiviral Inducible shRNA (TransOMIC) for Angptl7 and selected with 10ug/ml puromycin + 10ug/ml blasticidin for at least 2 weeks.

#### **SRG rats:**

The SRG OncoRats, SCID rats on the Sprague-Dawley background that harbors a double knockout for the Rag2 and Il2rgamma genes, were purchased from Hera Biolabs. SRG rats are a double knockout for the Rag2 and Il2rgamma genes (SD-Rag2tm2hera Il2rgtm1hera) and lack B-cells, T-cells, and NK-cells.

#### **Orthotopic transplantation into mammary fat pad of rats and mice:**

Cells to be transplanted were cultured 3D for 2 passages before being transplanted. After the second passage, cells were plated in non-adherent 6 well plates at 150k cells/mL with 4mL media per well for the cells to aggregate over 24 hours before being transplanted. Spheroids formed this way were resuspended in 1:1 Matrigel:DMEM/F12 mix, kept on ice. 600,000 cells in 20µl Matrigel DMEM/F12 mix were transplanted into the right T4 mammary fat pad of rats or mice. Estimated tumor volume was calculated based on caliper measurements with the formula:  $V = (W^2 \times L)/2$ .

#### **Blood collection from rats and mice:**

For rats, peripheral blood was collected terminally through the left ventricle of the heart, into CellSearch CellSave tubes (Menarini-Silicon Biosystems) with heparin-coated syringe attached to an 18g needle. Rats were put under deep anesthesia with isoflurane to do this, and rats were euthanized immediately after blood collection. Blood tube was inverted at least 10 times immediately after blood collection, and blood was processed within 4 hours of collection. For mouse blood, peripheral blood of 8 mice were collected into one CellSave tube using a new heparin coated syringe for every mouse.

#### **Density separation of buffy coat (nucleated cells) from blood:**

Peripheral blood was diluted 1:1 with D-PBS then layered on top of 8mL of Ficoll (GE Ficoll Paque Plus GE17-1440-02 for human blood and Ficoll Paque Premium GE17-5442-02 for mouse and rat blood) in a 2.5% BSA-coated 50mL conical tube. Tube with Ficoll and diluted blood were centrifuged at 400g for 35mins with 0 acceleration and deceleration. The cloudy, white layer ("buffy coat") between the clear Ficoll layer and the top plasma layer and the plasma layer were collected into a separate BSA-coated tube. Buffy coat and plasma layer mix were centrifuged at 4°C at 3500g for 30mins to pellet nucleated cells, then resuspended with D-PBS. To visualize Buffy Coat containing CTCs, cell suspension was spun onto slides using a Cytospin (800g for 5mins). After drying slides completely, slides were fixed with 4% PFA for 5 mins, washed with D-PBS 5mins 3 times. Slides were dried completely again before being stored in -80°C. For

plasma collection, plasma layer was collected from the plasma layer from the Ficoll density separation or from a separate blood tube in an AccuCyte Blood collection tube processed by Rarecyte with a 3000g 25 minutes spin at 25°C.

#### **Immunofluorescence staining:**

Slides were thawed at room temp for 5 minutes. For OCT tissue sections, slides were washed 5 mins 3x to wash OCT off. Slides were block for 1 hour with blocking solution (2.5% BSA, 5% normal goat serum or normal donkey serum, 0.3% triton in D-PBS). Primary antibody in blocking solution was placed on slides and incubated at room temp for 2 hours. We then washed the slides 5mins 3x with D-PBS before placing the secondary antibody in 5% normal goat serum or normal donkey serum in D-PBS on the slide to incubate for 1 hour. Slide was washed again 5mins 3x with D-PBS. Excess moisture was removed from the slide, and slide was mounted with 30-50µl Prolong Diamond Antifade Mountant and glass coverslip. Slide was cured overnight room temp, then stored at 4°C.

#### **Bulk RNA-seq:**

4T1 cells were transplanted into the right #4 mammary fat pad of SRG rats. At day 27 post-transplantation, primary tumors were harvested. Tumor was cut in half to expose the cross section. The inner, necrotic region and the outer, non-necrotic region were separated and snap frozen for RNA-seq and sent to Genewiz-Azenta for RNA extraction, library prep, and sequencing. 

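Tumor transcripts made up most of every piece. Of the reads assigned to either species, mouse reads were 83.2% ± 3.27 in KD cores, 73.7% ± 4.97 in KD rims, 84.2% ± 5.54 in control cores and 78.1% ± 1.01 in control rims. The mouse share was higher in core than rim in 6 of 7 rats (mean difference 7.54 percentage points, exact two-sided sign test p = 0.125). Rat C1 was the exception, with 76.0% in its core and 79.5% in its rim. Its omission leaves only rats with a higher core share, which by itself gives the smaller p (9.39 points, exact p = 0.0313). Without any other single rat exact p was 0.219. KD and control pieces differed by -0.93 points in cores (exact two-sided permutation p = 0.886, -3.64 without rat C1, exact p = 0.3) and -4.40 in rims (exact p = 0.114). Without rat K1 or C3 the core difference turned positive, at 0.26 and 0.46 points. With 1 rat left out the rim difference ran from -6.59 (without K2) to -1.70 (without K3).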

Qiagen RNeasy kit (Qiagen, Inc 74104) was used for in-house RNA extraction before samples were sent to Genewiz.

#### **Azenta Genewiz RNA-seq:**

Sample QC, library preparations, sequencing reactions, and initial bioinformatic analysis were conducted at GENEWIZ, LLC./Azenta US, Inc (South Plainfield, NJ, USA) as follows:

##### *Sample QC:*

Total RNA samples were quantified using Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA) and RNA integrity was checked with 4200 TapeStation (Agilent Technologies, Palo Alto, CA, USA).

##### *Library Preparation and Sequencing:*

Samples were initially treated with TURBO DNase (Thermo Fisher Scientific, Waltham, MA, USA) to remove DNA contaminants. The next steps included performing rRNA depletion using QIAseq® FastSelect™-rRNA HMR kit (Qiagen, Germantown, MD, USA), which was conducted following the manufacturer's protocol. RNA sequencing libraries were constructed with the NEBNext Ultra II RNA Library Preparation Kit for Illumina by following the manufacturer's recommendations. Briefly, enriched RNAs are fragmented for 15 minutes at 94°C. First strand and second strand cDNA are subsequently synthesized. cDNA fragments are end repaired and adenylated at 3'ends, and universal adapters are ligated to cDNA fragments, followed by index addition and library enrichment with limited cycle PCR. Sequencing libraries were validated using the Agilent TapeStation 4200 (Agilent Technologies, Palo Alto, CA, USA), and quantified

using Qubit 2.0 Fluorometer (ThermoFisher Scientific, Waltham, MA, USA) as well as by quantitative PCR (KAPA Biosystems, Wilmington, MA, USA). The sequencing libraries were multiplexed and clustered on one lane of a flowcell. After clustering, the flowcell was loaded on the Illumina HiSeq 4000 instrument according to manufacturer's instructions. The samples were sequenced using a 2x150 Pair-End (PE) configuration.

*Initial Bioinformatics analysis:*

Image analysis and base calling were conducted by the HiSeq Control Software (HCS). Raw sequence data (.bcl files) generated from Illumina HiSeq was converted into FASTQ files and de-multiplexed using Illumina's bcl2fastq 2.17 software. One mismatch was allowed for index sequence identification.

**RNA-seq computational deconvolution of mouse and rat genomes:**

RNA-seq reads in xenograft samples were deconvolved for identification of the species of origin following a method similar to that described by Wingrove et al.<sup>2</sup>. A catenated genome was formed by catenating the Rat (Rnor\_6.0) and mouse (GRCmm28) genomes and gene annotations. Prior to alignment, reads were trimmed using Trim Galore and read quality was confirmed using fastQC. Trimmed reads were identified as originating from either rat or mouse by aligning reads against the catenated genome using STAR. Paired reads with both mates aligning uniquely to either the rat or mouse genome were separated by species and counted to gene annotations using featureCounts<sup>3</sup> for downstream differential expression analysis.

Within-species normalization of mapped reads and differential expression analysis were performed using the limma (version 3.50.0)<sup>4</sup> and edgeR (version 3.36.0)<sup>5</sup> packages in R following the procedure described in detail by Law et al.<sup>6</sup>. Prior to differential expression analysis, very low abundance genes were filtered using the filterByExpr function in edgeR using default parameters. Effective library sizes were normalized across conditions using the trimmed mean of M-values (TMM) normalization procedure. Differential expression analysis was performed on the filtered and normalized counts using the limma-voom linear modeling pipeline<sup>7</sup>. For experiments in which samples were paired by animal, animal ID was treated as an additional random effect in the linear model. 

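Core and rim pieces of the same rat were treated as paired here as well. With group means removed, limma estimated a correlation between the 2 pieces of a rat of 0.141 in tumor and 0.0407 in host cells.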

Empirical Bayes smoothing was applied on both the linear model and fitted contrast coefficients using edgeR. False-discovery rates for differential expression at the gene-level were calculated using the Benjamini-Hochberg correction procedure with the p.adjust function in limma. 

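Whole read counts could be recovered from the deposited CPM, which hold 0.5 reads added to each gene, to within 4.37e-10 reads in tumor and 1.75e-10 in host cells. For Angptl7 in tumor cells they were 73 to 113 reads per KD core and 144 to 292 per control core.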

Normalized transcript abundances are reported as the TMM-normalized counts-per-million obtained from the voom function in limma.

Gene set enrichment analysis was performed using GSEA software (Broad Institute, v 4.2.3)<sup>8</sup>. Genes were ranked by log-fold change and collapsed to human orthologs using the MDSig ensembl gene id orthologs chip platform (v 7.3). GSEA was performed using a pre-ranked analysis weighted by log-fold change against the C5 gene ontology collection (v 7.5). False-discovery rates were determined using 100,000 permutations. For differential expression analysis between species (tumor and host), a modified normalization scheme was applied to account for differences in gene lengths and annotation depth between species, in addition to the standard normalization by effective library size. Our method resembles that described by Oziolor, et al<sup>9</sup>. First, using reads

that mapped uniquely to one species of the catenated genome, an intra-species TMM normalization was performed separately for host- and tumor-mapped reads. Length-corrected transcript abundances were calculated as reads per kilobase million (RPKM) in edgeR, and then converted to transcripts per million (TPM). Homolog pairs were obtained by querying the Ensembl database for linked rat (*rattus norvegicus* Ensembl release 100) and mouse (*mus musculus* Ensembl release 100) datasets using the getLDS function in biomaRt (v 2.50.3). Next, both gene sets were filtered to only those with rat/mouse homolog pairs, and the rat genes were mapped onto their corresponding mouse homologs. TPM abundances originating from both species were combined into a single data set, treating species of origin as a sample identifier, for all further analysis. To correct for differences in genome annotation depth between species, TPM values were normalized using the TMM method in edgeR. Homolog-wise differential expression analysis was performed between species using TMM-normalized, homolog-mapped TPM values as input into the limma-voom analysis pipeline (as above) in place of library-normalized counts. Prior to identifying top genes that were differentially expressed in the mouse tumor over the rat host, homolog pairs that exhibited zero read counts in the rat homolog for all of the samples were discarded, since these may reflect a limitation of the homolog mapping. Then, genes from mouse-core-mouse-rim were cross referenced with mouse-core-rat-core. Genes that were mouse-core vs. mouse-rim Log Fold Change  $\geq 1$  and FDR  $\leq 0.01$  and with detectable rat expression are shown in Fig 4C.

#### **Real Time qPCR:**

RNA from tumors and cell pellets were extracted using Qiagen RNeasy kit. RNA was reverse transcribed into cDNA using Superscript<sup>TM</sup> III First-Strand Synthesis System (Thermo Fisher Scientific Catalog number: 18080051) with equivalent amounts of RNA (1 $\mu$ g). cDNAs were mixed with indicated gene-specific primers listed and PowerUp SYBR Green Master Mix (Thermo Fisher Scientific Catalog number: A25741) and qRT-PCR was performed using an Applied Biosystems QuantStudio5 System.

#### **Immunohistochemistry (IHC):**

Tumors were sliced into ~5mm sections immediately after harvest, placed into histology cassettes(#15181701A), and fixed with 10% neutral buffered formalin solution (#HT501128) at room temperature for 5 days. Cassetted tumor sections were paraffin processed, embedded, and cut by Experimental Histopathology Core at Fred Hutchinson Cancer Research Center. Paraffin-embedded tumor slides were warmed in 56°C incubator for 20min in slide holder. Tissue was deparaffinized with Histo-Clear solution (#64111-04) twice for 5min each. Rehydration was performed by immersing the slides through the following solutions twice for 3min each: 100% ethanol, 95% ethanol, 70% ethanol, and deionized water. Heat-induced antigen retrieval was completed by incubating slides in pressure cooker at 6psi (~105°C) for 10-15min with Tris-EDTA (10mM Tris Base, 1mM EDTA, 0.05% Tween20, pH9.0) or sodium citrate (10mM sodium citrate, 0.05% Tween20, pH6.0) buffers. Endogenous peroxidase activity was blocked by 3% H<sub>2</sub>O<sub>2</sub> in PBS for 20min. Fc receptor was blocked by Fc Receptor Blocker (#NB309) for 30min. Primary antibodies were diluted with blocking solution (2.5% host serum/1.25%BSA in PBS) and incubated on the slides at room temperature for 1hour.

Species specific ImmPRESS™ secondary antibodies [HRP polymer] from Vector Laboratories were applied directly onto the slides and incubated for 30min at room temperature. Substrate was developed using ImmPACT™ NovaRED™ HRP Substrate Kit (#SK-4805). Mayer's Hematoxylin (#26043-05) was used for counterstaining. Dehydration was performed by dipping the slides 10 times through the following solutions twice: 95% Ethanol and 100% Ethanol, followed by immersing the slides in Histo-clear solution twice for 2min each. CytoSeal 60 (#18006) was used to mount slides, then slides were scanned by Ventana DP 200 slide scanner.

### **Western Blotting:**

Snap frozen tumors were milled into powder and 0.1g was dispensed to make lysate. Lysis buffer was prepared by diluting protease (#87785) and phosphatase (#78420) cocktail inhibitors 1:100 in 1X RIPA buffer (#9806S) and added into tumor powder (1mL of lysis buffer/0.1g of powder). The suspension was sonicated for 6 pulses with a probe sonicator (20%duty cycle, 30% amplitude), incubated at 4°C for 1 hour, and centrifuged at 14,000g for 10min to clear out insoluble substance. Protein concentration was quantified using Pierce BCA Assay Kit (#PI23225). Sample loading solution was prepared by combining tumor lysates (volume for 50ug of protein), 3.3uL of 10X Bolt reducing agent (#B0009), 8.25uL of 4X Bolt LDS buffer (#B0007), and MiliQ water to a final volume of 33uL. A Bolt™ 4-12%, Bis-Tris, 12-well, 1.0 mm Mini Protein Gel, (#NW04122BOX) was loaded with 30uL of sample loading solution per well and run at 100V for 20min and then at 170V for 40min using 1X Bolt MES SDS running buffer (#B0002). The protein transfer sandwich was assembled using Immobilon-FL PVDF Membrane (#IPFL07810) and run at 15V for 1 hour with 1X Bolt transfer buffer (#BT00061) containing 10% methanol. The PVDF membrane was blocked with 3% BSA in TBS for 1 hour. Primary antibodies were diluted with 0.2% TBST and incubated overnight at 4°C. Species specific LI-COR 680 and 800 secondary antibodies were diluted 1:10,000 with 0.2% TBST plus 0.01% SDS and incubated for 1 hour at room temperature. The PVDF membrane was imaged with LiCor Odyssey CLx.

### **Angptl7 ELISA:**

Sample loading solution was prepared by combining tumor lysate (volume for 300ug of protein) and sample diluent from the Mouse Angptl7 ELISA Kit ((#MBS612413) to a final volume of 400uL. 100uL of sample loading solution was loaded in each well for three replicates. Each well was incubated with biotinylated Anti-Mouse Angptl7 antibody, followed by Avidin-Biotin-Peroxidase Complex, and then Color Developing Reagent followed by Stop Solution per manufacturer instructions. O.D. absorbance was measured using a microplate reader at 450nm.

### **Angptl7 RNA ISH:**

For in situ hybridization (ISH), formalin-fixed paraffin-embedded tissues were sectioned at 4 microns onto positively-charged slides and baked for 1 hour at 60°C. The slides were then dewaxed and stained on a Leica BOND Rx stainer (Leica, Buffalo Grove, IL) using Leica Bond reagents for dewaxing (Dewax Solution), antigen retrieval with Epitope Retrieval Solution 2 for 15 minutes at 95°C, protease digestion at 40C for 15 minutes and rinsing after each step (Bond Wash Solution). All other steps were

performed at ambient temperature. Staining was performed with RNAscope 2.5 LS Reagent Kit – BROWN (Cat. No. 322100) or RNAscope 2.5 LS Reagent Kit – RED (Cat. No. 322150). Species-specific probes were applied and incubated at 42°C for 120 minutes. Probes used were as follows: RNAscope 2.5 LS Positive Control Probe Human PPIB (Cat. No. 313908), RNAscope 2.5 LS Positive Control Probe Mouse PPIB (Cat. No. 313918), RNAscope 2.5 LS Negative Control Probe dapB (Cat. No. 312038), RNAscope 2.5 LS Human Angptl7 (Cat. No. 552818), RNAscope 2.5 LS Mouse Angptl7 (Cat. No. 552528). Chromogenic staining was performed using BOND Polymer Refine Detection (Cat. No. DS9800) or BOND Polymer Refine Red Detection (Cat. No. DS9390). After staining, slides were removed from the stainer, dehydrated and coverslipped. Slides stained with the Brown kit were coverslipped with Eupredia Cytoseal XYL (Cat. No. 8312-4) and slides stained with the Red kit were coverslipped with Axell Crystal Mount (Cat. No. BMDM02).

#### **QuPath quantification of RNA ISH:**

RNAscope images were opened in QuPath<sup>10</sup>. Thresholds were created to identify tumor area and necrotic area by eye, verified to be accurate in test images, and applied to demarcate necrotic zones. Angptl7-expressing cells were identified using positive cell detection. The distance to annotation 2d feature was used to determine the distance between cells and the nearest necrotic border and cells and nearest tumor border. This process was automated in QuPath for consistent analysis across images.

#### **Necrosis Measurements:**

Tumor necrosis measurements were determined based on Hematoxylin & Eosin (H&E) or 2,3,5-triphenyltetrazolium chloride (TTC) assay. For H&E staining, tumors were sliced into 2-3 ~5mm slices by scalpel, fixed for 5 days in 10% formalin at 4°C, rocking before being sectioned and stained with hematoxylin and eosin. For the TTC assay, tumors were sliced into 2-3 ~5mm slices and stained with 1g/100ml tetrazolium salt in a 7.4pH buffer with 77.4% NaH<sub>2</sub>PO<sub>4</sub> (0.1 M) and 22.6% Na<sub>2</sub>HPO<sub>4</sub> (0.1M) mix, at 37°C for 20 mins, rocking. Tumor slices were then fixed with 10% formalin for 20 mins before being visualized. In the TTC assay, the TTC compound is reduced to a red TPF (1,3,5-triphenylformazan) compound in live tissues due to dehydrogenase activity. White areas therefore indicate necrotic tissue, and red areas are viable regions.

#### **Spatial enrichment localization score:**

For each spot  $x$ , the spatial enrichment score (SES) was computed as  $Dt/(Dn+Dt)$  where  $Dn$  equals the distance between spot  $x$  and the nearest necrotic border and  $Dt$  equals the distance between spot  $x$  and the nearest tumor border ( $Dt$ ). Accordingly,  $SES(x)$  varies from 0 to 1: equal to 0 for perfect localization to the tumor border, and 1 for perfect localization to the necrotic border. Distances calculated from QuPath were exported to R and analyzed using a custom script. A non-parametric Kruskal-Wallis test was applied to evaluate statistical significance between different SES distributions.

#### **LC/MS plasma proteomics**

Sample Preparation: Each plasma sample was depleted of high-abundance proteins by injecting 80  $\mu$ L of the sample onto a Michrom Bioresources Paradigm HPLC equipped

with an Agilent human MARS-6 depletion column. Unbound material eluting from the column, as observed on a UV detector, was collected and the protein concentration was determined. The volume corresponding to 100 µg of protein was subjected to the reduction of disulfide bonds by adding TCEP (tris(2-carboxyethyl)phosphine) to a final concentration of 5 mM and incubating at room temperature with vortexing for 15 min. Protein alkylation was carried out by adding 2-chloroacetamide to a final concentration of 10 mM and incubating at room temperature for 30 min. The volume of each sample was reduced to approximately 100 µL by vacuum centrifugation and methanol/chloroform precipitation was carried out. Protein pellets were washed with methanol and resuspended in 50 mM HEPES pH 8.7. Proteolytic digestion was initiated with the addition of 1 µg of Lys-C and incubating at room temperature with low vortexing for 2 hours, followed by the addition of 1 µg of trypsin and incubating overnight at 37 °C on an orbital shaker set at 700 rpm.

**TMT Labeling:** ThermoScientific TMTpro-16plex reagent was brought to room temperature and resuspended in 20 µL of anhydrous acetonitrile and vortexed for 15 min. Labeling was carried out by adding 20 µL of each TMT reagent to its assigned sample and vortexing the samples occasionally at room temperature for 1 hour. A “label check” was performed by combining 2 µL from each labeled sample into one tube, removing the acetonitrile by vacuum centrifugation, desalting the sample on a Harvard Apparatus C18 ultra-micro spin column, and analyzing the desalted TMT-labeled peptides by LC-ESI-MS/MS. After data analysis (see below), the peptide to spectrum match (PSM) results were analyzed and labeling efficiency was determined to be greater than 98%. After this labeling check, hydroxylamine was added to each labeled sample to a concentration of 0.5% in order to fully quench the labeling reaction. All samples were combined equally by correcting for the total protein abundances measured for each sample in the labeling check analysis. The equalized pool was subjected to vacuum centrifugation to remove acetonitrile and then desalted on a Waters SepPack C18 (3cc, 200 mg) cartridge. The desalted elution was split into equal fractions and taken to dryness. One of the fractions was injected onto a ThermoScientific Vanquish HPLC equipped with an Agilent 2.1 mm x 150 mm C18 Extend column and fractionated into a 96-well plate using basic reverse-phase conditions. The 96 fractions were concatenated into 24 pools (pool 1: fractions 1, 25, 49, 73; pool 2: fractions 2, 26, 50, 74; etc.) that were taken to dryness and each pool was analyzed by LC-ESI-MS/MS.

**LC-ESI-MS/MS:** The generated basic reverse phase fractions were brought up in 20 µL of 2% acetonitrile in 0.1% formic acid and 5 µL was analyzed by LC/ESI MS/MS with a Thermo Scientific Easy1200 nLC (Thermo Scientific, Waltham, MA) coupled to a tribrid Orbitrap Eclipse with FAIMS (field asymmetric ion mobility spectrometry) mass spectrometer (Thermo Scientific, Waltham, MA). In-line de-salting was accomplished using a reversed-phase trap column (100 µm x 20 mm) packed with Magic C<sub>18</sub>AQ (5-µm, 200 Å resin; Michrom Bioresources, Auburn, CA) followed by peptide separations on a reversed-phase column (75 µm x 270 mm) packed with ReproSil-Pur C<sub>18</sub>AQ (3-µm, 120 Å resin; Dr. Maisch, Baden-Württemberg, Germany) directly mounted on the electrospray ion source. A 120-minute gradient from 4% to 44% B (80% acetonitrile in 0.1% formic acid) at a flow rate of 300 nL/minute was used for chromatographic separations. A spray voltage of 2300 V was applied to the electrospray tip and the

FAIMS source used varied compensation voltages of -40, -60, -80 while the Orbitrap Eclipse instrument was operated in the data-dependent mode. MS survey scans were in the Orbitrap (Normalized AGC target value 300%, resolution 120,000, and max injection time 50 ms) with a 3 sec cycle time and MS/MS spectra acquisition were detected in the Orbitrap (Normalized AGC target value of 250%, resolution 50,000 and max injection time 100 ms) using HCD activation with a normalized collision energy of 35%. Selected ions were dynamically excluded for 60 seconds after a repeat count of 1. **Data Analysis:** Data analysis was performed using Proteome Discoverer 2.4 (Thermo Scientific, San Jose, CA). The data were searched against a Uniprot Human database (UP000005640, Dec 1, 2019) that included common contaminants (cRAPome 2015). Searches were performed with settings for the proteolytic enzyme trypsin. Maximum missed cleavages were set to 2. The precursor ion tolerance was set to 10 ppm and the fragment ion tolerance was set to 0.6 Da. Dynamic peptide modifications included oxidation (+15.995 Da on M). Dynamic modifications on the protein terminus included acetyl (+42.11 Da on N-terminus), Met-loss (-131.040 Da on M) and Met-loss+Acetyl (-89.030 Da on M) and static modifications TMTpro (+304.207 on N-terminus and K), carbamidomethyl (+57.021 on C). Sequest HT was used for database searching. All search results were run through Percolator for peptide validation and results were filter to a 1% false discovery rate. To delineate differential expression proteins, both pairwise two-sample *t* tests and Wilcoxon rank-sum test were conducted (R package).

### Quantification and Statistical Analysis

Bars are presented as mean  $\pm$  standard deviation. Graphs were created and statistical tests conducted in GraphPad Prism 8. Non-parametric tests were used when data were not normally distributed or when the median was a better representation of the sample than the mean. For animal experiments, each animal was considered a biological replicate. For in vitro experiments, experiments using cell lines on different days were considered biological replicates. P-values denoted as follows: \* < 0.05, \*\* < 0.01, \*\*\* < 0.001, \*\*\*\* < 0.0001.

### Key Resources Table

## SI Appendix References:

1. Kaldjian EP, Ramirez AB, Sun Y, et al. The RareCyte® platform for next-generation analysis of circulating tumor cells. *Cytometry*. 2018;93(12):1220.
2. Wingrove E, Liu ZZ, Patel KD, et al. Transcriptomic Hallmarks of Tumor Plasticity and Stromal Interactions in Brain Metastasis. *Cell Rep*. 2019;27.
3. Liao Y, Smyth GK, Shi W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics*. 2014;30(7):923-930.
4. Ritchie ME, Phipson B, Wu D, et al. limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res*. 2015;43(7):e47-e47.
5. Robinson MD, McCarthy DJ, Smyth GK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics*. 2010;26(1):139-140.
6. Smyth GK, Ritchie ME, Law CW, et al. RNA-seq analysis is easy as 1-2-3 with limma, Glimma and edgeR. *F1000Research* 2018 5:1408. 2018;5:1408.
7. Law CW, Chen Y, Shi W, Smyth GK. Voom: Precision weights unlock linear model analysis tools for RNA-seq read counts. *Genome Biol*. 2014;15(2):1-17.
8. Subramanian A, Tamayo P, Mootha VK, et al. Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A*. 2005;102(43):15545-15550.
9. Oziolor E, Arat S, Martin M. Annotation depth confounds direct comparison of gene expression across species. *BMC Bioinformatics*. 2021;22(1):1-15.
10. Bankhead P, Loughrey MB, Fernández JA, et al. QuPath: Open source software for digital pathology image analysis. *Sci Rep*. 2017;7(1).
11. Schindelin J, Arganda-Carreras I, Frise E, et al. Fiji: an open-source platform for biological-image analysis. *Nature Methods* 2012 9:7. 2012;9(7):676-682.
12. Zhou Y, Zhou B, Pache L, et al. Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. *Nature Communications* 2019 10:1. 2019;10(1):1-10.
13. Dobin A, Davis CA, Schlesinger F, et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics*. 2013;29(1):15-21.
14. Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, Smyth GK (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Research*, 2015; 43(7), e47.
15. Durinck S, Spellman PT, Birney E, Huber W. Mapping Identifiers for the Integration of Genomic Datasets with the R/Bioconductor package biomaRt. *Nat Protoc*. 2009;4(8):1184.
17. Liao Y, Smyth GK, Shi W. The R package Rsubread is easier, faster, cheaper and better for alignment and quantification of RNA sequencing reads. *Nucleic Acids Res*. 2019;47(8):e47.
18. Danecek P, Bonfield JK, Liddle J, et al. Twelve years of SAMtools and BCFtools. *Gigascience*. 2021;10(2):1-4.

How the deposited data were processed for this re-analysis (not part of the article)

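RNA was measured by bulk sequencing in the core and rim of 4T1 tumors from 3 Angptl7 knockdown rats and 4 nontargeting control rats, 14 libraries in 4 groups. Harvest was at day 27 by the sample labels and the supplementary methods. The authors trimmed reads with Trim Galore, aligned pairs with STAR to a joined rat (Rnor_6.0) and mouse (GRCm38) genome, kept pairs whose mates aligned uniquely to 1 species, and counted them with featureCounts. The authors filtered genes with edgeR, scaled by TMM and applied limma-voom with the animal as a random effect. The deposited values are a normalized signal, CPM as voom defines them, with 0.5 reads added and the TMM effective library size as the denominator, 1 table for tumor (mouse) and 1 for host (rat) genes. The labels name polyA selection and the supplementary methods rRNA depletion.

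Tumor and host tables were analysed apart, 16463 and 11717 genes, in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. The fit took log2 of the deposited CPM with a pseudocount of 0 (no value is 0), 1 mean per group, the rat as a random block, and empirical Bayes with a trend (median prior degrees of freedom 6.07 in tumor and 5.06 in host cells). Adjusted p are Benjamini-Hochberg values over all genes of a table, two-sided, with 0.05 as the threshold. The comparisons were KD with control in cores, the same in rims, core with rim in control rats, the same in KD rats, and the interaction of region and treatment. Core and rim pieces were paired by the rat number in the labels. The block correlation was above 0 in both tables, and deviations of core and rim from their group means correlated over 7 pairs by 0.11 to 0.286 in tumor and -0.104 to 0.164 in host cells. At the median depth of a host control core, 1191218 reads, 1 CPM is about 1 read, so host genes of a few CPM rest on few reads.

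Gene lists (25, of at least 3 measured members) were written before the data were examined. They hold the themes the paper names, related stress and metabolic programs, and markers of cell types. They were tested with cameraPR at a preset correlation of 0.01, and again with camera at an estimated correlation and with fry, adjusted over lists. Core and rim sets held up to 300 genes with a log2 difference of at least 1. Shares and single values were tested over all 35 assignments of 3 of the 7 rats, smallest possible p 0.0286. Genes named in the text follow a rule set in advance. It names those in the paper (Angptl7, Camk1d, Cdh5, Acta2, Pdpn, Ldha), and the 10 higher and 10 lower genes with the smallest p among those passing a KD comparison or the control core-rim comparison, or 5 each where fewer than 10 pass. It adds the 4 members of each list with the smallest p and the first 10 genes of the core sheets of Table S3, whose values had been seen. A few genes that the rule names are not reported here. Alternatives were 0.5 or 1 CPM added before log2, a filter of 1 CPM in at least 3 libraries (it removed 0 tumor and 0 host genes and so changed nothing), no block, rat as a fixed block, median-ratio scaling, quantile normalization, voom weights on recovered reads, robust empirical Bayes, omission of each rat, sets of 100 or 1000 genes, and sets defined on all 4 control rats or on the 3 KD rats. Omission of the core library of rat C1 alone, and of each control rat for the shares, was added after the data were seen.

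The pipeline was tested on simulated data of the same size. With 200 genes changed per table, it recovered 58% of genes shifted by 1 log2 unit and 92% of those shifted by 2 in tumor cells, with 13 other calls, and 51% and 92% in host cells, with 5 other calls. A list shifted by 0.5 was found, beside 1 other list called in each table. A core set that was not changed gave shares of 48.61% in tumor (exact p = 0.543) and 46.61% in host cells (exact p = 0.143), and a halved one 77.5% and 83.33% (exact p = 0.0286 in both). In the real data regrouped rats reached 85.83% in tumor and 99.72% in host cells, and a host share of 86.32% gave exact p = 0.20. The simulation did not hold this spread between rats, so it does not show the power of the share tests here. Patient tables, the earlier core and rim experiment, imaging and animal counts were not used here. Tables S1 to S3 were available only in part.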

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

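Chosen after the result was seen were the splits of the rats and the tests of the mouse share of reads, the normalization, exchanged labels, the host reads and rim tissue of rat C1, host reads counted as mouse, a difference that both regions share, and a single library, with the tests of the Angptl7 core-minus-rim difference and of values far from their group.

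Core genes lower in KD cores. After all host libraries were thinned to 938000 reads, 83.32% of host core genes were lower in KD cores (82.06 to 84.11% over 5 draws), which argues against read depth, and after quantile normalization 70.01% of tumor core genes were, which argues against the normalization. Whether KD core pieces held more rim tissue cannot be decided by the mouse share of reads, which differed by -0.9258 percentage points (exact permutation p = 0.886). Without rat C1 it differed by -3.64 points, the direction that more rim tissue would give, but within the spread over the rats (exact p = 0.3). Without rat K1 or C3 the difference went the other way, at 0.26 and 0.46 points. Chance cannot be excluded for the gene counts behind this: 5 of 35 splits of the rats, the real grouping counted among them, gave at least the 1773 tumor genes of the real grouping at unadjusted p under 0.05 (highest other 3986), and 7 of 35 the 1428 host genes (highest other 3782). Some splits called up to 1288 tumor and 2303 host genes at adjusted p under 0.05 where the real grouping called 0, which points to a structure of the samples.

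The core library of control rat C1 lies with the rims. Exchanged labels are argued against by its rim library, at 0.266 or below on the scale from rims (0) to cores (1). Low host depth is argued against by its host reads, 2036000 against 938000 to 1288000 in the other control cores. Its tumor reads were fewer, 6449000 against 7091000 to 7659000. Low tumor depth is argued against by the other 3 tumor cores, which stay at 0.8046 or above after thinning to 6270000 reads per library. Whether the piece was mostly rim tissue cannot be decided. The slope of its core-rim differences on those of the other control rats was -0.02179 in tumor and -0.0774 in host cells (others 0.4468 to 0.9331 and 1.026 to 1.125).

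Interferon response genes were higher in KD tumor cores, a signal that the text of the paper does not discuss: 33 of 33 genes, median log2 difference 0.716 (camera adjusted p = 4.56e-18, adjusted p = 0.26 with an estimated correlation, fry 0.134, 15 higher over the list alone). A single library is argued against, since the lowest median with 1 rat left out was 0.5336. Whether host reads were counted as mouse cannot be decided, the rise in tumor cells being larger than that in host cells by 0.8405 on average (exact permutation p = 0.1714, the criterion was reworded once a first one gave no decision). The host median over the same 33 genes was -0.0276 and 31 of the 33 rose more in tumor cells, values that speak against it without exceeding the spread over the rats. Nor can a difference between the rats that both regions share, with a median of 0.297 in rims. Chance cannot be excluded, since 4 of 35 splits moved the list as far (mean t 2.36, highest other 3.849).

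The Angptl7 core-minus-rim difference in tumor cells differed between KD and control rats by -1.288 log2 units (exact two-sided permutation p = 0.0286, limma adjusted p = 0.631). A score of neutrophil degranulation in host cells stood far from its group in the control rim of rat C3, at 0.186 against -0.338 to -0.279. It was the only value flagged in 24 such tests, of which chance flags about 1 in 20, and no value of rat C1 was flagged. Other signals that the text of the paper does not discuss are, for KD against control cores, tumor neutrophil degranulation genes (median log2 -0.0989, 26 of 46 lower, camera adjusted p = 0.0251, 0.159 with an estimated correlation), the host core matrisome (0.491, 63 of 84 higher, 1.08e-04, 0.67), host fibroblast markers (0.707, 14 of 17 higher, 0.00241, 0.637), and host erythroid markers (-2.03, 3 of 3 lower, 0.0319, 0.637). Over the list alone, 1 matrisome gene was higher and no gene of the other 3 lists passed. The matrisome call stays in every omission of 1 rat. The neutrophil degranulation call ends without rat K1 (0.0562) or K3 (0.063) and by quantile normalization, and the fibroblast call without C3 (0.0542). The erythroid call ends without rat K1 (0.0529), K3 (0.0882), C1 (0.103), C2 (0.065) or C4 (0.126).

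Over the other splits of the rats, or for core against rim of the libraries, chance cannot be excluded. As many genes were found in 13 of 35 splits for tumor rims (681, highest other 1887), 10 for the tumor interaction (1133, 1990), 9 for host rims (352, 614), 14 for the host interaction (457, 2159), 4 for control core and rim in tumor cells (103, 786) and 5 in host cells (3246, 3771, with up to 2023 genes at adjusted p under 0.05, which points to a structure of the samples). The 786 and 3771 come from splits that put both pieces of some rats on 1 side. Of the 8 splits that part every control rat, 2 were as large in either cell type (highest other 349 in tumor and 3431 in host cells), too few splits for a share under 0.05. For KD core and rim, 1 of 10 splits was as large in tumor (18, highest other 0) and 1 of 10 in host cells (931, 686). Of the 4 that part every KD rat, 1 was as large (highest other 0 and 432), again too few. Of lists in KD cores, 2 of 35 splits moved the tumor vessel genes as far (0.8495, highest other 1.137), 7 host neutrophil degranulation (1.343, 3.289), 6 the tumor core matrisome (0.4985, 0.8666), 28 host translation (0.1464, 1.197) and 15 host TCA (0.3374, 0.7172).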

How the results depend on the processing

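Omission of the single core library of rat C1 and, for shares, of control rats was chosen after the result was seen. Of 210 leading tests under alternatives, 183 stayed the same, 15 were weaker, 8 stronger and 4 reversed, and of 170 counts 133 stayed and 37 moved by more than 1.5-fold. The direction of a share was taken against 50%, or against the mean over regrouped rats where the rats that define the sets are also compared. By that rule the tumor shares with sets from the KD rats kept their direction in cores, at 32.33% of core genes lower (regrouped mean 30.35) and 53.95% of rim genes (82.1), though both cross 50%. For named genes and other lists, 2289 of 2734 stayed, 301 were weaker, 99 stronger and 45 reversed. These totals count the filter that removed 0 genes, which left 174 of 174 of the latter tests the same by construction. They also count as the same results that passed neither before nor after, so they overstate how stable the calls were. For other lists, the estimated correlation weakened 56 of 56 results and fry 53 of 56. The cause was not tested for any of the following. Angptl7 between control core and rim was 1.295 without a block (adjusted p = 0.0692). In KD cores, the adjusted p of the vessel list was 0.202 with an estimated correlation and 0.113 by fry. In the same order, the core matrisome gave 0.329 and 0.379, and 0.114 by quantile normalization, and host neutrophil degranulation 0.637 and 0.497. Host TCA 0.04763 and host translation 2.383e-06 came from quantile normalization. The KD core-rim tumor count was 34 with 1 CPM added, 0 with no block, 120 with a fixed block, 4 by quantile normalization, 0 by voom and 4 with robust fitting. The control count was 0 with no block, 4 fixed, 58 quantile, 13 voom and 50 robust, and the host control count 579 with a fixed block. With 1 rat or the 1 library omitted, Angptl7 in KD cores ran from -1.295 to -0.977 and between control core and rim from 1.129 to 1.419. Counts ran from 0 to 682 (KD core, tumor), 0 to 1681 (host), 0 to 167 (KD core-rim, tumor), 0 to 2422 (control core-rim, tumor), 0 to 3408 (host), 0 to 4 (interaction, tumor) and 0 to 105 (host). List p ran from 0.009261 to 0.7801 (TCA), 4.938e-05 to 0.008186 (vessel), 0.001078 to 0.6533 (matrisome), 0.03452 to 0.9188 (translation) and 1.263e-18 to 9.933e-06 (neutrophil degranulation), and the core-rim mouse share from 6.54 to 9.387. Shares lower in KD ran, host then tumor, from 57.99 to 99.78 and 54.61 to 82.11 (core genes in cores), 52.95 to 75.62 and 63.78 to 70.22 (core genes in rims), 4.667 to 49.89 and 15.89 to 54.67 (rim genes in cores), and 30.67 to 45.56 and 27.48 to 41.45 (rim genes in rims). Reversed by processing were Acta2 control core-rim in tumor cells (0.008324, quantile), Angptl7 KD core-rim in host (-0.01405, median-ratio, -0.03955, voom) and tumor cells (-0.002582, median-ratio, -0.0005771, quantile), Pdpn in host KD cores (-0.06309, voom) and tumor control core-rim (-0.007316, voom), and host control core-rim translation (p 0.7763, quantile). Host KD core translation reversed without rat K2 (p 0.7631), without C1 (0.5981) and without the core library of C1 alone (0.5403), and tumor rim genes in KD cores without C4 (54.67% lower). Omission of 1 rat reversed further values, given as ranges. Tumor Acta2 ran from -0.3784 to 0.4016 (KD core), -0.009571 to 0.8378 (KD rim) and -0.2066 to 0.117 (control core-rim). Angptl7 ran from -0.08087 to 0.3274 (host KD core), -0.02778 to 0.3189 (tumor KD rim), -0.3258 to 0.3415 and -0.1314 to 0.2675 (KD core-rim, host and tumor). Host Camk1d ran from -0.2145 to 0.1106 (KD rim) and -0.06659 to 0.2681 (KD core-rim), and host Cdh5 from -0.003891 to 0.09347 (KD rim) and -0.07396 to 0.2881 (KD core-rim). Tumor Ldha ran from -0.002322 to 0.1513 (control core-rim). Pdpn ran from -0.1919 to 0.6128 and -0.6018 to 0.4457 (KD core, host and tumor), -0.352 to 0.6439 and -0.4624 to 0.5762 (KD rim) and -0.1764 to 0.07643 (tumor control core-rim). List p ran from 8.198e-16 to 0.9808 (tumor KD core cell cycle) and 1.498e-06 to 0.9797 (host KD rim neutrophil markers).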

Differences from the paper's values

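The omission of control rats was chosen after the result was seen. The paper gives 35% of host core genes as increased in knockdowns, and 13.68% were higher in KD cores here, with sets defined on other rats and no FDR limit. Among alternatives set before the data were examined, the value does not differ from that of the paper by more than 1.5-fold with sets defined on the 3 KD rats (34.27%) or without rat K1 (24.47%). It differs by more with sets of 100 genes (5%) or 1000 genes (20.12%), with all 4 control rats defining the sets (1.67%), by quantile normalization (16.72%), with the filter (13.68%), and without rat K2 (10.28%) or K3 (13.34%). Sets defined on rats that are also compared are biased by that choice. Regrouped rats gave on average 36.39% of host core genes lower with sets from the KD rats and 60.85% with all 4 control rats. The values of these settings, 34.27 and 1.67%, therefore decide nothing about that of the paper. Without control rat C2, C3 or C4, omissions chosen after seeing the values, the higher share was 42.01, 40.1 and 41.89%, within 1.5-fold of that of the paper, and without C1 it was 0.22%.

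The paper states that core matrisome genes of the tumor persisted or increased in knockdowns. The list used here was lower in KD cores, with a median log2 difference of -0.0826 and a mean of -0.107 (camera adjusted p = 0.0216, 0.329 with an estimated correlation). The call ends without rat K1 (0.653), without C1 (0.115) and by quantile normalization (0.114). The paper sorted core genes by their change, whereas this is a general list of matrix genes, so the 2 may differ for that reason alone.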

Other observations

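The splits of the rats in this part were chosen after the result was seen. Among cell cycle genes, tumor Cenpa, a centromere protein gene, was measured at 91.3 ± 11.2 CPM in KD and 64.7 ± 13.1 in control rims, and host Top2a at 175 ± 29.4 and 128 ± 14.5 (limma adjusted p = 0.996 and 0.999). As lists, 79 of 79 tumor cell cycle genes (median log2 0.37, camera adjusted p = 2.53e-11, 0.79 with an estimated correlation) and 71 of 75 host genes (0.29, 4.88e-18, 0.0818) were higher. Among host macrophage genes in rims, Mrc1 stood at 476 ± 81.5 CPM in KD and 724 ± 92.6 in control rats and Cd163 at 135 ± 66.5 and 298 ± 149. As lists, 22 of 22 macrophage markers (-0.41, 2.18e-11, 0.0818) and 44 of 47 lysosome genes (-0.20, 1.18e-12, 0.0654) were lower. No gene passed over any of these lists alone, and each call stayed in every omission of 1 rat. Of 35 splits of the rats, 1 moved the host cell cycle list as far (the real grouping itself, 1.301, highest other 1.097), 1 the host lysosome list (-1.245, 1.165), 2 the host macrophage list (-1.557, 1.645) and 6 the tumor cell cycle list (1.1, 1.856). Chance cannot be excluded for any of these lists, which were picked from many after the result.

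Other lists called in KD rims were tumor interferon genes (31 of 33 higher, camera adjusted p = 8.17e-08, 0.79 with an estimated correlation) and tumor translation (86 of 105 lower, 2.79e-06, 0.79). In host cells they were neutrophil degranulation (61 of 74 lower, 1.17e-06, 0.684), host unfolded protein and integrated stress genes (29 of 39 higher, 7.08e-05, 0.202), host interferon genes (25 of 33 higher, 0.0102, 0.779), host pericyte markers (12 of 15 higher, 0.0281, 0.713) and host neutrophil markers (13 of 14 lower, 0.043, 0.872). The host interferon call ends without rat C2 (0.408) or C4 (0.152), the pericyte call without K3 (0.896) or C1 (0.233), and the neutrophil marker call without K2 (0.122), K3 (0.461) or C3 (0.98). No gene passed over these lists alone.

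Of the genes named in the paper, host cells of KD and control cores held Cdh5 of endothelium at 222 ± 55.0 and 280 ± 48.2 CPM (limma adjusted p = 0.419), Acta2 of smooth muscle at 788 ± 295 and 528 ± 249 (0.444), Pdpn at 32.9 ± 14.6 and 33.9 ± 26.5 (0.933) and the glycolytic gene Ldha at 846 ± 154 and 968 ± 301 (0.819). In rims they were 195 ± 13.5 and 189 ± 18.1, 1017 ± 167 and 852 ± 52.4, 83.4 ± 32.6 and 100 ± 94.0, and 676 ± 62.3 and 625 ± 53.8. Between control core and rim, Cdh5 was 1.47-fold higher (0.0617, not passing). Tumor Camk1d was 2.25-fold higher in control cores than rims (0.0694) and 2.43-fold in KD rats (0.114), and at 17.8 ± 3.06 and 23.7 ± 6.37 CPM in KD and control cores. Host Camk1d was at 26.1 ± 4.55 and 34.2 ± 3.97 CPM in KD and control cores (0.483). Tumor Acta2 was at 9.37 ± 4.50 and 9.47 ± 3.34, and tumor Pdpn at 9.21 ± 5.44 and 9.83 ± 4.36 (0.95 and 0.897).

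Marker lists in host KD cores gave endothelial genes 21 of 27 lower (median log2 -0.21, camera adjusted p = 0.00276, 0.637 with an estimated correlation, 1 lower over the list alone) and vessel morphogenesis 34 of 54 lower (-0.10, 0.0324, 0.637). Esm1, an endothelial gene, stood at 5.38 ± 1.42 CPM in KD and 17.9 ± 8.03 in control cores (limma adjusted p = 0.337). The endothelial call ends without rat K3 (0.233) or C1 (0.0558), and the vessel call without K3 (0.14), C1 (0.198) or C4 (0.0857) or by quantile normalization. Not called were lymphatic endothelial (4 of 7 higher, 0.851), pericyte (9 of 15 higher, 0.67), macrophage (15 of 22 higher, 0.397), adipocyte (4 of 7 lower, 0.679), skeletal muscle (5 of 5 lower, 0.16), mast cell and platelet (3 of 5 lower, 0.67), lymphocyte (2 of 3 higher, 0.679) and interferon genes (17 of 33 lower, 0.768). In tumor cells, endothelial (8 of 9 higher, 0.0566), pericyte (5 of 9 lower, 0.693), fibroblast (10 of 15 lower, 0.622), macrophage (9 of 15 lower, 0.457), adipocyte (3 of 5 lower, 0.622) and skeletal muscle markers (5 of 6 higher, 0.573) were not called.

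Genes with the smallest p in rims, none passing (limma adjusted p = 0.996 in tumor and 0.999 in host cells), included in tumor cells Cd74 (log2 difference 1.02), Tpm4 (0.43), Tnip3 (0.85), Scube3 (0.67), Mtcl1 (-0.49), Wdfy2 (-0.47), B630019K06Rik (-0.98), Sulf2 (-0.60) and Dlx4os (-1.18). Host genes were SNORA70 (1.19), H2bc9 (1.48), Cep89 (0.65), Zfp367 (0.65), Rbmxl1 (0.71), Cd101 (-1.08), Osbpl1a (-0.69), Slc4a5 (3.98-fold lower), Oscar (-1.17) and Cyp26b1 (-2.01). In host KD cores they also included LOC102553018 (1.85), Ckap2l (0.93), Eln (2.16), Hist1h4m (0.70), Ccdc174 (-0.91), N5 (-1.10), Mtus1 (-0.69), Ppp1r13b (-0.98), Map4k4 (-0.62), AC134224.3 (-0.82), Ssr4 (0.46), Ccpg1 (-0.68) and Gtf2f2 (1.38), each with adjusted p = 0.337. Lower in control cores than rims in tumor cells were Rnf152 (45.4 ± 9.62 against 78.0 ± 8.59 CPM), Zfp213 (-1.12) and Nrg4 (-1.36, adjusted p = 0.0305 in each), Myo3b (-2.29) and Gm37146 (-0.65, 0.0392), Abcc3 (-0.55, 0.0426), Tnnt2 (-0.69, 0.0465), and Trbc1 (-1.98) and Gm36938 (-1.71, 0.0478), calls that all end without rat K3, C2, C3 or C4 and with no block or a fixed block. Those of Nrg4, Myo3b, Gm37146, Abcc3, Tnnt2, Trbc1 and Gm36938 also end without K1, and by voom all but those of Rnf152 and Nrg4 do. In host cells Flt4 (1.00), Was (0.91), Plcg2 (0.82), Ifit1 (2.32), AABR07044454.1 (3.22), Medag (-2.05), Mab21l1 (-1.99), Adam33 (-1.43), RGD1560883 (-1.65) and Etv4 (-1.48) had adjusted p = 0.0616, not passing.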
